# Transcriptomic profiling reveals histone acetylation-regulated genes involved in somatic embryogenesis in *Arabidopsis thaliana*

**DOI:** 10.1186/s12864-024-10623-5

**Published:** 2024-08-15

**Authors:** Barbara Wójcikowska, Karolina Chwiałkowska, Katarzyna Nowak, Sylvie Citerne, Joanna Morończyk, Anna Maria Wójcik, Agnieszka Kiwior-Wesołowska, Jacek Francikowski, Mirosław Kwaśniewski, Małgorzata Danuta Gaj

**Keywords:** Auxin, Organ-polarity genes, RNA-seq, Somatic embryogenesis, Trichostatin A

## Abstract

**Background:**

Somatic embryogenesis (SE) exemplifies the unique developmental plasticity of plant cells. The regulatory processes, including epigenetic modifications controlling embryogenic reprogramming of cell transcriptome, have just started to be revealed.

**Results:**

To identify the genes of histone acetylation-regulated expression in SE, we analyzed global transcriptomes of Arabidopsis explants undergoing embryogenic induction in response to treatment with histone deacetylase inhibitor, trichostatin A (TSA). The TSA-induced and auxin (2,4-dichlorophenoxyacetic acid; 2,4-D)-induced transcriptomes were compared. RNA-seq results revealed the similarities of the TSA- and auxin-induced transcriptomic responses that involve extensive deregulation, mostly repression, of the majority of genes. Within the differentially expressed genes (DEGs), we identified the master regulators (transcription factors - TFs) of SE, genes involved in biosynthesis, signaling, and polar transport of auxin and NITRILASE-encoding genes of the function in indole-3-acetic acid (IAA) biosynthesis. TSA-upregulated *TF* genes of essential functions in auxin-induced SE, included *LEC1/LEC2*, *FUS3*, *AGL15*, *MYB118*, *PHB*, *PHV*, *PLTs*, and *WUS/WOXs*. The TSA-induced transcriptome revealed also extensive upregulation of stress-related genes, including those related to stress hormone biosynthesis. In line with transcriptomic data, TSA-induced explants accumulated salicylic acid (SA) and abscisic acid (ABA), suggesting the role of histone acetylation (Hac) in regulating stress hormone-related responses during SE induction. Since mostly the adaxial side of cotyledon explant contributes to SE induction, we also identified organ polarity-related genes responding to TSA treatment, including *AIL7/PLT7*, *RGE1*, *LBD18*, *40*, *HB32*, *CBF1*, and *ULT2*. Analysis of the relevant mutants supported the role of polarity-related genes in SE induction.

**Conclusion:**

The study results provide a step forward in deciphering the epigenetic network controlling embryogenic transition in somatic cells of plants.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-024-10623-5.

## Background

Plant somatic cells possess a unique capacity to develop into somatic embryos following somatic embryogenesis (SE), a process rarely observed *in planta* [1] but successfully induced in vitro in different plant species [2]. SE exemplifies the developmental plasticity of plant cells which involves the capacity for de- and re-differentiation into specific cell types/organs/somatic embryos in response to induction signals such as stress factors and hormone treatment [3]. In biotechnology, plant regeneration via in vitro-induced SE is widely applied in clonal propagation and genetic transformation of various plant species [4, 5]. SE provides also a valuable experimental system in studies of exo- and endogenous factors determining developmental plasticity and embryogenic transition in plant somatic cells. In particular, studies on SE induction in a model plant of Arabidopsis have contributed significantly to understanding the embryogenic reprogramming of plant somatic cells at the molecular level [6, 7]. Queries on the molecular factors controlling SE induction that have been addressed in Arabidopsis revealed a complex regulatory network in which the transcription factors (TFs), microRNAs (miRNAs), and epigenetic modifications interact to erase the existing cell identity and switch on the embryogenic pathway of development in already differentiated cells [8–10]. The *TFs* of essential role in SE induction include *LEAFY COTYLEDON1* (*LEC1*), *LEAFY COTYLEDON2* (*LEC2*), *ABSCISIC ACID INSENSITIVE3* (*ABI3*), *FUSCA3* (*FUS3*), *AGAMOUS-LIKE15* (*AGL15*), *WUSCHEL* (*WUS*), *WUSCHEL RELATED HOMEOBOX* genes (*WOXs*), and members of the *PLETHORA* (*PLT*) gene family including *BABY BOOM* (*BBM*) [6, 10, 11].

Deregulation of genes in embryogenic transition involves changes in chromatin accessibility controlled by epigenetic modifications [12, 13]. The role of DNA methylation in regulating genes, including *TFs*, in SE induction was demonstrated [14–17]. The interplay between DNA and histone methylation in controlling the in vitro-induced developmental processes, including SE induction, was reported [18–20]. In particular, the role of the gene-repressive complexes, PRC1 and PRC2, in regulating the SE-essential genes was evidenced [21–23].

The methylation of DNA and histones cooperates with histone acetylation to control genes in plant development [24, 25]. An acetylated state of histones results from the opposing activities of histone acetyltransferases (HATs) and histone deacetylases (HDACs) [26]. HATs neutralize the positively charged amino group of specific lysine residues rendering DNA more accessible to DNA-binding regulatory proteins, including TFs [27]. Opposingly to HATs, HDACs remove the acetyl groups from histones and reduce DNA accessibility and binding of the regulatory proteins to DNA [28].

An experimental approach in studies on the role of histone acetylation (Hac) in gene regulation relies on the chemical inhibition of HAT and HDAC activity [29–31]. Relevantly, trichostatin A (TSA), an antifungal antibiotic isolated from *Streptomyces hygroscopicus* of inhibitory effect on zinc-dependent HDACs (RPD3/HDA1 and HD2-type families), has been recommended to affect Hac [32]. TSA was documented to increase H3 and H4 acetylation at a global and gene-specific level, and the TSA-hyperacetylated epigenetic marks involve H3K9/K14 and H4K5 [33, 34].

In line with promoting Hac, TSA treatment was evidenced to increase chromatin accessibility in animals [35] and plants [36]. Relevantly its chromatin de-condensation activity, TSA has been recommended to improve the efficiency of animal cloning [37–39]. TSA treatment was recommended in plants to improve androgenesis and double haploid production in anther, and microspore cultures [40–43]. The TSA treatment of explants improved SE induction in different plants, including grapevine [44], conifers [45, 46], and coffee [47].

These reports demonstrated that TSA might substitute for the requirement of auxin treatment essential for SE induction in Arabidopsis and suggested the role of Hac in the regulation of genes controlling plant cell reprogramming. In support of this postulate, global changes in Hac level in microspore cultures of rape [48] and Arabidopsis explants [49] were indicated. Indirect pieces of evidence on the Hac contribution to the embryogenic reprogramming of plant somatic cells involve differential expression of *HAT* and *HDAC* genes in SE and the altered embryogenic response of the relevant *hat* and *hdac* mutants [40, 49, 50].

The mechanism by which Hac, possibly in cooperation with auxin, might regulate genes in SE induction remains mostly elusive. Most reports on the Hac role in controlling specific genes in SE provide indirect evidence [51–53]. Only recently, the direct impact of Hac on transcriptional regulation of genes in SE, including *LEC1*, *LEC2*, *FUS3*, *MYB118* [49], *AGL15* [54], and *WUS* [55] has been demonstrated.

RNA-seq analysis of SE transcriptome in response to TSA treatment might be a helpful analytical approach to identify the Hac-targeted genes controlling embryogenic transition in plant somatic cells. RNA-seq was successfully applied to identifying genes engaged in plant development and subjected to epigenetic regulation [23, 56–58].

Here, to gain insights into the Hac-regulated genes during the embryogenic transition in plant somatic cells, we analyzed transcriptomes of Arabidopsis explants treated with TSA and synthetic auxin (2,4-dichlorophenoxyacetic acid; 2,4-D). Metadata analysis of RNA-seq results at global and gene levels aimed at comparing the TSA- and auxin-induced transcriptomic changes and indicating candidate genes of Hac-regulated expression in SE induction. The candidate genes included the *TF* genes of the master regulatory function in SE, auxin- and stress-related genes, and the genes of reported functions in the specification of organ polarity. The identified TSA-deregulated candidates provide a unique set of data for studies on histone acetylation-mediated regulation of SE induction.

## Methods

### Plant material

The Columbia (Col-0) genotype of *Arabidopsis thaliana* (L.) Heynh. Col-0, insertional and chemical-induced mutant seeds were supplied by NASC (The Nottingham Arabidopsis Stock Centre) (Additional file 1).

### In vitro culture of explants and SE induction

Immature zygotic embryos (IZEs) of Arabidopsis at the cotyledonary stage of development were used as explants for the in vitro culture. The explants were isolated from siliques and cultured following the standard protocol for SE [59] induction in Arabidopsis. A basal E0 medium contained 3.2 g L^− 1^ of B5 micro and macro-elements (Duchefa Biochemie; #G0210) [60], 20 g L^− 1^ sucrose and 8 g L^− l^ agar, pH 5.8. A standard medium for SE induction (EA) contained 5.0 µM of 2,4-D (Sigma-Aldrich #D7299), [59]. In addition, E0 medium supplemented with TSA (Sigma Aldrich; #T1952) at a concentration of 1.0 µM was applied for SE induction [50]. Two parameters, i.e., SE efficiency, calculated as the frequency of the explants that produced somatic embryos, and SE productivity, calculated as the average number of somatic embryos per explant, were used to analyze the SE capacity of studied lines. Thirty explants in at least three replicates were evaluated for each line.

### Plant growth and in vitro culture conditions

Seed-derived plants were grown in Jiffy*-*7 (Jiffy, Norway) pots at 22 °C under a 16 h photoperiod of 100 µM m^− 2^ s^− 1^ white, fluorescent light. Plant materials that were grown in sterile conditions were kept at 23 °C under a 16 h photoperiod of 40 µM m^− 2^ s^− 1^ white, fluorescent light [50].

### RNA isolation, library preparation, and RNA-seq

An RNAqueous^®^ Total RNA Isolation Kit (ThermoScientific) was used to isolate total RNA from the IZE explants induced on different media (E0, EA, ET) for 5 and 10 days. The freshly isolated tissues were wiped in frozen mortars. Depending on the age of the culture, from 250 (5th day) to 100 (10th day) explants were used for RNA isolation per repetition. RNA isolation, library preparation, and sequencing were produced in three biological replicates. The concentration and purity of RNA samples were evaluated with an ND-1000 spectrophotometer (NanoDrop Technologies) [50]. The integrity of the RNA was determined using an Agilent 2100 Bioanalyzer and Agilent RNA 6000 Nano chips (Agilent Technologies, Santa Clara, USA). RNA samples were treated with RNase-Free DNase and then purified using the Acid-Phenol: Chloroform with ammonium acetate method (ThermoScientific). The sequencing libraries were prepared using Illumina ScriptSeq™ Complete Kit (Plant; Illumina, San Diego, USA) following the manufacturer’s protocol. Two micrograms of total RNA per sample were used as an input. Briefly, library prep involved the subsequent steps: ribosomal RNA removal with Ribo-Zero rRNA Removal Reagents (Plant Leaf; Illumina, San Diego, USA) followed by ethanol precipitation of the rRNA-depleted sample, RNA fragmentation, cDNA synthesis, RNA removal, terminal tagging of cDNA followed by bead cleanup, PCR amplification using Illumina indexes and final bead purification. The quality of the prepared Illumina libraries was analyzed using Agilent Bioanalyzer with the Agilent High Sensitivity DNA Kit (Agilent Technologies, Santa Clara, USA), and the quantities were estimated using a Qubit Fluorometer (Thermo Fisher Scientific, Waltham, USA). For cluster generation, the libraries were pooled with equimolar concentration and sequenced using the Illumina HiSeq 4000 system (Illumina, San Diego, USA) in 2 × 76 cycles paired-end (PE) mode with 6 barcoded samples per lane [49].

### RNA-seq data analysis

Sequencing data was processed to obtain fastq files with the bcl2fastq pipeline (Illumina, San Diego, USA) including demultiplexing and adapter trimming steps as previously described [49]. The quality of raw sequencing reads was evaluated with FastQC software [61], and all reports were compared with the MultiQC tool [62]. As all reads were high quality, they were only soft-trimmed and filtered with Sickle [63]. Then SortMeRNA was used to filter out left-over fragments originating from rRNAs [64]. The quality of cleaned reads was assessed again using FastQC [61] and MultiQC [62]. Cleaned reads were mapped to *Arabidopsis thaliana* genome assembly GCA_000001735.1 (TAIR10) using splice-aware aligner STAR [65], with mapping parameters adjusted to *A. thaliana* genome characteristics, basic two-pass mode, and allowing for 5% of mismatches to reference genome. Unique counts per gene were calculated with an in-bulit option in STAR and used for data visualization and further differential gene expression analysis. The quality of mapping was assessed with the SAMStat package [66], as well as Qualimap [67]. Sequence alignment files were indexed using SAMtools [68], and mapped reads were visually inspected by applying the Integrative Genomics Viewer (IGV; [69]. All further computational and graphical analyses were performed in the *R* environment. Samples size factors were estimated using the median ratio method and counts were normalized with the DESeq2 algorithm [70]. For data inspection and visualization, counts have regularized log-transformed (rlog) to get log2-scaled data that is approximately homoscedastic and normalized concerning library size. Hierarchical clustering of samples was performed based on distance expressed as an inverse of Pearson’s correlation and applying Ward D2 linkage algorithm. Principal component analysis was performed in the *R* environment and ‘prcomp’ function. Heatmaps were visualized with the ‘pheatmap’ package and ‘heatmap.2’ function from ‘gplots’ library.

### Statistical analysis

Differential expression analysis was performed with DESeq2 software [70] assuming negative binomial distribution, and applying a general linearized model with beta prior shrinkage. Wald’s exact test was used to call differentially expressed genes (DEGs) under |log2FC| ≥ 1 along with P-value adjustment for multiple comparisons with Benjamini-Hochberg False Discovery Rate (FDR) correction [71] under α = 0.05. Enrichment of gene ontology (GO) terms for DEGs were performed using Metascape (http://metascape.org/gp/index.html#/main/step1) [72] or ShinyGO v.0.80 (http://bioinformatics.sdstate.edu/go/) [73]. In tryptophan, hormone and RT-qPCR studies a two-way ANOVA (*p* < 0.05) followed by Tukey’s honestly significant difference test (Tukey HSD-test) (*p* < 0.05) (Statistica 12.0) was applied to calculate significant differences at least *p* < 0.05 between the compared samples. In SE capacity analysis the Student t-test was used to calculate any significant differences (at *p* < 0.05) between the combinations that were being compared.

### Evaluation of hormone content

The concentration of phytohormones, abscisic acid (ABA), salicylic acid (SA), jasmonic acid (JA), indole-3-acetic acid (IAA), was evaluated in the 5 d, 10 d cultured explants of Col-0 on E0, ET and EA (Additional files 2 and 3). For analysis, fresh tissue was immediately frozen in liquid nitrogen and stored at -80 °C. Depending on the age of the culture, from 500 (5th day) to 100 (10th day) explants per repetition were collected to analyze hormone content. Analysis was performed on three biological replicates. For each sample, 30 mg of fresh powder were extracted with 0.8 mL of acetone/water/acetic acid (80/19/1 v: v:v). Abscisic acid, salicylic acid, jasmonic acid, indole-3-acetic acid stable labelled isotopes used as internal standards were prepared as described in [74]. 1 ng of each standard was added to the sample. The extract was vigorously shaken for 1 min, sonicated for 1 min at 25 Hz, shaken for 10 min at 10 °C in a Thermomixer (Eppendorf^®^, and then centrifuged (8,000 g, 10 °C, 10 min.). The supernatants were collected, and the pellets were re-extracted twice with 0.4 mL of the same extraction solution, then vigorously shaken (1 min) and sonicated (1 min; 25 Hz). After the centrifugations, the three supernatants were pooled and dried (Final Volume 1.6 mL). Each dry extract was dissolved in 100 µL of acetonitrile/water (50/50 v/v), filtered, and analyzed using a Waters Acquity ultra performance liquid chromatograph coupled to a Waters Xevo Triple quadrupole mass spectrometer TQS (UPLC-ESI-MS/MS). The compounds were separated on a reverse-phase column (Uptisphere C18 UP3HDO, 100*2.1 mm*3µm particle size; Interchim, France) using a flow rate of 0.4 mL min^− 1^ and a binary gradient: (A) acetic acid 0.1% in water (v/v) and (B) acetonitrile with 0.1% acetic acid, the column temperature was 40 °C, for abscisic acid, salicylic acid, jasmonic acid, and indole-3-acetic acid we used the following binary gradient (time, % A): (0 min., 98%), (3 min., 70%), (7.5 min., 50%), (8.5 min., 5%), (9.6 min., 0%), (13.2 min., 98%), (15.7 min., 98%). Mass spectrometry was conducted in electrospray and Multiple Reaction Monitoring scanning mode (MRM mode), in positive ion mode for the indole-3-acetic acid, and in negative ion mode for the other hormones. Relevant instrumental parameters were set as follows: capillary 1.5 kV (negative mode), source block and desolvation gas temperatures 130 °C and 500 °C, respectively. Nitrogen was used to assist the cone and desolvation (150 L h^− 1^ and 800 L h^− 1^, respectively), argon was used as the collision gas at a flow of 0.18 mL min^− 1^.

### Evaluation of tryptophan (Trp) content

Thin-layer chromatography (TLC) was used as one of the most fundamental methods for aminoacid separation and identification to determine the quantity of tryptophan (Trp) in growing plant cells [75]. The Trp content was evaluated in the 5 d, 10 d cultured explants of Col-0 on E0, ET and EA. Based on the age of the culture, from 500 (5th day) to 100 (10th day) explants per repetition were collected to analyze Trp content. The experiment was carried out in triplicate. The fresh mass of explants was measured, and then the material was lyophilized by 24 h (Christ Alpha 1–4). After this process, probes were kept at -80 °C till the next phase of the procedure. Few extractions and developing solvents were tested. The method described below was chosen as the most efficient. At the beginning of the extraction procedure, probes were refrigerated and set on the ice. To extract free tryptophan from cells, 0.1 M HCl was used (1.5 µL/1 mg of fresh mass). The material was homogenized in extraction solvent, first by mechanical and later by ultrasonic homogenizer (VibraCell, Sonic Materials, 10 pulses 1s long, 10% amplitude). Probes were centrifuged after homogenization (15 min, 15,000 RPM at 4^o^C). 8 µL of supernatant was added to a TLC silica plate (DC-Fertigplatten ADAMANT 20 × 10 cm, Macherey-Nagel), on the same plate calibration curve for tryptophan (SIGMA) was prepared. After application, the TLC plate was left to dry for 1 h in the dark. The plate was developed in the horizontal chamber with the use of n-butanol: acetic acid: water (3:1:1) for 90 min (Baron, Economidis, 1963). The developed plate was left to dry (60 min). Next, the plate was sprayed with a solvent of 0.5% ninhydrin in methanol and incubated on a hotplate for 5 min at 90^o^C. A dry plate with spots was archived digitally for further analysis. TRP quantity in visualized spots was calculated with the use of CP Atlas 2.0 software [76]. The quantity of Trp was expressed as ug per mg of fresh tissue mass.

### Identification of insertional mutants and gene functional analysis

The seeds of insertional or chemically induced mutants were purchased as part of the T_3_ segregating lines. To identify homozygous mutants DNA was isolated from at least 24 individual T_3_ plants using a modified micro-CTAB method [77]. PCR reactions containing two gene specific primers and one insert-specific primer (http://signal.salk.edu/tdnaprimers.html) were then conducted (Additional file 1). The size of amplified products indicated the homo- or heterozygotic status of the plants, in terms of the insert presence within the gene of interest. The explant capacity for SE was evaluated in an IZE-derived culture that was induced for 21 days on an induction media and two parameters were calculated – SE efficiency, and productivity as described previously [59].

### Isolation of RNAs, reverse transcription, and RT-qPCR analyses

An RNAqueous^®^ Total RNA Isolation Kit (ThermoScientific) was used to isolate the total RNAs, respectively, from the 100 IZE explants induced on the different media for 10 days. The concentration and purity of the RNA were assessed using an ND-1000 spectrophotometer (NanoDrop). In order to control any DNA contamination, the RNAs were treated with RQ1 RNase-free DNase I (Promega) according to the manufacturer’s instructions. The first-strand cDNA was produced in a 20 µL reaction volume using a RevertAid First Strand cDNA Synthesis Kit (Fermentas). The reverse transcription product was diluted with water at a 1:4 ratio and 2.5 µL of this solution was used for the RT-qPCR reactions (Additional file 1). The relative RNA levels were calculated and normalized to the internal control of the *AT4G27090* (*TIN*) gene-encoded 60 S ribosomal protein [78]. The relative expression level was calculated using 2^−*ΔΔC*T^ where ∆∆*C*_T_ represented ∆*C*_T_^reference condition^ − ∆*C*_T_^compared condition^. The plant tissues for the gene expression analysis were produced in three biological replicates, and two technical replicates were analyzed [50].

### Data availability

The RNA-seq data presented in this publication have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE255229. All other data is available upon reasonable request.

## Results

### Experimental design

A standard method for SE induction in Arabidopsis involves the treatment of the explants, immature zygotic embryos (IZEs), with a synthetic auxin, 2,4-D [59]. We showed that, similar to auxin, explant treatment with an inhibitor of histone deacetylases TSA, results in SE induction [50], suggesting the role of Hac in the embryogenic reprogramming of plant somatic cells. Here, the RNA-seq-generated transcriptomes of the TSA- and auxin-induced cultures were analyzed to get insights into the Hac-related mechanism of SE induction.

In brief, the IZE explants at the cotyledonary stage of development were cultured on two alternative SE-induction media, ET and EA, supplemented with TSA (1 µM) and auxin (5 µM 2,4-D), respectively. In both SE cultures, the first somatic embryos became visible on the adaxial side of the IZE cotyledons on the 8-10th day. In contrast, the explants that were cultured on a non-embryogenic medium (E0) developed into seedlings (Additional file2). The EA- and ET-cultured explant tissues were sampled for RNA-seq analysis at two culture points representing the early (5th day) and the advanced (10th day) stage of SE induction. The control combinations involved the explants cultured on E0 for 5, and 10 days. 

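RNA was sequenced from immature zygotic embryo explants of 6 combinations of medium and culture time. E0 is the medium without an inducer, ET contains 1 µM TSA, an inhibitor of histone deacetylases, and EA contains 5 µM of the synthetic auxin 2,4-D. Explants were collected on day 5 or 10, and 3 replicates per combination, named a, b and c, gave 18 libraries. The authors removed ribosomal RNA, trimmed the reads, aligned them to the TAIR10 genome with STAR and deposited the number of uniquely aligned reads per gene, without normalization. The paper's text does not name the strand setting of this count, so reads from genes that overlap on opposite strands were not separated further here. The libraries held between 9098758 and 58364735 counts. Median totals were 10679746 counts for E0 at 5 d, 37534556 for E0 at 10 d, 41603798 for ET at 5 d, 23991352 for ET at 10 d, 40131041 for EA at 5 d and 44021592 for EA at 10 d. Of the 34218 genes listed, 23539 passed edgeR's filter on low counts and were tested. The counts were scaled between libraries by edgeR's TMM method and fitted with 1 mean per combination, and a gene was called a DEG at an adjusted p-value under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Transcript levels are given as CPM, the counts scaled to a common library size, with log2 fold changes from the fit. A group with at most 3 counts in every library was treated as lying at the detection floor, which corresponds to 0.0487 to 0.329 CPM, and a fold change against such a group is given only as a lower bound. Floors and bounds cover counting error only.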

In total, six experimental combinations in three replicates were used in RNA-seq analysis (Additional file3).

### General characteristics of ET and EA transcriptomes

#### PCA analysis

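Regularized log (rlog) values were compared between all pairs of the 18 libraries, with correlations taken across genes, which are not independent replicates. Pearson's r was 0.993 to 0.998 between replicates of the same combination, with a median of 0.997. Between libraries of different combinations it was 0.969 to 0.995, with a median of 0.983, so that the highest value between combinations exceeded the lowest between replicates. Ward clustering of these values into 6 clusters placed 18 of the 18 libraries in a cluster that held their own combination alone. The lowest values between replicates were those of EA 10 d a with c and of ET 5 d b with c. Replicates differed by more than counting error, with a chi-square statistic per degree of freedom between 12.3 (E0 5 d b with c) and 438 (EA 10 d a with c). This ratio depends on library size as well as on the samples, so it does not rank the pairs. With Spearman's rho on CPM, the alternative tried, the values were 0.964 to 0.99 within combinations and 0.899 to 0.974 between them, and the clusters again held each combination alone.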

The Principal Component Analysis (PCA) and Hierarchical Cluster Analysis demonstrated a high concordance between replicates of the same experimental combination (medium type x culture time point) (Fig. 1; Additional file4). The PCA revealed that 48.0% and 19.3% of the transcriptome variation accounted for principal components 1 (PC1) and 2 (PC2), respectively. PC1 separated the samples treated with TSA (ET) and auxin (EA) from those induced on the control E0 medium. PC2 stratified the transcriptomes according to TSA treatment.

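The principal components were computed from the rlog values of 30291 genes with any count, centred and not scaled. PC1 held 48.4% of the variance (jackknife standard error 6.37 over the 18 libraries) and PC2 18.8% (jackknife standard error 4.06). Mean PC1 scores were -81.2 ± 4.86 and -106 ± 0.198 (SD, n = 3) for E0 at 5 and 10 d, 47.1 ± 11 and 15.9 ± 11.1 for ET, and 65.7 ± 3.91 and 58.1 ± 11.5 for EA. The lowest score of an ET or EA library on PC1, 8.33, lay above the highest of an E0 library, -77.6. PC2 scores of the ET libraries ranged from 37.4 to 68.3, those of the EA libraries from -50.1 to -38.5 and those of the E0 libraries from -24.2 to 1.41. Using only the 500 genes of highest variance moved the shares most, to 67.1% for PC1 and 15% for PC2, with the same separation of the media.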

**Fig. 1:**
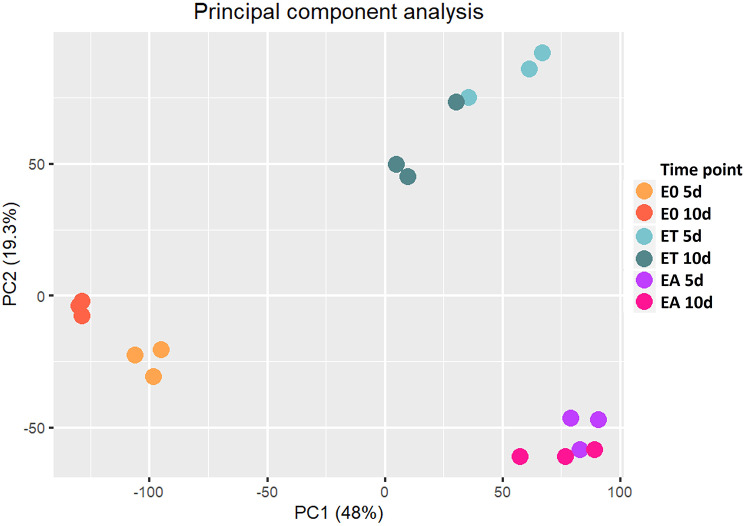
Principal Component Analysis (PCA) of eighteen RNA-seq libraries. The analysis demonstrates a clear separation of gene expression profiles in embryogenic, TSA (ET) and auxin (EA) induced, and non-embryogenic (E0) cultures at 5 d and 10 d. Expression data from three independent biological replicates were analyzed. Biological replicates are depicted as dots of the same color

The PCA results implied that transcriptomes representing the embryogenic (ET and EA) vs. non-embryogenic (E0) cultures were distinctly different at both of the analyzed culture time points (5 and 10 d). Moreover, the embryogenic cultures induced on ET and EA medium tended to overlap, indicating similarities between TSA and the auxin (2,4-D)-induced transcriptomes. These results suggest that the regulatory pathways controlling SE induction in response to TSA and auxin treatment might share some genetic factors.

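Across the 23539 tested genes, the log2 fold changes of ET/E0 and EA/E0 correlated with Pearson's r of 0.685 at 5 d and 0.712 at 10 d, and with Spearman's rho of 0.539 and 0.638. The direction was shared by 70.2% of the genes at 5 d and 73.5% at 10 d. Genes are not independent replicates, and both comparisons use the same E0 libraries, which by itself makes their fold changes correlate. In libraries simulated with no change in either treatment, r was 0.567 (0.536 to 0.593 in 10 simulations) at 5 d and 0.502 (0.487 to 0.511 in 10 simulations) at 10 d, rho was 0.494 and 0.464, and the direction was shared by 67.7% and 66.6% of the genes. The number of DEGs called in both treatments in the same direction was 5707 at 5 d and 6102 at 10 d. When the genes were simulated to change as much but independently in the 2 treatments, this number was 2567 (2516 to 2614 in 10 simulations) and 2515 (2453 to 2610 in 10 simulations), and r was 0.0732 and 0.0859. In opposite directions, 466 genes were called at 5 d and 425 at 10 d, against 1993 and 1880 in the same simulation. Restricting the correlation to genes called in either treatment gave r of 0.709 and 0.728. From the distance of the embryogenic from the non-embryogenic cultures and the tendency of ET and EA to overlap in the PCA, the paper proposes that TSA- and auxin-induced SE share some genetic factors.

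**Figure D1:**
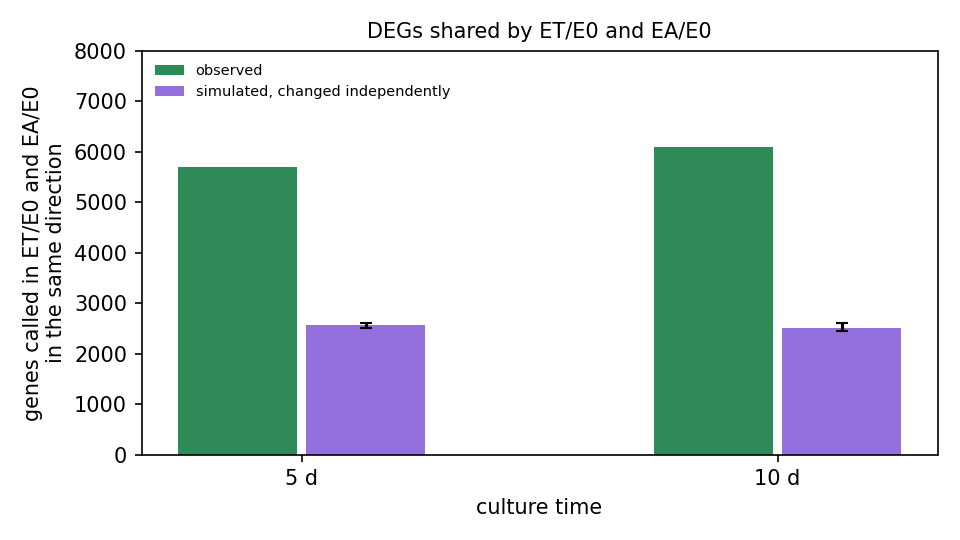
Number of DEGs called in the same direction in ET/E0 and EA/E0 (vertical axis, genes) at each culture time (horizontal axis, days), as observed and as simulated with genes that change independently in the 2 treatments. Error bars give the lowest and highest of 10 simulations, and the observed bars stand at 5707 and 6102 genes.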

### Gene expression profiling in SE-induced vs. control explants (DEGs-ET/E0 and DEGs-EA/E0)

Next, we compared transcript levels in embryogenic (ET and EA) vs. non-embryogenic (E0) cultures to identify differentially expressed genes (DEGs) responsive to TSA (DEGs-ET/E0) and auxin (DEGs-EA/E0) treatment. DEGs were detected using DESeq2 [70]. Raw P values were adjusted for multiple comparisons according to Benjamini and Hochberg’s method controlling the False Discovery Rate (FDR). Significantly regulated genes were selected under a threshold of FDR ≤ 0.05 and |log2FC| ≥ 1. Volcano plots were used to illustrate the distribution of the log2FC and FDR within the analysed gene sets (Fig. 2). Using these criteria lists of DEGs-ET/E0 and DEG-EA/E0 genes of differential expression in ET (Fig. 3A) and EA (Fig. 3B) cultures, respectively, were generated in comparison to E0 culture (Additional file 5). The results indicated a similar fraction of DEGs in both SE cultures; 44.4% (13 636) and 44.9% (13 797) in ET and EA, respectively. Moreover, downregulated transcripts were found more frequently than upregulated in both SE induction treatments. Accordingly, 56.0% and 60.6% of DEGs showed a significantly decreased expression in response to TSA (DEGs-ET/E0) and auxin (DEGs-EA/E0) treatment, respectively. 

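By the adjusted p-value alone, ET/E0 gave 10673 DEGs at 5 d, 5604 higher and 5069 lower, and 8937 DEGs at 10 d, 4232 higher and 4705 lower. EA/E0 gave 9368 DEGs at 5 d, 4462 higher and 4906 lower, and 11589 DEGs at 10 d, 5700 higher and 5889 lower. Added over both days as in Fig. 3, where a gene that changes in both directions counts in each, there were 13912 DEGs-ET/E0 and 14032 DEGs-EA/E0. Requiring in addition an absolute log2 fold change of at least 1, the threshold named in the text of the paper, lowered them to 8951 and 8791. Testing against that fold change itself with edgeR's glmTreat moved the numbers most, to 5232 and 5726.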

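Lower transcript levels accounted for 47.2% of the DEGs-ET/E0 and 50.6% of the DEGs-EA/E0 over both days. With an absolute log2 fold change of at least 1 the shares were 54.6% and 64.2%. The side of 50% depended on the scaling between libraries, since DESeq2's size factors gave 52.5% and 56.3%, and library totals without further scaling 49.8% and 40.6%. DESeq2's Wald test with the beta prior, the model named in the paper's methods, gave 52.4% and 56.4%. Removal of chloroplast and mitochondrial genes before scaling gave 52.1% for ET, and leaving out ET 10 d replicate c gave 52.3%. In EA at 5 d the share lower was 52.4%, and 38.5% with library totals. A median log2 change of all genes was also computed for each scaling apart from the fit. Library totals moved it from 0.03 to 0.23 in EA at 5 d and from 0.058 to 0.195 at 10 d. The fitted medians under TMM were 0.0232 and 0.086.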

Noteworthy, at least one-fifth of the downregulated DEGs in embryogenic cultures showed a high decrease in transcript abundance by at least tenfold (FC < 10) in both ET and EA treatments. More specifically, this criterion fulfilled ~ 26% (1428) and ~ 27% (1866) of downregulated DEGs in ET and EA cultures, respectively (Fig. 3C). Substantially less frequent were gene transcripts of highly increased (FC ≥ 10) expression, which accounted for ~ 5% of the upregulated DEGs; 221 and 222 in ET and EA culture, respectively.

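Fitted changes of at least 10-fold were found for 1628 lower and 339 higher DEGs in ET at 5 d, and for 1156 and 284 at 10 d. In EA there were 1645 lower and 278 higher such DEGs at 5 d, and 1980 and 341 at 10 d. A fitted fold change has no upper limit where the group with the lower level is at the detection floor, which was the case for 813 of the lower and 141 of the higher genes in ET at 5 d, and for 578 and 91 in EA at 10 d. The shrunken fold changes of DESeq2 with the beta prior moved the numbers of higher genes most, to 221 in ET at 5 d and 247 in EA at 10 d, and gave 1370 and 1809 lower genes.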

**Fig. 2:**
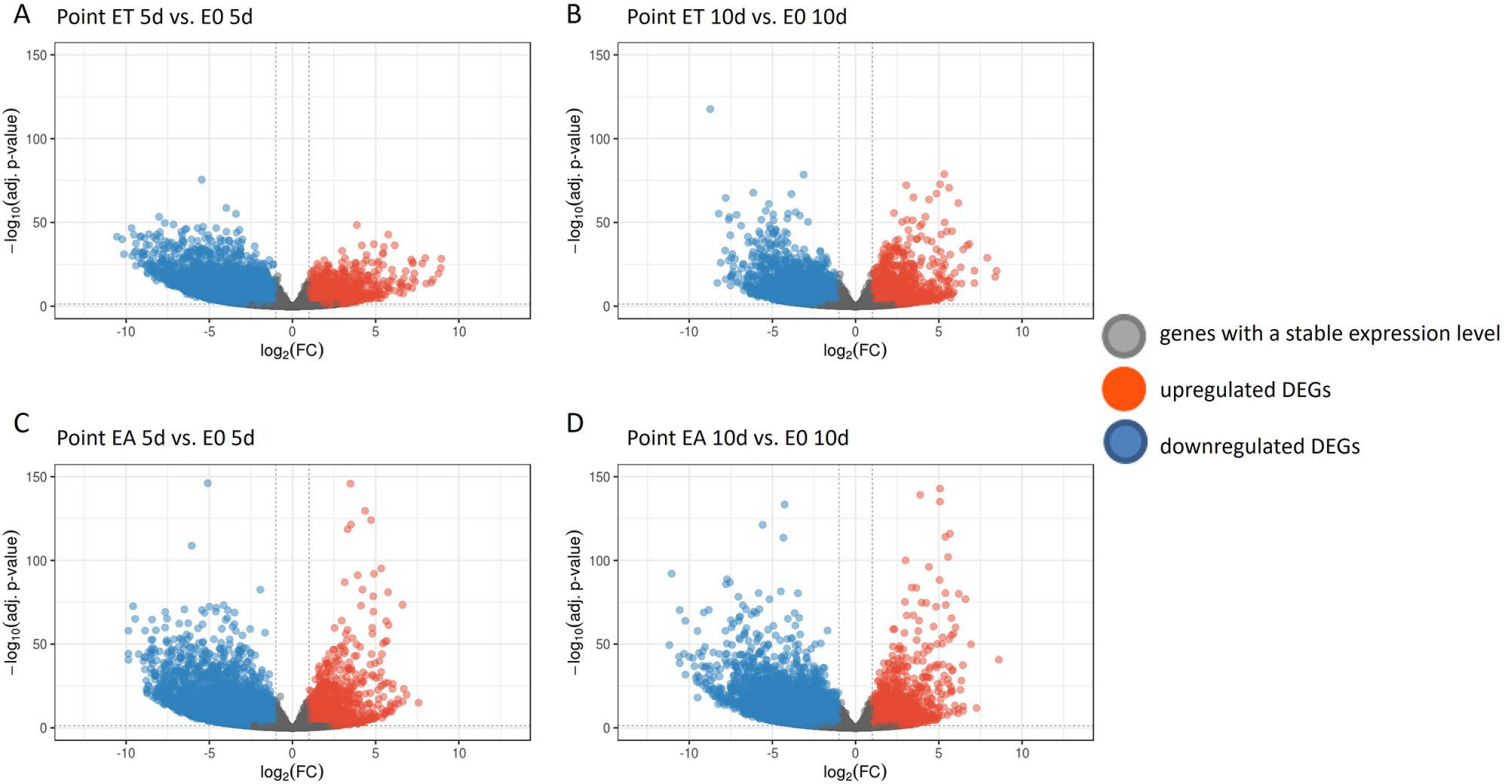
Volcano plot of differentially expressed genes (DEGs) in ET (**A**, **B**) and EA (**C**, **D**) embryogenic cultures on the 5th (**A**, **C**) and 10th (**B**, **D**) day. ET and EA - embryogenic cultures induced with TSA and auxin, respectively. The horizontal line at false discovery rate (FDR) = 0.05; the vertical line at |log2FC| = 1

**Fig. 3:**
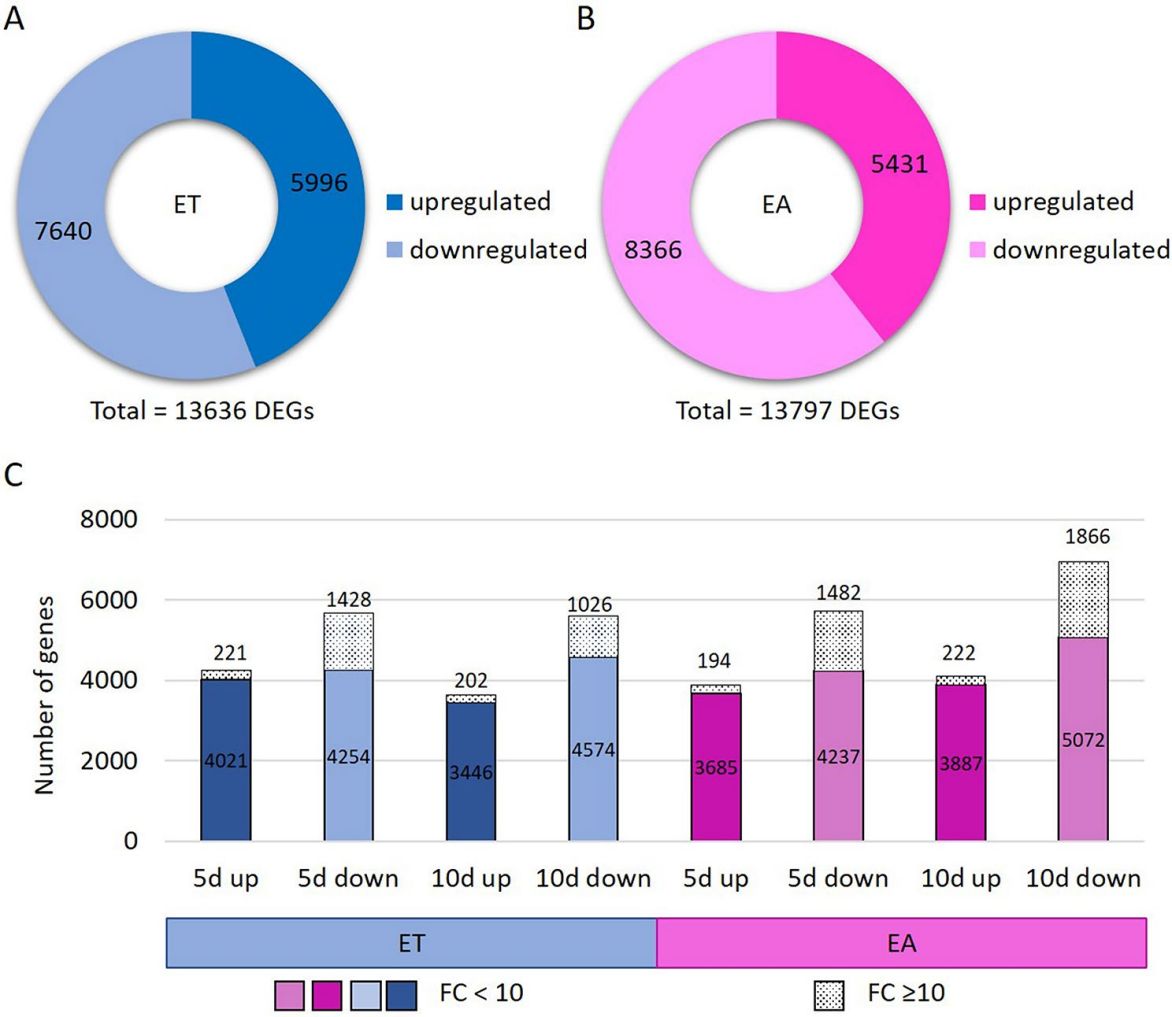
The number of up- and downregulated DEGs in embryogenic cultures induced in explants on an ET medium with TSA (**A**), and an EA medium with auxin (**B**). The number of moderately (FC < 10) and highly deregulated (FC ≥ 10) genes (**C**)

To get more insights into the differences between the TSA- and auxin-induced transcriptomes, we juxtaposed DEGs identified in ET (DEGs-ET/E0) and EA (DEGs-EA/E0) cultures (Fig. 4). The analysis of the up- (Fig. 4A) and down- (Fig. 4B) regulated DEGs revealed that the majority of them were deregulated in response to one of the SE treatments, ET or EA. Accordingly, 37.2% (5078) and 38.0% (5239) DEGs were exclusively deregulated in response to TSA or 2,4-D treatment. In this group, DEGs upregulated only in response to TSA were more frequent; 20.6% (2810) and 16.5% (2245) genes responded specifically to TSA and auxin, respectively (Fig. 4A). In contrast, genes of treatment-specific downregulation were more numerous in EA culture, 21.7% (2994) and 16.6% (2268) transcripts showed decreased expression exclusively in EA or ET culture, respectively (Fig. 4B).

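Called higher on at least 1 day in one treatment and on no day in the other were 3140 genes in ET and 2732 in EA. The corresponding numbers of lower genes were 1894 in ET and 2422 in EA. A call in one treatment alone does not show a difference between the treatments, and the direct comparison of ET with EA called 2339 and 1659 of the higher genes and 1405 and 1771 of the lower genes. The order of the treatments changed with library totals as the scaling, under which 2163 genes were higher in ET alone and 4512 in EA alone, and 2266 and 1829 were lower. That scaling also raised the median log2 change of all genes in EA, from 0.0293 to 0.233 at 5 d and from 0.058 to 0.195 at 10 d. In ET it went from 0.043 to 0.00102 and from 0.0134 to -0.0211. The changed order thus came with a shift of the genes as a whole in EA. In all, 5034 calls were specific to ET, 5154 to EA and 8878 shared, against 9596, 9483 and 4999 when the genes were simulated to change independently in the 2 treatments.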

**Fig. 4:**
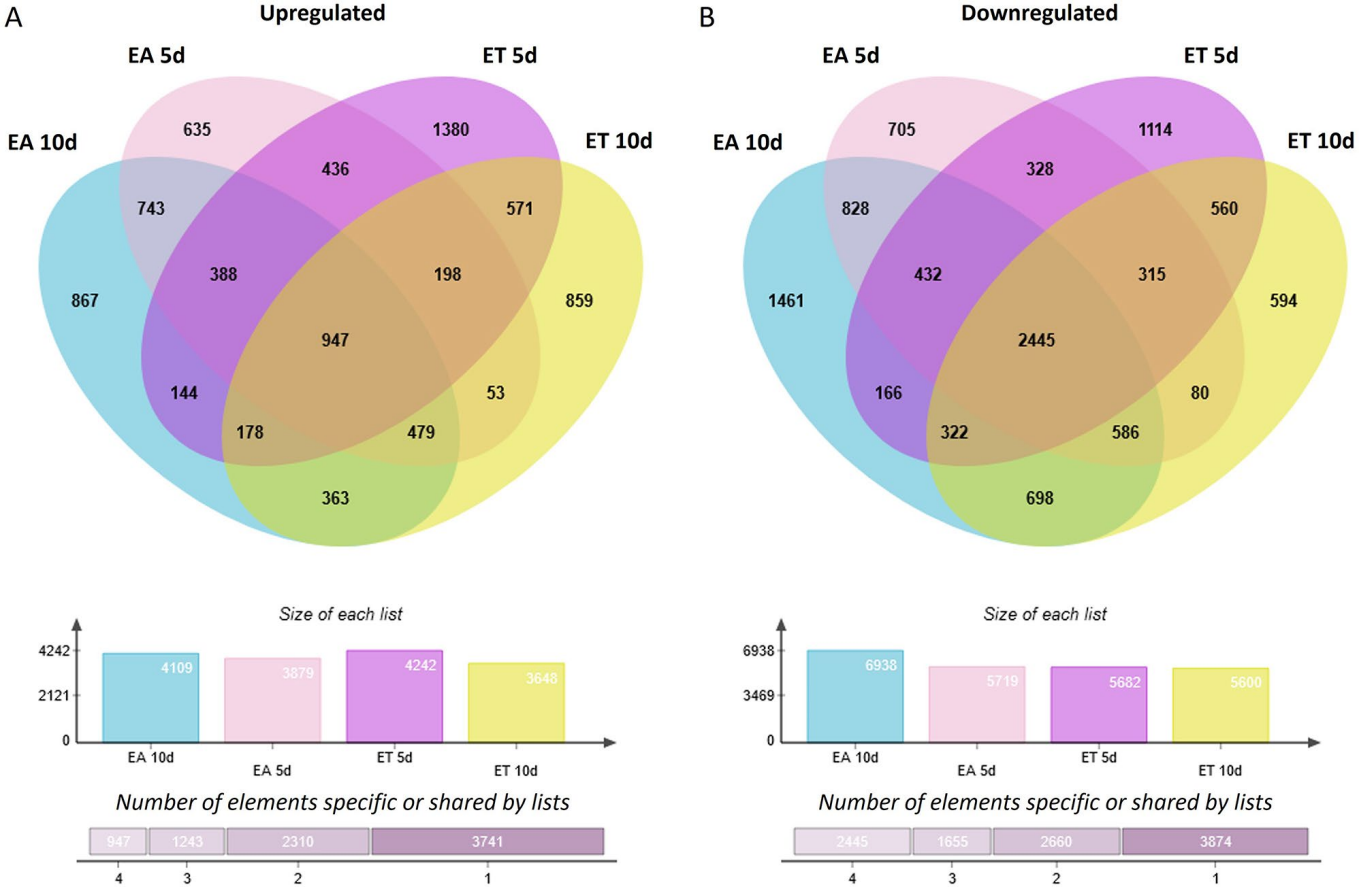
An overlap between up- (**A**) and down- (**B**) regulated DEGs identified in ET (ET vs. E0) and EA (EA vs. E0) embryogenic cultures of explants. ET – SE induced with TSA; EA – SE induced with auxin; E0 – non-embryogenic control culture

Gene Ontology (GO) term analysis (Additional file6) revealed that a significant fraction (29%; 827/2810) of the ET-specifically upregulated transcripts were involved in response to different stimuli such as light (131), temperature (107), biotic (220), abiotic stimulus (349), and other stress response (536). In contrast, the DEGs of auxin-specific upregulation were predominantly related to the nucleobase-containing compound metabolic process (21.6%; 485/2245), i.e., transcription, translation, splicing, metabolism of RNA, and chromatin reorganization. The TSA-specific downregulated genes were mainly attributed to the transport of ions, amides, proteins, nitrogen, and the metabolism of proteins and lipids. The function of auxin-specific downregulated genes was associated with response to stimuli and stress (939), and photosynthesis (106). Altogether the results indicated numerous genes of diverse biological functions, including those involved in cellular housekeeping processes and responses to stress and various external stimuli, to be deregulated explicitly in response to TSA or auxin treatment. The strong deregulation of stress-related genes in response to TSA implies the involvement of histone deacetylation in regulating stress responses in plants.

Next, we aimed to identify genes of a similar expression profile in TSA- and auxin-induced SE. To this end, we focused on DEGs that were up- or downregulated during the early (5 d) and advanced (10 d) stages of SE in both ET and EA cultures. The analysis revealed 1746 up- and 3471 downregulated DEGs at the early and late SE, respectively (Fig. 4A, B). These DEGs involved 947 up- and 2445 downregulated in ET and EA culture during both SE stages (5 and 10 d). Altogether, the results indicated over 2.5 times more transcripts of constantly decreased vs. increased expression in embryogenic culture, suggesting that extensive negative regulation of genes is associated with the embryogenic transition of a somatic cell transcriptome.

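Higher in both ET and EA were 2566 genes at 5 d and 2626 at 10 d, and lower in both 3141 and 3476. When the genes were simulated to change independently in the 2 treatments, 1218 and 1069 were higher in both and 1349 and 1446 lower in both. All 4 comparisons called 1338 genes higher and 2180 lower, and counted as in Fig. 4 there were 2245 and 3006. The excess of lower genes held under every scaling, with 1066 higher and 2347 lower genes under DESeq2's size factors and 1342 and 2026 under library totals. With glmTreat against an absolute log2 fold change of 1 there were 94 and 1202 genes. From the larger number of constantly decreased transcripts, the paper proposes that extensive negative regulation of genes accompanies the embryogenic transition.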

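Gene families of cell division were picked by their symbols and tested as sets in ET at 5 and 10 d and in EA at 5 and 10 d, each against E0 of the same day. Of 32 DNA replication genes (MCM, ORC, RPA and related symbols), 26, 18, 27 and 27 were DEGs with higher levels in these comparisons, in that order. Of 32 cyclin and CDKB genes, 25, 20, 23 and 26 were higher. Of 27 core histone genes, 14, 9, 8 and 16 were higher. The direction of these 3 families was the same under DESeq2's size factors and library totals. Over 8 families and 6 comparisons, limma's camera with a preset correlation called 28 of the 48 tests at an adjusted p under 0.05, and with an estimated correlation between genes 4, those of the cyclins and CDKB in ET (adjusted p = 0.0378 and 0.0276) and EA (0.0276 and 0.0376).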

GO term analysis of DEGs that were upregulated in both stages of ET and EA cultures indicated numerous transcripts involved in the cell cycle (171), DNA replication (55) and repair (93), chromosome organization (113), and RNA virus-induced gene silencing (27). These transcripts contribute to basic molecular processes, including cell divisions, growth, and differentiation of key roles in cell reprogramming (Additional file7). The SE-upregulated DEGs were also annotated to other indicated roles in embryogenic transition processes, including auxin response (39), floral organ development, and embryogenesis (139 genes). Within the upregulated in SE DEGs, we identified *TF* genes of an essential function in embryogenic development, such as *LEC1*, *LEC2*, *AUXIN RESPONSE FACTORS* (*ARFs*), *INDOLE-3-ACETIC ACID INDUCIBLE* (*AUX/IAA*), *PHABULOSA* (*PHB*), *PHAVOLUTA* (*PHV*), *SOMATIC EMBRYOGENESIS RECEPTOR-LIKE KINASE 1* (*SERK1*), *PIN-FORMED* (*PINs*), *WOXs*, *EMBRYO DEFECTIVE* (*EMBs*). 

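*PHB* (AT2G34710) reached 176 ± 21.9 CPM (SD, n = 3) in ET and 353 ± 73.3 in EA at 5 d, against 45.9 ± 3.46 on E0. Its log2 fold change was 1.94 (standard error 0.16, adjusted p = 2.07e-07) in ET and 2.94 (standard error 0.17, adjusted p = 3.73e-09) in EA by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At 10 d the values were 1.56 (adjusted p = 1.91e-06) and 2.91 (adjusted p = 2.9e-09). For *PHV* (AT1G30490) they were 1.42 and 1.35 in ET and 2.2 and 2.00 in EA, the largest adjusted p of the 4 being 1.66e-05. *SERK1* (AT1G71830), of whose exons 6.15% are overlapped by a gene on the other strand, had 0.83 and 1.31 in ET and 0.78 and 1.63 in EA, with adjusted p of at most 0.00117. *PHB* and *PHV* were lower in ET than in EA on both days, with log2 fold changes of -1.0 and -1.35 for *PHB* and -0.78 and -0.65 for *PHV*.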

DEGs of downregulated expression during SE in ET and EA cultures were annotated with cell wall organization (145) and differentiation of organs, tissues, and cells (e.g., root 96; epiderm 52, root hair 30, trichoblast 40). 

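Among 58 tested genes with expansin, xyloglucan endotransglucosylase and cellulose synthase symbols (EXPA, XTH, CESA), 33 were lower and 10 higher in ET at 5 d, and 27 and 8 at 10 d. In EA, 29 were lower and 10 higher at 5 d, and 31 and 16 at 10 d. The median log2 fold change of the family was negative in each of these 4 comparisons under each of the 3 scalings.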

Numerous genes involved in the biosynthesis and metabolism of JA (16) and xyloglucan and xylan metabolism (41) were also identified (Additional file7).

In summary, the GO term analysis showed that the SE-upregulated DEGs were directly linked with plant reproduction and embryogenic processes, while the SE-downregulated DEGs mostly represented differentiation and cell specification processes. Similarly deregulated in ET and EA cultures, DEGs might reveal a set of common and essential, regardless of inducer, SE regulators that involve *TFs*, including those of documented already function in SE (such as *LECs*, *SERKs*, *WOXs*), and candidate genes related to plant reproduction and zygotic embryogenesis.

### *TF* genes of SE-deregulated expression

Given the central role of regulatory genes in the genetic network controlling SE induction, we searched for *TFs* within DEGs of SE-modulated expression. The analysis indicated that more than half of the analyzed 2178 *TF* genes were deregulated in response to both SE treatments. Accordingly, 1154 (53%) and 1238 (57%) TF transcripts were deregulated in response to TSA- and auxin-treatment, respectively (Fig. 5).

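The TF genes of Additional file 9, a list that the paper drew from these libraries, comprise 1482 genes, of which 1468 were tested. Over both days, 677 of them were called higher and 501 lower in ET, and 598 higher and 618 lower in EA. In EA the higher genes outnumbered the lower ones under library totals (674 and 557). With an absolute log2 fold change of at least 1, 455 were higher and 398 lower in ET and 343 and 514 in EA.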

**Fig. 5:**
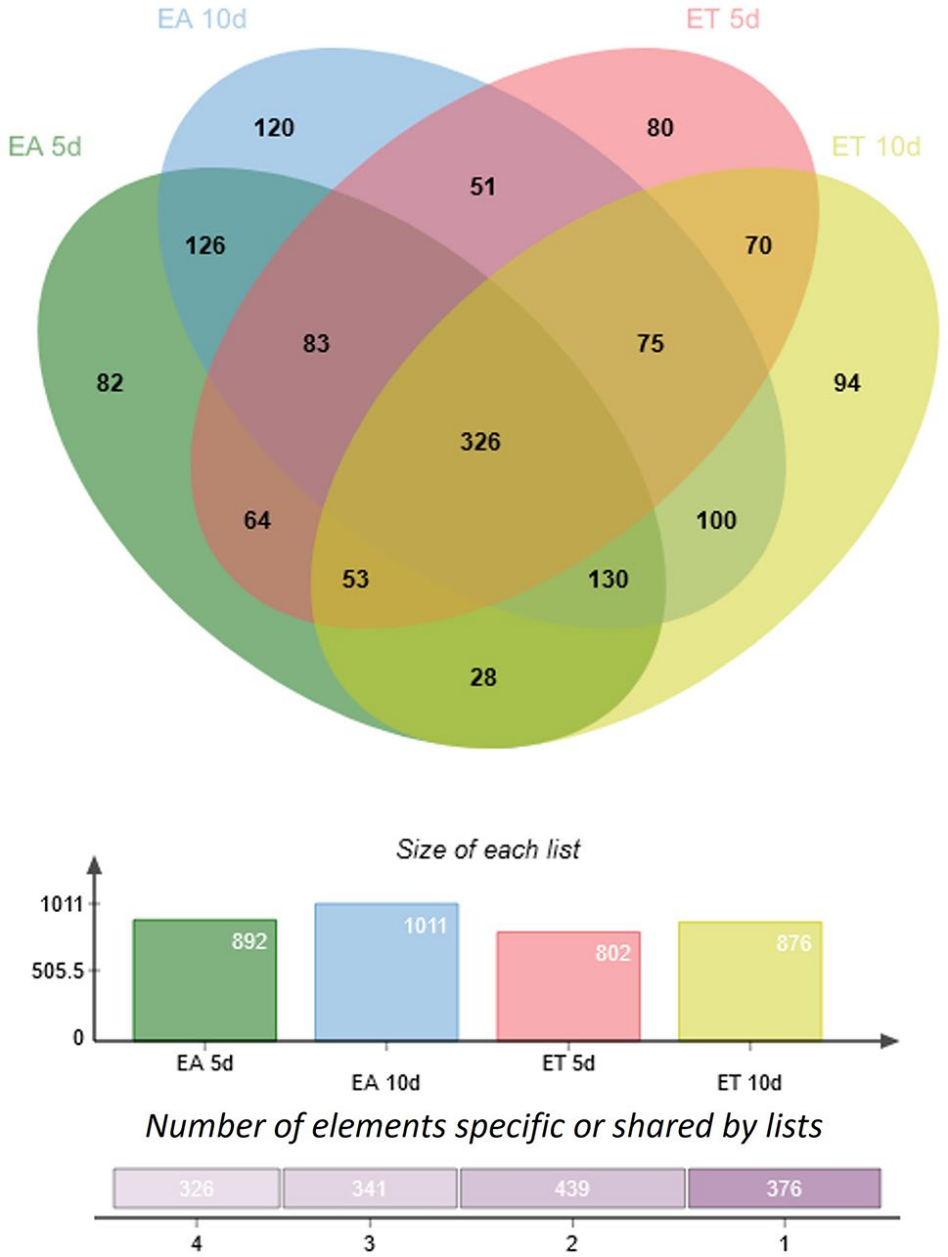
Differentially deregulated *TF* genes in SE induced on TSA (ET) and auxin (EA) media. Venn diagram showing *TF*-DEGs identified by comparison of genes expressed in ET and EA embryogenic cultures to transcripts in E0, non-embryogenic culture

In general, most of the TF-DEGs showed similar trends in expression profiles in ET and EA culture (Additional file8). 

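Across the tested TF genes, the log2 fold changes of ET/E0 and EA/E0 correlated with r of 0.68 at 5 d and 0.674 at 10 d, and 74.2% and 78.5% of the genes shared the direction. When no gene was simulated to change, the shared E0 libraries alone gave r of 0.566 and 0.499. The direction was then shared by 67.6% and 66.4% of the TF genes. With genes simulated to change as much but independently in ET and EA, r was 0.0863 at 5 d and 0.0797 at 10 d. In that case 52% and 52.3% of the TF genes shared the direction. The list holds TF genes that the paper called in these libraries, and neither simulation repeated that choice. The distance between observed and simulated values therefore cannot be read as agreement of TF genes in general. Called in both treatments were 429 higher and 387 lower TF genes. Higher in ET and not in EA were 248, and higher in EA and not in ET 169, while 114 were lower in ET alone and 231 in EA alone.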

We also searched for *TF* gene families with TSA- and auxin-specific deregulation, and we identified eleven *TF* families whose members were up- (*C2C2-YABBY*, *CSD*, *DBP*, *HRT*, *Sigma70-like*, and *VOZ*) and down- (*BBR/BPC*, *HMG*, *Jumonji*, *MED7*, *SNF2*) regulated exclusively in response to TSA. Moreover, ten *TF* gene families of an auxin-specific pattern of deregulation, including *BSD*, *EIl*, and *MBF1* (upregulation) and *ARF*, *C2C2-YABBY*, *CSD*, *FAR1*, *IWS1*, *SWI/SNF-BAF60b*, *ULT* (downregulation) were identified (Fig. 5; Additional files 8 and 9). 

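Of 4 *C2C2-YABBY* genes, 3 were called higher in ET on at least 1 day, and 1 was called lower in EA. Among 4 *Sigma70-like* genes, 3 were higher and 2 lower in ET, and 4 were lower in EA, a gene that changes in both directions being counted in each. The single *HRT* gene was higher in ET, the *VOZ* gene in both treatments, and 1 of 2 *CSD* genes in EA. Of 35 *SNF2* genes, 31 were higher and 1 lower in ET, and 28 were higher in EA. The *HMG* genes numbered 5 higher and 1 lower in ET and 7 higher in EA, and the *Jumonji* genes 7 and 2 in ET and 8 higher in EA. Among 15 *ARF* genes of that list, 12 were higher and 1 lower in ET, and 12 and 2 in EA. The *BSD* family had 5 lower genes in ET, and 2 higher and 4 lower in EA, while the *EIL* family had 1 higher and 3 lower in ET and 2 and 2 in EA. Both *ULT* genes were higher in ET, and in EA 1 was higher and 1 lower. For *FAR1* and *SWI/SNF-BAF60b*, 3 and 7 genes were higher in ET and 7 and 10 in EA. Differences between ET and EA were not tested for whole families.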

Importantly, we found most of the central SE-regulators, including *LEC1*, *LEC2*, *FUS3*, *ABI3*, *PHB*, *PHV*, *AGL15*, and most of the *WOX* and *PLT* gene family members upregulated in response to both treatments, TSA and auxin (Additional file10). 

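Of the 32 SE regulator genes of Additional file 10, 29 were tested, while *WOX6*, *WOX10* and *MYB115* had too few counts. In ET, 15 were called higher at 5 d and 27 at 10 d, and in EA 17 and 22. Adjusted over the list alone, the numbers were 17, 27, 18 and 22, which is not independent evidence because the paper drew this list, like those of the later sections, from the same libraries. Over both days 27 were higher and 4 lower in ET, and 22 and 4 in EA, and glmTreat moved the higher ones most, to 20 in ET and 15 in EA. *AGL15* (AT5G13790) changed by a log2 fold change of 0.29 (adjusted p = 0.0758) in ET at 5 d and 1.8 (adjusted p = 1.13e-07) at 10 d, and by 0.96 (adjusted p = 1.6e-05) and 1.53 (adjusted p = 1.4e-07) in EA (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). The difference of its ET effect between the days was 1.51 (adjusted p = 9.84e-05). *ABI3* (AT3G24650) was lower in ET at 5 d, at -0.51 (adjusted p = 0.0498), and higher at 10 d, at 0.70 (adjusted p = 0.0113), with a difference between the days of 1.21 (adjusted p = 0.00979). Its decrease at 5 d was no longer called with library totals, at -0.52, or without any single E0 5 d library. In EA, *ABI3* had 0.50 (adjusted p = 0.059) and 0.55 (adjusted p = 0.0325), and the call at 10 d was lost under DESeq2's size factors (0.45), while library totals called the change at 5 d (0.71).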

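*LEC1* (AT1G21970) rose from 0.413 ± 0.132 CPM (SD, n = 3) on E0 to 14.7 ± 8.03 in ET at 5 d, a log2 fold change of 5.30 (standard error 0.63, adjusted p = 5.45e-06) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and by 6.03 (standard error 0.63, adjusted p = 2.37e-06) at 10 d. In EA it rose by 1.88 (adjusted p = 0.0261) at 5 d and 4.58 (adjusted p = 1.3e-05) at 10 d, and the call at 5 d was lost without E0 5 d a (1.52), E0 5 d b (1.92) or EA 5 d c (1.26). *LEC2* (AT1G28300) rose by 4.14 and 4.90 in ET and by 3.55 and 3.95 in EA, with adjusted p of at most 8.46e-07. *FUS3* (AT3G26790) rose in ET by 0.85 (adjusted p = 0.0232) at 5 d and 2.70 (adjusted p = 4.5e-06) at 10 d, a difference between the days of 1.85 (adjusted p = 0.00625), and in EA by 0.14 (adjusted p = 0.73) and 0.89 (adjusted p = 0.0168). This difference includes a decrease of *FUS3* on E0, from 143.8 to 193 CPM at 5 d to 54.45 to 59.82 at 10 d. The ET libraries a, b and c had 364.5, 384.5 and 168.4 CPM at 5 d and 402.5, 406.9 and 308 at 10 d. In EA *FUS3* had 171.5 to 206.4 CPM at 5 d and 61.54 to 131.4 at 10 d. Leaving out E0 5 d a, E0 5 d b, ET 5 d a or ET 5 d b removed its call in ET at 5 d (for instance 0.70 without ET 5 d a), and leaving out E0 10 d a (0.86), EA 10 d a or EA 10 d b removed that in EA at 10 d. *WUS* (AT2G17950) was at the detection floor on E0 at 10 d and at least 10.6-fold higher in ET (adjusted p = 7.81e-05), but its change at 5 d was not detectable at this depth (adjusted p = 0.292). In EA at 10 d *WUS* was at least 1.55-fold higher (adjusted p = 0.0184), and the call was lost without E0 10 d a or E0 10 d c. *WOX3* (AT2G28610) was higher in ET by 1.8 and 2.85 and lower in EA at 5 d, where it changed at -1.74 (adjusted p = 0.000375). *WOX8* (AT5G45980) was higher in ET at 10 d by 3.59 (adjusted p = 0.000377), and at 5 d, where E0 was at the floor, it was at least 1.18-fold higher without reaching the threshold (adjusted p = 0.061), unless ET 5 d c or E0 10 d a was left out. *WOX2* (AT5G59340) was lower in ET at 5 d (-3.12) and higher at 10 d (2.58), a difference of 5.70 (adjusted p = 0.000197), and higher in EA at 10 d (1.37, adjusted p = 0.0238), a call lost without E0 10 d a or E0 10 d b (1.23 and 1.19). Compared directly, ET exceeded EA in *LEC1* by 3.42 at 5 d and in *FUS3*, *WUS* and *WOX3* by 1.81, 2.70 and 3.43 at 10 d, all called.

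**Figure D2:**
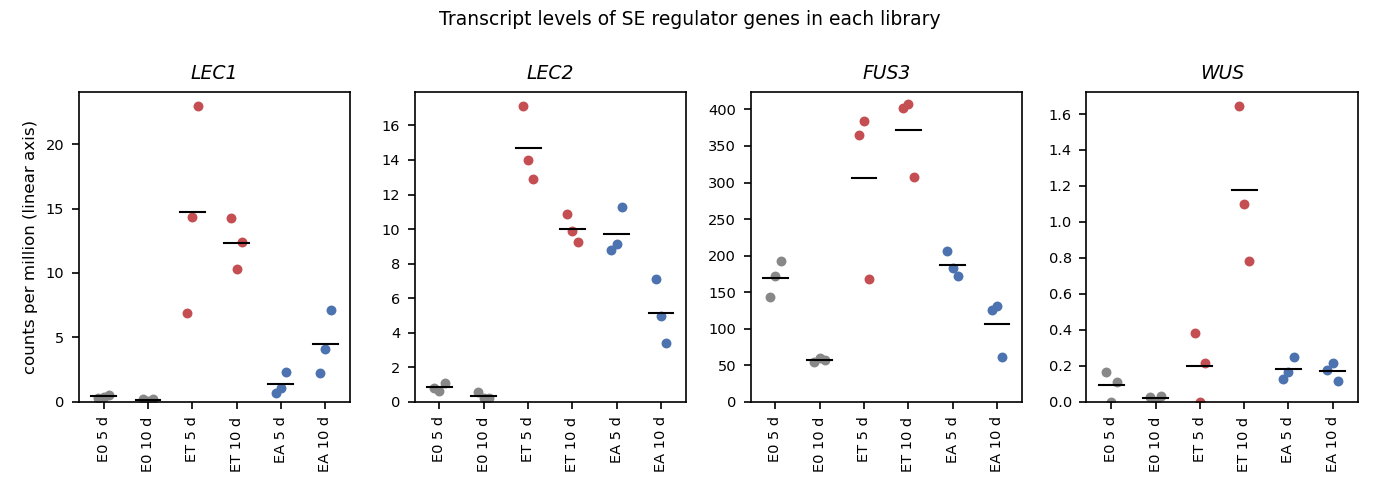
Transcript levels of *LEC1*, *LEC2*, *FUS3* and *WUS* in each library (vertical axis, CPM on a linear scale) by medium and day (horizontal axis). Points are the 3 replicates and lines their mean, with *LEC1* at 14.7 CPM in ET and 1.36 in EA at 5 d.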

A particularly high (FC 6 to 51) increase of the *LAFL* and *WUS/WOX* family members’ expression in response to TSA, including *LEC1*, *LEC2*, *FUS3*, *WUS*, *WOX3*, and *WOX8* suggests the role of Hac in their regulation.

### Genes differentially expressed in ET vs. EA culture (DEGs-ET/EA)

Besides distinguishing SE-DEGs relevantly to non-embryogenic (E0) culture (DEGs-ET/E0 and DEGs-EA/E0), we also identified transcripts of different expression levels in ET vs. EA cultures, DEGs-ET/EA (Additional file11). To this end, the up- (Fig. 6A) and down- (Fig. 6B) regulated ET/E0 and EA/E0 DEGs were juxtaposed, and the DEGs-ET/EA of up-, and downregulated expression in the early (5 d) and advanced (10 d) stage of SE were indicated. The results evidenced that 59% (8058/11,944) of the DEGs-ET/EA showed different expression levels in ET vs. EA at one of the culture points (5 or 10 d), and one-third (3886/11,944) had different transcript levels at both SE stages (5 and 10 d). Noteworthy, the majority 54.7% (6536/11,944) of the DEGs-ET/EA, displayed a higher transcription level in ET vs. EA culture.

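Compared directly, ET and EA differed in 8584 genes at 5 d, 4722 higher and 3862 lower in ET, and in 7543 at 10 d, 4151 higher and 3392 lower. Added over both days there were 12348 DEGs-ET/EA, of which 3779 were called on both days in the same direction. Of all these, 54.2% were higher in ET. Library totals as the scaling moved the share most, to 37%. They also moved the median log2 change of all genes, computed apart from the fit. It went from 0.02 to -0.205 at 5 d and from -0.02 to -0.186 at 10 d, where the fitted medians under TMM were 0.0548 (5 d) and -0.04 (10 d). Removal of chloroplast and mitochondrial genes before scaling gave 50%, and leaving out ET 10 d replicate c 50.2%.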

**Fig. 6:**
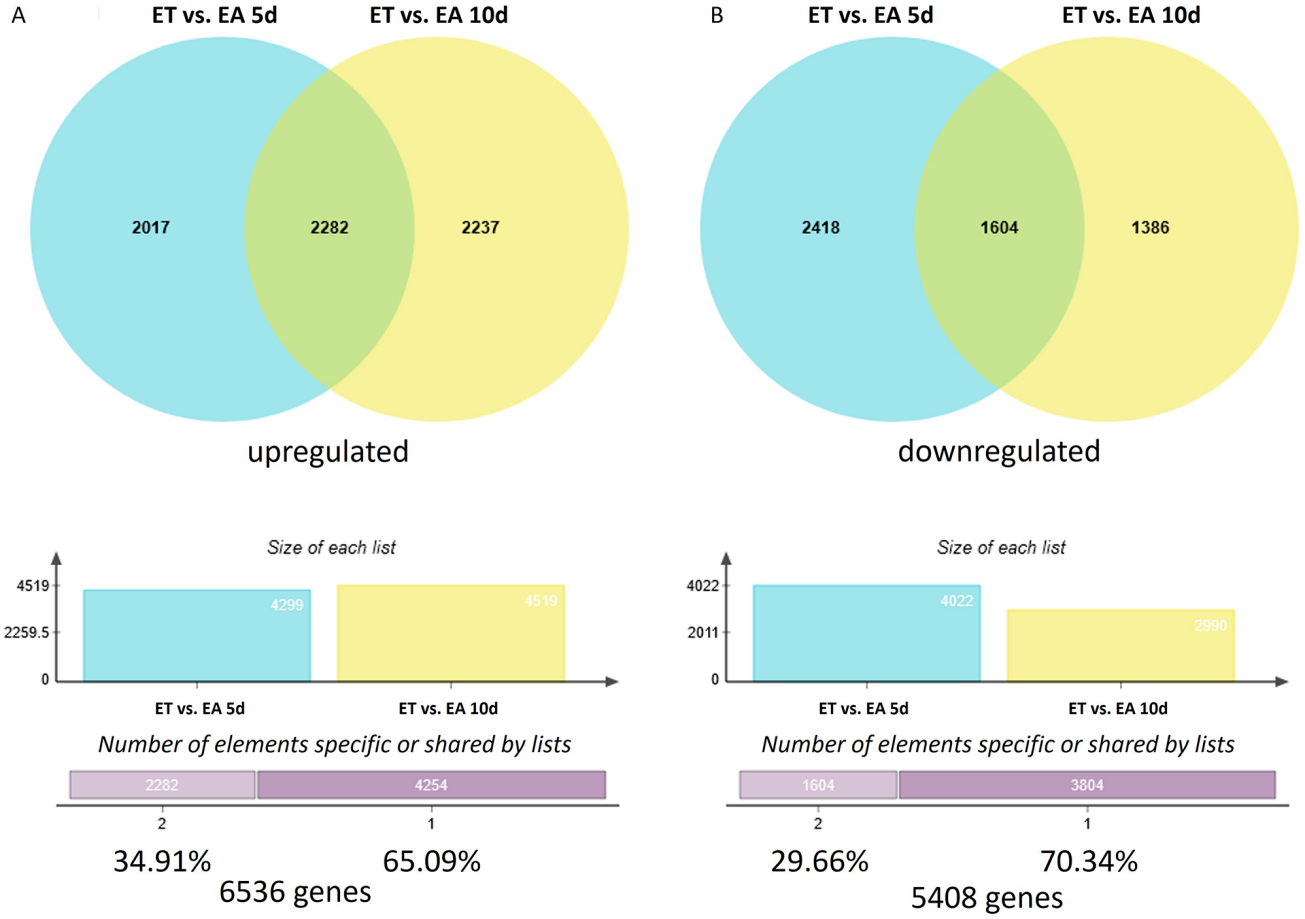
DEGs of up- (**A**) and down-regulated (**B**) expression in ET compared to EA culture (DEGs-ET/EA) on the 5th and 10th day of SE induction

GO term analysis of the upregulated DEGs-ET/EA revealed numerous transcripts related to stimuli (1857/6536) and stress responses (1170/6536) (Additional file12). Insights into the biological function of the downregulated DEGs-ET/EA indicated frequent transcripts related to biological regulation (1250), development (674), and regulation of hormone levels (90) (Additional file12). A set of genes differentially expressed in ET vs. EA provides candidate genes of the Hac-controlled expression in SE.

### Insights into functional categories of SE-DEGs

#### Auxin-related DEGs

In line with the fundamental role of auxin responses in the SE induction mechanism, genes involved in various aspects of auxin action, including biosynthesis, signaling, and polar transport of auxin, were found frequent within SE-DEGs induced with TSA and auxin.

### DEGs related to auxin biosynthesis

#### Tryptophan (Trp)-dependent IPA-pathway of indole-3-acetic acid (IAA) biosynthesis

The genes encoding aminotransferases (*TAA1* and *TARs*) and monooxygenases (*YUCCA*) of critical role in the IPA (indole-3-pyruvic acid) auxin biosynthesis pathway were substantially deregulated in SE (Additional file13–1 A). 

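*TAA1* (AT1G70560) had 11.3 ± 1.96 CPM (SD, n = 3) on E0, 69.7 ± 2.69 in ET and 31.1 ± 5.59 in EA at 10 d. The log2 fold change was 2.61 (standard error 0.25, adjusted p = 9.64e-07) in ET and 1.45 (standard error 0.24, adjusted p = 9.82e-05) in EA (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). At 5 d it was 0.80 (adjusted p = 0.0112) in ET and 0.14 (adjusted p = 0.677) in EA, and the call in ET was lost without ET 5 d replicate c (0.44) or when the 6 libraries of the comparison were fitted alone (0.76). The effect differed between the days, by 1.81 (adjusted p = 0.00206) in ET and 1.31 (adjusted p = 0.022) in EA. Of the 16 genes of the IPA pathway in Additional file 13, 14 were tested, and 5 were higher and 11 lower in ET over both days, and 5 and 7 in EA. Adjusted over the list alone, 3 were higher and 9 lower in ET at 5 d, 5 and 7 in ET at 10 d, 4 and 5 in EA at 5 d and 5 and 7 in EA at 10 d. The alternative that moved these numbers most was glmTreat, with 8 lower in ET and 4 in EA.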

Within aminotransferase genes, transcription of the *TAA1* gene was increased significantly up to over five (FC 5.6) and two (FC 2.1) fold in the ET and EA culture, respectively. Analysis of eleven *YUC* genes (*YUC1-11*) indicated that different YUC monooxygenases might control IAA production in TSA- and auxin-induced SE. Two *YUC* genes, *YUC4* and *YUC10* were upregulated in TSA-induced SE, of which *YUC10* transcripts showed the highest accumulation, up to 7.5 and 46.6 FC in the early (5 d) and advanced (10 d), respectively, stage of the ET culture. 

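*YUC10* (AT1G48910) was at the detection floor on E0 at 5 d and at least 2.76-fold higher in ET (adjusted p = 0.00709, edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). At 10 d it rose from 0.548 ± 0.375 to 52.9 ± 12.3 CPM (SD, n = 3), a log2 fold change of 6.41 (standard error 0.66, adjusted p = 1.95e-06) or 84.8-fold, which DESeq2's beta prior shrank to 5.56 on the log2 scale. In EA *YUC10* was lower at 10 d, at -2.72 (adjusted p = 0.00776), a call lost without E0 10 d replicate c (-2.27). *YUC4* (AT5G11320) was higher in ET at 5 d by 1.16 (adjusted p = 0.000856), but was not called at 10 d (0.34, adjusted p = 0.291), with no called difference between the days (-0.83, adjusted p = 0.115). In EA it was lower on both days, at -0.85 and -1.41.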

Auxin treatment resulted in the upregulation of four other *YUC* transcripts, *YUC3*, *7*, *8*, and *9*, of which *YUC3* (FC up to 29) and *YUC7* (FC up to 35) showed a particularly high level of transcript accumulation in both culture stages.

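In EA, *YUC3* (AT1G04610) changed by log2 fold changes of 3.55 (standard error 0.20, adjusted p = 3.88e-09) at 5 d and 4.98 (standard error 0.22, adjusted p = 1.95e-10) at 10 d by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *YUC7* (AT2G33230), of whose exons 16.6% are overlapped by a gene on the other strand, rose from 0.375 ± 0.108 to 17.8 ± 4.31 CPM (SD, n = 3) at 10 d, by 5.50 (adjusted p = 7.5e-07), and by 3.22 (adjusted p = 0.000151) at 5 d. *YUC8* (AT4G28720) rose by 1.27 and 4.04, with a difference between the days of 2.77 (adjusted p = 0.00159), and *YUC9* (AT1G04180) by 2.17 and 2.76. In ET at 5 d, *YUC3*, *YUC8* and *YUC9* were lower, with -1.58, -2.91 and -2.21, and *YUC7* was at least 4.48-fold lower, all called. At 10 d in ET, *YUC3* was higher by 0.62 (adjusted p = 0.016), a call lost without E0 10 d a (0.59), ET 10 d a or ET 10 d c, and *YUC7* lower at -2.06 (adjusted p = 0.0332), lost without E0 10 d a (-1.86), E0 10 d c, ET 10 d a or ET 10 d b. The ET effect on *YUC3* differed between the days by 2.2 (adjusted p = 0.000132). Direct comparison of ET with EA gave -4.35 for *YUC3*, -7.57 for *YUC7*, -5.54 for *YUC8*, -3.35 for *YUC9*, 1.75 for *YUC4* and 9.13 for *YUC10* at 10 d, all called. From the different *YUC* genes upregulated in the 2 cultures, the paper proposes that different YUC monooxygenases control IAA production in TSA- and auxin-induced SE.

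**Figure D3:**
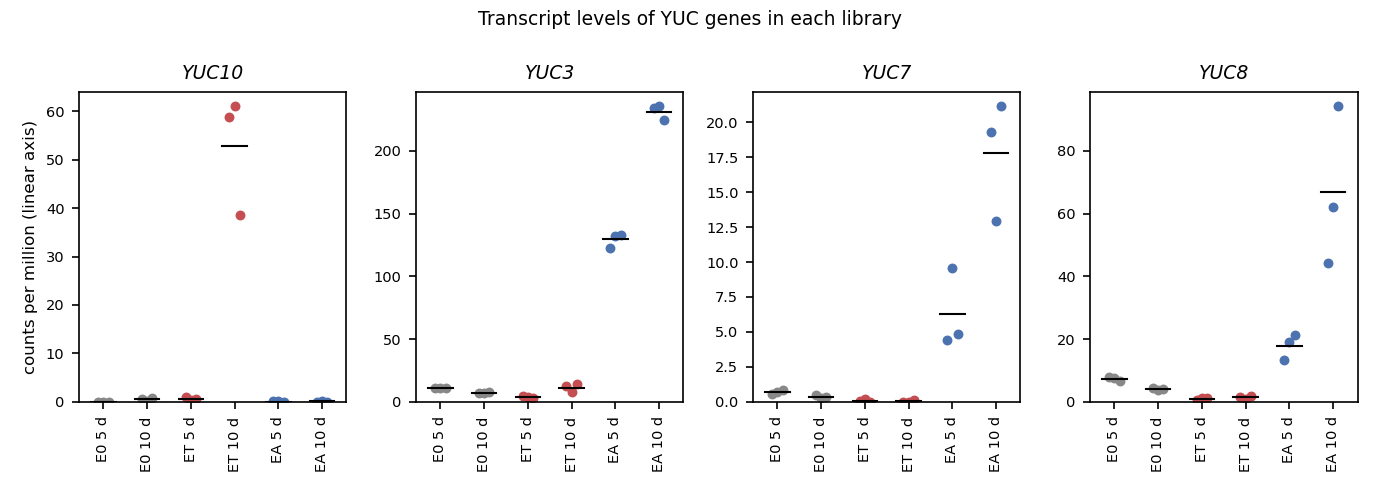
Transcript levels of *YUC10*, *YUC3*, *YUC7* and *YUC8* in each library (vertical axis, CPM on a linear scale) by medium and day (horizontal axis). Points are the 3 replicates and lines their mean, with *YUC10* highest in ET at 10 d (52.9 CPM) and *YUC3* in EA at 10 d (231 CPM).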

#### Tryptophan biosynthesis

Since tryptophan (Trp) is a substrate for IPA production, transcripts of numerous (20) genes engaged in the biosynthesis of this amino acid were analyzed in ET and EA embryogenic cultures (Additional file13–2 A). The results revealed that different Trp-biosynthesis genes showed a rapid and transient increase of expression in the early stage (5 d) of SE induced on ET and EA medium. TSA treatment resulted in the upregulation of twelve Trp-biosynthesis genes (*ANTHRANILATE SYNTHASE ALPHA SUBUNIT 1*, *2*; *ASA1*,*2*, *ASA PUTATIVES*, *ANTHRANILATE SYNTHASE BETA SUBUNIT 1*, *2*; *ASB1*,*2*, *INDOLE-3-GLYCEROL PHOSPHATE SYNTHASE*; *IGPS*, *IGPS PUTATIVE*, *PHOSPHORIBOSYLANTHRANILATE ISOMERASE 1*, *3*; *PAI1*,*3*, *PHOSPHORIBOSYLANTHRANILATE TRANSFERASE 1*; *PAT1*, *TRYPTOPHAN SYNTHASE ALPHA CHAIN 1*; *TSA1*) while three of them (*ASA1*, *ASA PUTATIVE*, *PAI3*) showed also increased expression in response to auxin treatment (Additional file 13–2 A). 

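Of 23 genes on the Trp biosynthesis sheet 18 were tested, and 12 were called higher in ET at 5 d and 2 at 10 d (13 and 2 adjusted over the list alone). In EA, 4 were higher and 1 lower at 5 d, and 5 and 2 at 10 d, while the list alone gave 2 higher at 5 d without the lower one, and 4 and 2 at 10 d. The 4 putative *ASB* genes were not tested, and all of their 76-base exon words occur elsewhere in the genome. In ET at 5 d the log2 fold change of *PAI1* (AT1G07780) was 1.83 (standard error 0.33, adjusted p = 0.000308), that of *ASB2* (AT5G57890) 1.66 (standard error 0.37, adjusted p = 0.00168) and that of *TSA1* (AT3G54640) 1.38 (standard error 0.29, adjusted p = 0.000952, edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). Of the exon words of *PAI1* and *ASB2*, 56.9% and 9.24% occur elsewhere in the genome, so that uniquely aligned reads cover these genes in part. *PAI3* (AT1G29410), with 2.2% of its exon words elsewhere, rose by 1.42 (adjusted p = 0.00227), *ASA2* (AT2G29690) by 1.12 (adjusted p = 1.28e-05) and *ASA1* (AT5G05730), of whose exons 8.8% are overlapped by genes on the other strand, by 0.60 (adjusted p = 0.00252). At 10 d in ET *TSA1* changed by -0.42 (adjusted p = 0.272), and its effect differed between the days by -1.8 (adjusted p = 0.00725). In EA *ASA1* rose by 0.80 and 1.23, whereas the calls of *ASA2* at 5 d (0.40, adjusted p = 0.0378) and of *PAI3* at 10 d (0.80, adjusted p = 0.0417) were lost under DESeq2's size factors (0.34 and 0.71). With an absolute log2 fold change of at least 1 required, 6 genes were higher in ET over both days, and glmTreat, which moved the number most, called 2.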

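Directly compared at 5 d, 9 of the 18 tested Trp biosynthesis genes were higher and 1 lower in ET than in EA. *PAI1* differed by 1.51 (adjusted p = 0.0017), *TSA1* by 1.28 (adjusted p = 0.00235) and *ASA2* by 0.72 (adjusted p = 0.000952) on the log2 scale (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). *ASB2* differed by 1.36 (adjusted p = 0.007), a call lost without ET 5 d replicate c (0.92). At 10 d, 3 genes were lower in ET (1 adjusted over the list alone), among them *ASA1* with -1.35 (adjusted p = 3.04e-06), and *TSA1* had -0.49 (adjusted p = 0.194).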

The majority (9/12) of the Trp biosynthesis-related genes showed distinctly higher (1.62–2.0) accumulation of transcripts in the explants cultured on ET vs. EA medium (Additional file13-2 B). The results pointed to the role of the Hac regulation in SE-related Trp biosynthesis.

#### IAA and Trp content

In line with the upregulation of Trp- and IAA-biosynthesis genes, we indicated the elevated abundance of tryptophan (Trp) and IAA in the embryogenic (ET and EA) vs. control (E0) cultures (Fig. 7). More specifically, a 1.5-fold increase of Trp content was indicated in the early SE stage of TSA and auxin-induced explants (Fig. 7A). In the advanced SE (10 d), a higher Trp content was found exclusively in auxin-treated culture. The analyses also revealed that a level of IAA was significantly increased (up to 5- 6-fold) at the advanced stage of SE induction (10 d) in both ET and EA cultures (Fig. 7B).

**Fig. 7:**
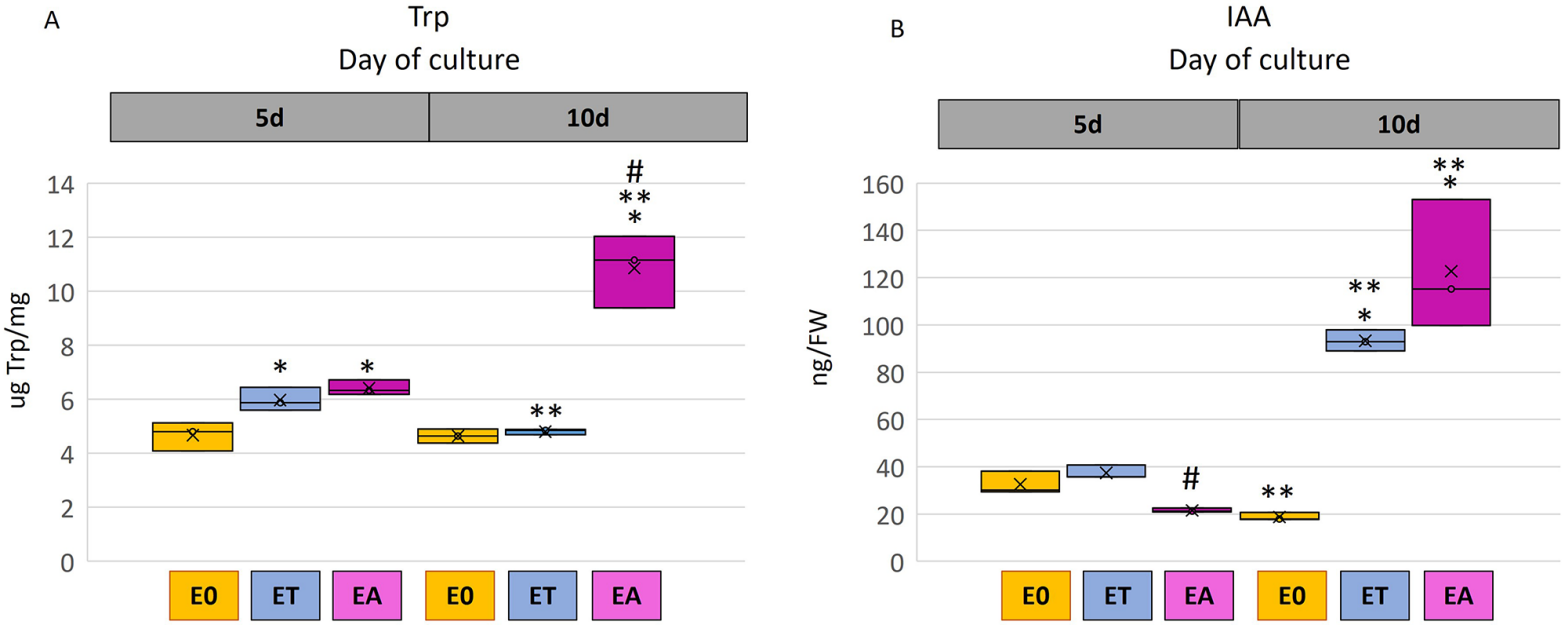
Level of Trp (**A**) and IAA (**B**) in TSA- (ET) and auxin- (EA) induced somatic embryogenesis and seedling development on control E0 medium. A two-way ANOVA analysis (*p* < 0.05) followed by Tukey’s HSD (*p* < 0.05) was used to determine any values that were significantly different. Significant differences between embryogenic (ET and EA) and control (E0) culture on the same day (*); the 5th and 10th day of the culture (**); ET and EA on the same day of culture (#); (*n* = 3; means ± SD are given). FW – fresh weight

#### *NITRILASE* (*NIT*) genes involvement in SE

Nitrilases (NITs) were postulated to catalyze auxin biosynthesis via an alternative to the IPA-route pathway [79, 80]. The results indicated three (*NIT1*, *2*, and *4*) out of four *NIT* genes encoded in Arabidopsis were upregulated (1.5 to 3.6 fold) in the TSA-induced explants (ET) in comparison to the control (E0) culture (Fig. 8A, B). In contrast to ET, *NIT1* and *2* were downregulated in the auxin-induced SE (EA vs. E0). 

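*NIT1* (AT3G44310) had 524 ± 102 CPM (SD, n = 3) on E0 and 1443 ± 490 in ET at 5 d, a log2 fold change of 1.46 (standard error 0.22, adjusted p = 4.71e-05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.72 (adjusted p = 0.0141) at 10 d. *NIT2* (AT3G44300), with 1.38% of its exon words elsewhere in the genome, changed by 2.04 and 1.90, and *NIT4* (AT5G22300) by 0.96 and 1.38, all called. *NIT3* (AT3G44320) was lower in ET at 10 d, at -1.49 (adjusted p = 0.00111), and had -0.48 (adjusted p = 0.21) at 5 d. The largest move among the scalings was that of DESeq2's size factors, which gave *NIT1* 1.38 at 5 d and 0.64 at 10 d. Adjusted over the list alone, the same numbers of the 4 genes were called in each comparison with E0.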

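In EA at 5 d, *NIT1* changed by -1.25 (adjusted p = 0.000208), *NIT2* by -0.86 (adjusted p = 0.00405) and *NIT3* by -3.14 (adjusted p = 1.16e-06, edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). At 10 d *NIT1* had -0.57 (adjusted p = 0.0356), a call lost under library totals (-0.44), without the filter on low counts, and without any single E0 10 d library, EA 10 d a or EA 10 d b. *NIT2* was not called at 10 d (0.22, adjusted p = 0.413), and its EA effect differed between the days by 1.08 (adjusted p = 0.0351). *NIT4* had 0.22 (adjusted p = 0.406) and 0.43 (adjusted p = 0.0898) in EA, and library totals called the change at 10 d (0.57).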

The expression level of *NITs* was significantly higher (1.6 to 5.5 times) in the TSA- vs. 2,4-D-induced SE (Fig. 8B).

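ET exceeded EA in all 4 *NIT* genes on both days, by log2 fold changes at 5 d of 2.71 for *NIT1*, 2.90 for *NIT2*, 2.66 for *NIT3* and 0.74 for *NIT4*, and at 10 d of 1.29, 1.68, 2.00 and 0.95. The largest adjusted p was that of *NIT4* at 5 d (0.00918, edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment), whose call was lost under library totals (0.48) and without EA 5 d b (0.61) or ET 5 d c (0.58).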

**Fig. 8:**
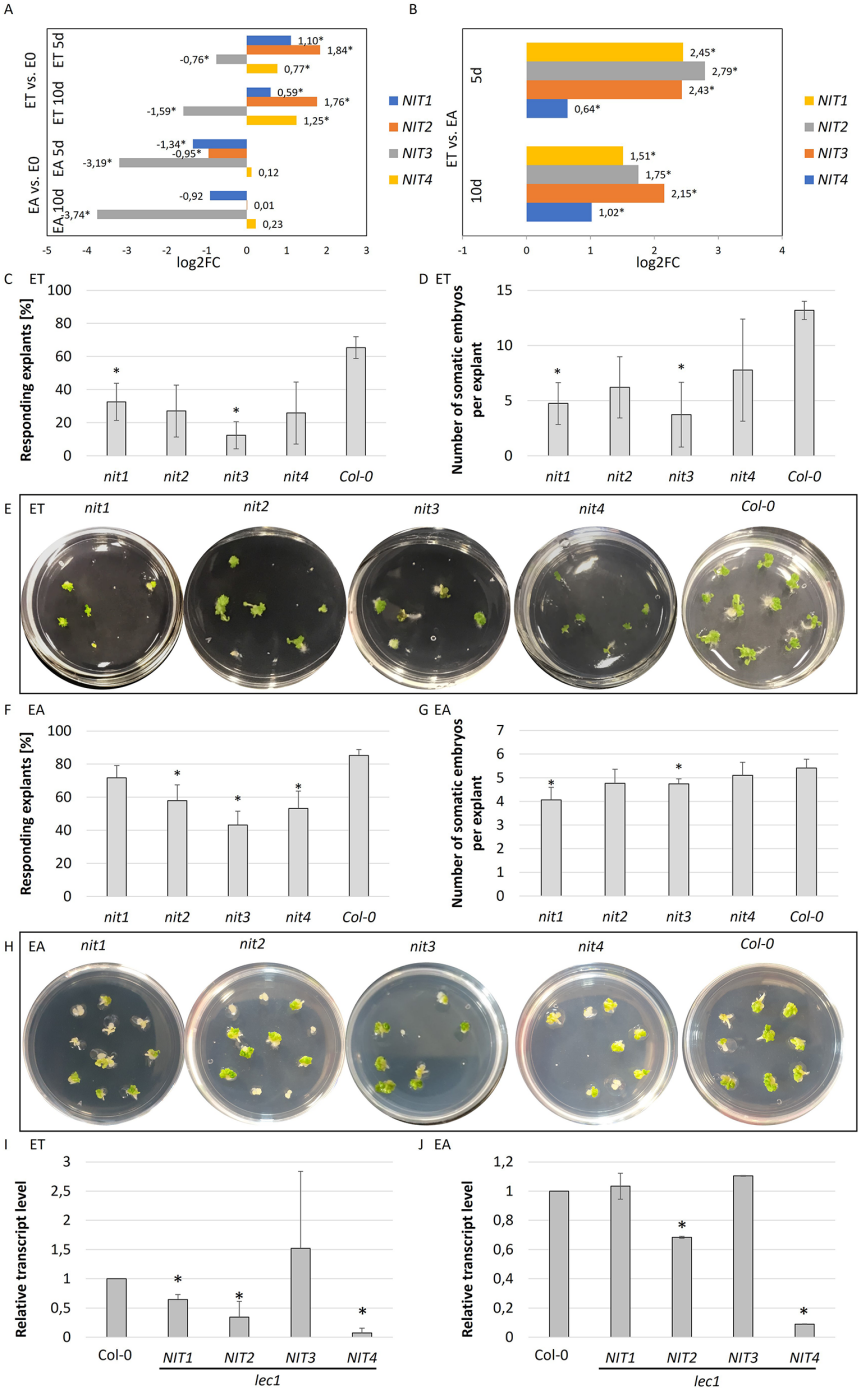
The involvement of *NITRILASE* (*NITs*) genes in SE induction. Differential expression level of *NIT1-4* genes in explants cultured on embryogenic (ET, and EA) and control E0 medium for 5 and 10 days. Values represent the relative expression level (log2FC) in the ET vs. E0, EA vs. E0 (**A**), and ET vs. EA (**B**). Data from the RNA-seq analysis are given. Wald’s exact test was used to identify any differentially expressed genes (DEGs) under a p-value adjustment (*p* < 0.05) for multiple comparisons with the Benjamini-Hochberg False Discovery Rate (FDR) correction. (*) significant differences between the gene expression in E0 vs. ET or EA at the same age, or between ET and EA at the same age. The impaired embryogenic response of *nit* (*nit1-4*) mutants (**C** –**H**). Analysis of the effectivity (**C**, **F**) and productivity (**D**, **G**) of SE in the culture of *nit* and WT (Col-0) explants cultured on ET (**C**, **D**, **E**) and EA medium (**F**, **G**, **H**). (*) significant differences between *nit* mutants and Col-0 (**C**, **D**, **F**, and **G**) (*p* < 0.05, Student’s t test). Expression of *NIT1-4* genes in *lec1* explants culture induced on ET (**I**) and EA (**J**) medium for 10 days. (*) significant differences between the gene expression in *lec1* and WT (Col-0); (A two-way ANOVA analysis (*p* < 0.05) followed by Tukey’s HSD (*p* < 0.05) was used to determine any values that were significantly different

To further explore the involvement of *NIT* genes in embryogenic induction, the embryogenic potential of the *nit* (*nit1-4*) mutants was analyzed in ET (Fig. 8C, D, E) and EA (Fig. 8F, G, H) cultures. We indicated that all *nit1-4* mutants were impaired in their embryogenic response in EA culture, and two of them, *nit1* and *nit3* in ET culture. We also analyzed the expression of *NIT*s in *lec1* explants during SE induction, taking into account the key regulatory role of LEC1 TF in auxin biosynthesis in SE induction [81, 82]. The substantial downregulation of *NIT1*, *2*, and *4* transcripts in the *lec1* mutant culture suggests that LEC1 might positively regulate *NITs’* expression in SE-induced explants (Fig. 8I, J).

### DEGs involved in auxin signaling

Most of the genes encoding the main components of the auxin signaling pathway, including *AUX/IAA* and *ARFs*, were extensively deregulated in the SE-induced explants. Accordingly, out of 29 *AUX/IAA* genes, 8 and 19 were significantly upregulated in ET and EA culture, respectively (Additional file13–3 A). 

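Of 29 *AUX/IAA* genes, 28 were tested. In ET, 9 were higher and 5 lower at 5 d, and 18 and 6 at 10 d. In EA, 16 were higher and 4 lower at 5 d, and 21 and 5 at 10 d. Adjusted over the list alone, 10, 19, 21 and 21 were higher in these comparisons. Over both days this came to 18 higher genes in ET and 22 in EA, 14 and 20 with an absolute log2 fold change of at least 1. GlmTreat moved the numbers most, to 11 in ET and 11 in EA.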

The upregulated (1.6 to 43.4 fold) in both ET and EA culture *AUX/IAA* genes involved *IAA 1*, *20*, *29*, *30*, and *33.* In general, the *AUX/IAA* showed a significantly higher expression level in response to auxin than TSA (Additional file13-3 B).

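*IAA20* (AT2G46990) showed the largest increase of the *AUX/IAA* genes named, from 0.973 ± 0.41 to 43.2 ± 10.2 CPM (SD, n = 3) in EA at 5 d, a log2 fold change of 5.67 (standard error 0.40, adjusted p = 2.27e-08) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 5.33 (adjusted p = 1.6e-08) at 10 d. In ET it rose by 1.98 and 2.88. *IAA30* (AT3G62100) rose by 2.22 and 3.86 in ET and 4.97 and 4.88 in EA, and *IAA1* (AT4G14560) by 1.0 and 2.92 in ET and 2.52 and 2.85 in EA. The ET effect differed between the days for *IAA1*, by 1.92 (adjusted p = 0.00243), and for *IAA30*, by 1.64 (adjusted p = 0.0105). *IAA29* (AT4G32280) rose by 1.89 and 3.16 in ET and 2.54 and 2.07 in EA. *IAA33* (AT5G57420) rose in EA by 4.21 and 5.47 and in ET at 10 d by 1.81 (adjusted p = 0.000288), while at 5 d in ET it had 0.67 (adjusted p = 0.0985) and was called only without E0 5 d replicate b (1.05). Of the 28 tested genes, 4 were higher and 18 lower in ET than in EA at 5 d, and 5 and 10 at 10 d. *IAA29* was among those higher in ET at 10 d, by 1.09 (adjusted p = 0.0275), a call lost under library totals (0.94) and without EA 10 d b, EA 10 d c, ET 10 d b or ET 10 d c.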

Like *AUX/IAA*, most of the 23 *ARF* genes of Arabidopsis showed extensive deregulation in the SE-induced explants (Additional file13–4 A). 

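Of 23 *ARF* genes on the sheet of Additional file 13, 16 were tested. In ET, 10 were higher at 5 d and 11 at 10 d, and in EA 10 and 10, against 10, 13, 10 and 10 adjusted over the list alone. GlmTreat moved the numbers over both days most, from 12 to 4 in ET and from 12 to 3 in EA. *ARF4* (AT5G60450) rose by 1.18 and 1.07 in ET and 0.78 and 0.68 in EA, with adjusted p of at most 5e-04 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). *ARF3* (AT2G33860) rose in ET by 1.54 and 1.05 and in EA by 0.85 (adjusted p = 0.0139) at 5 d, lost without E0 5 d b (0.80) or EA 5 d c (0.68), and 0.66 (adjusted p = 0.0368) at 10 d, lost under DESeq2's size factors (0.57). *ARF18* (AT3G61830) rose in ET by 1.94 and 1.56 and in EA at 5 d by 1.29, but not detectably at 10 d (0.26, adjusted p = 0.211). *ARF17* (AT1G77850) was called in ET at 5 d (0.62, adjusted p = 0.0119), unless E0 5 d c was left out (0.49), and in EA at 5 d (1.01, adjusted p = 0.000339) and 10 d (0.56, adjusted p = 0.0169), the last unless E0 10 d a (0.47), E0 10 d b or EA 10 d b was left out. *ARF19* (AT1G19220) was called at 10 d alone, at 0.80 (adjusted p = 0.0169) in ET and 0.64 (adjusted p = 0.0389) in EA, and its differences between the days were 0.75 (adjusted p = 0.172) and 0.56 (adjusted p = 0.353). DESeq2's size factors removed the call of *ARF19* in EA (0.55), and leaving out E0 10 d b, E0 10 d c or ET 10 d c that in ET (0.68 without E0 10 d b).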

Nine *ARF*s, including *ARF3*, *4*, *5*, *6*, *8*, *10*, *17*, *18*, and *19*, were significantly upregulated (1.2 to 15.2 fold) in response to both SE treatments. In particular, *ARF5* was highly upregulated (up to 15.2-fold) in auxin treatment. 

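*ARF5* (AT1G19850) rose from 23.8 ± 3.22 CPM (SD, n = 3) on E0 to 395 ± 47.6 in EA at 5 d, a log2 fold change of 4.05 (standard error 0.17, adjusted p = 1.7e-10) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and by 3.76 (adjusted p = 2.84e-10) at 10 d. In ET the increases were 1.90 (adjusted p = 2.27e-07) and 1.41 (adjusted p = 4.46e-06), and ET was lower than EA at -2.16 and -2.35.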

Most of the *ARF*s responded similarly to ET and EA media and were up- or downregulation in both treatments. In contrast, *ARF11* showed opposed changes in expression in different treatments and the gene was upregulated (3.0 fold) and downregulated (8.2 fold) in ET and EA cultures, respectively. 

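*ARF11* (AT2G46530) rose in ET by log2 fold changes of 1.42 (standard error 0.30, adjusted p = 0.00108) at 5 d and 1.72 (standard error 0.29, adjusted p = 0.000178) at 10 d. In EA it was not called at 5 d, with -0.60 (adjusted p = 0.13), and decreased at 10 d, with -2.98 (standard error 0.31, adjusted p = 1.02e-06, edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). The EA effect differed between the days by -2.38 (adjusted p = 0.00287).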

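Of the 16 tested *ARF* genes, 5 were higher and 4 lower in ET than in EA at 5 d, and 3 and 4 at 10 d. *ARF11* was higher in ET by 2.02 (adjusted p = 6.93e-05) and 4.70 (adjusted p = 7.74e-08), and *ARF18* by 0.65 (adjusted p = 0.00748) and 1.3 (adjusted p = 3.07e-05, edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment), where library totals removed the call of *ARF18* at 5 d (0.38). *ARF4* was higher in ET by 0.40 (adjusted p = 0.0261) and 0.39 (adjusted p = 0.0335), both lost under library totals (0.15 and 0.22) and without ET 10 d replicate c (0.33 and 0.37). *ARF3* was also higher in ET at 5 d, by 0.69 (adjusted p = 0.0386), with the same loss under library totals (0.40).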

Like *Aux/IAA*, most SE-deregulated *ARF*s showed higher expression in EA than ET culture except for *ARF 4*, *11*, and *18*, whose transcription level was higher in TSA-treated explants (Additional file13-4 B).

### DEGs related to polar auxin transport

Insight into the DEGs related to the auxin transport pathway showed differential expression of numerous genes encoding the influx and efflux carriers of IAA, including *PINs*, *AUXIN1/LIKE-AUX1* (*AUX*/*LAX*) in both TSA- and 2,4-D-induced SE (Additional file13–5 A). However, individual *PIN* and *LAX* genes indicated differences in gene expression patterns on ET and EA media. Accordingly, out of twelve genes analyzed in this group, eight and five genes were upregulated in ET and EA medium, respectively (Additional file13–5 A). 

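Of 12 auxin transport genes 11 were tested. In ET 5 were higher and 3 lower at 5 d, and 6 and 3 at 10 d, and in EA 8 and 2 at 5 d and 7 and 2 at 10 d. With p-values adjusted over the list alone, 5, 7, 8 and 7 were higher. Over both days 6 were higher in ET and 8 in EA, moved most by glmTreat, to 3 and 7. *LAX2* (AT2G21050) rose in EA from 30.8 ± 7.4 to 700 ± 76.8 CPM (SD, n = 3) at 5 d, by a log2 fold change of 4.50 (standard error 0.24, adjusted p = 2.34e-09), and in ET by 1.17 (standard error 0.21, adjusted p = 0.000323, edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). *PIN6* (AT1G77110) rose by 2.44 and 2.54 in ET and 3.45 and 2.48 in EA, and *LAX1* (AT5G01240) by 2.03, 1.40, 2.16 and 0.96, in the same order and all called. *PIN3* (AT1G70940) rose by 2.46 and 2.49 in EA and by 0.77 and 0.82 in ET, the call at 5 d in ET being lost without E0 5 d a (0.56). *PIN4* (AT2G01420) rose in EA by 3.25 and 3.19, and in ET at 10 d by 0.57 (adjusted p = 0.00689), which was lost without ET 10 d c (0.43). *PIN7* (AT1G23080) rose in EA by 2.99 and 2.38 and had 0.35 (adjusted p = 0.313) and 0.58 (adjusted p = 0.101) in ET, and *AUX1* (AT2G38120) rose in EA at 5 d by 1.11 (adjusted p = 0.0106).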

In both SE treatments, the increased expression (1.4 to 21 fold) showed *PIN1*, *3*, *6*, and *LAX1*, *2*. In contrast, *PIN2*,*5* and *LAX3* genes were downregulated (3 to 135 fold) in ET and EA cultures. 

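*LAX3* (AT1G77690) fell from 26 ± 1.05 CPM (SD, n = 3) on E0 to 0.689 ± 0.617 in ET and 0.149 ± 0.0716 in EA at 5 d, with log2 fold changes of -5.64 (standard error 0.59, adjusted p = 1.51e-06) and -7.39 (standard error 0.63, adjusted p = 1.56e-07) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At 10 d it had -4.02 (adjusted p = 1.44e-05) in ET and -1.82 (adjusted p = 0.00306) in EA, and the EA effect differed between the days by 5.57 (adjusted p = 0.000443). *PIN2* (AT5G57090) was lower in ET at -1.49 and -1.90 and in EA at 5 d at -2.02, but was not called in EA at 10 d (-0.52, adjusted p = 0.18), except without EA 10 d a (-0.84). *PIN5* (AT5G16530) was at the detection floor in ET at 5 d and at least 1.7-fold lower than on E0 (adjusted p = 0.00568), and at 10 d it had -2.48 (adjusted p = 0.00857). In EA *PIN5* had -1.16 (adjusted p = 0.251) at 5 d and -2.05 (adjusted p = 0.0127) at 10 d, the latter lost without E0 10 d a (-1.69) or EA 10 d a (-1.73).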

In general, transcripts of the auxin transport genes accumulated at a lower level (2 to 11.6 fold) in ET vs. EA culture (Additional file13-5 B).

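In the direct comparison, 8 of the 11 tested genes were lower in ET than in EA at 5 d and 7 at 10 d. The largest differences were those of *PIN4* with -3.48 (standard error 0.17, adjusted p = 9.57e-10) and *LAX2* with -3.33 (standard error 0.23, adjusted p = 4.62e-08) at 5 d (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). *PIN3* differed by -1.69 and -1.67 and *PIN7* by -2.64 and -1.8. *LAX3* was not called at 5 d, at 1.74 (adjusted p = 0.0667), although DESeq2's Wald test (1.70 with the beta prior) or leaving out ET 5 d a (2.18) or ET 10 d b called it, and was lower in ET at 10 d, at -2.21 (adjusted p = 0.00243).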

### Stress-related DEGs

The commonly accepted role of stress factors in the mechanism controlling SE induction (reviewed in [83]) motivated us to get insights into DEGs related to stress responses. Closer inspection of the upregulated DEGs indicated a high number (758) of stress-related transcripts that were massively accumulated at the early stage (5 d) of the TSA-induced SE (Fig. 9A). The stress-related transcriptome was also activated in the EA culture, although less intense than in ET. The number (264) of the stress-related DEGs that were upregulated in the early response to auxin treatment (5 d EA) was almost three times lower than in the relevant stage of TSA-induced culture (5 d ET). These results demonstrated that TSA treatment might specifically activate the stress-related transcripts. In line with this assumption, GO analysis of transcripts with higher expression levels in ET than EA culture (ET vs. EA) revealed numerous genes (462) involved in stress response (Fig. 9B). In this group, the genes involved in systemic acquired resistance and responses to biotic and abiotic stresses, including cold, hypoxia, osmotic, and oxidative stress were the most highly represented.

**Fig. 9:**
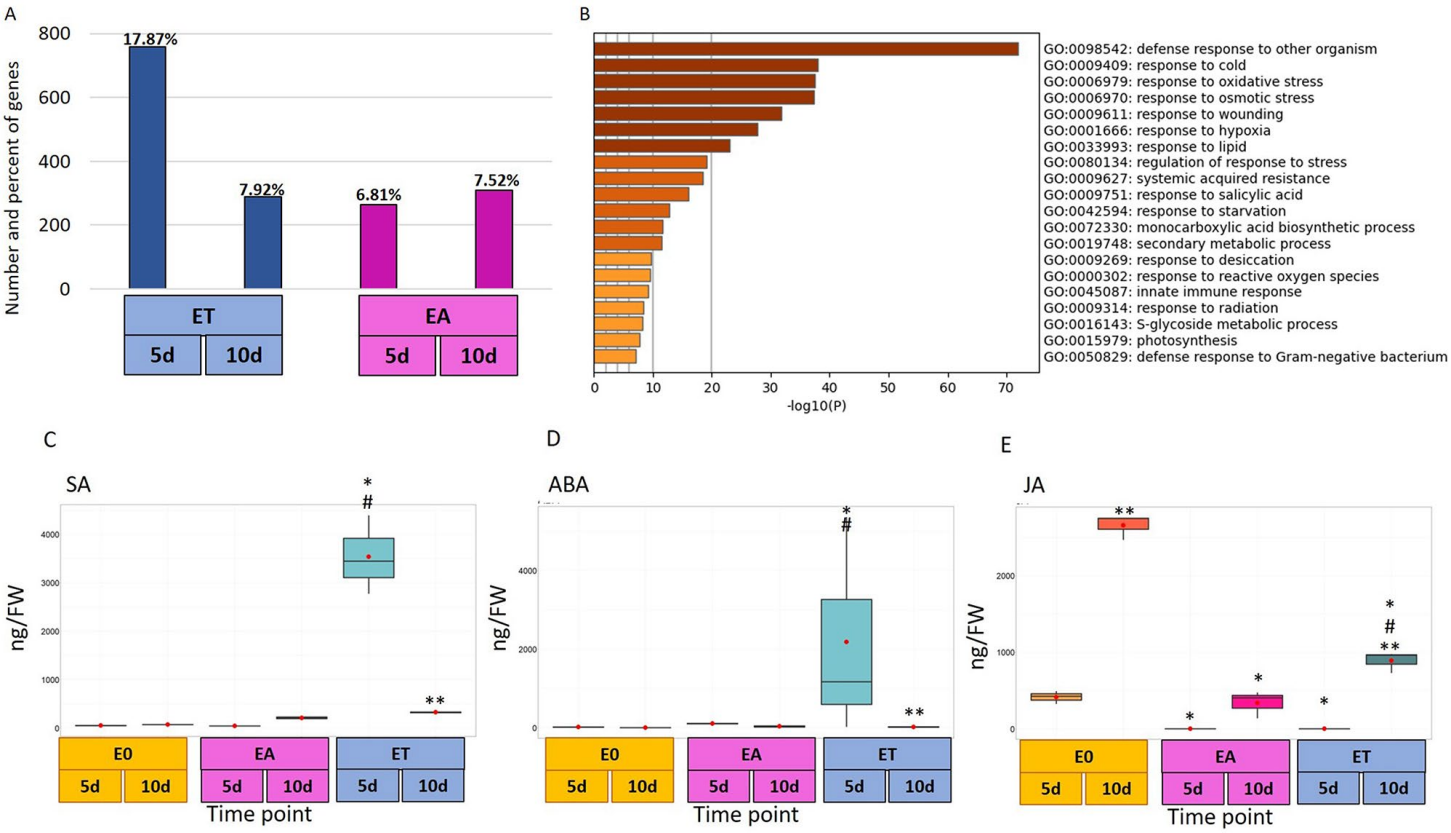
The involvement of stress in somatic embryogenesis induction. The number and percent of stress-related upregulated DEGs in TSA (ET) - and auxin (EA) - induced embryogenic cultures on 5th and 10th day (**A**). GO analysis of stress-related transcripts with higher expression levels in ET than EA culture (ET vs. EA) (**B**). A level of stress-related phytohormones, SA (**C**), ABA (**D**), JA (**E**) in somatic embryogenesis induced on ET or EA medium, and seedling development on E0 medium. A two-way ANOVA analysis (*p* < 0.05) followed by Tukey’s HSD (*p* < 0.05) was used to determine any values that were significantly different. Significant differences between: embryogenic (ET and EA) and control (E0) culture on the same age (*); the 5th and 10th day of the culture (**); ET and EA on the same day of culture (#) (*n* = 3; means ± SD are given). FW – fresh weight

Insights into stress-related DEGs in SE cultures revealed transcripts encoded the critical enzymes of the stress hormone metabolism, including salicylic (SA), abscisic (ABA), and jasmonic (JA) acid. In line with RNA-seq results, we indicated significant differences in SA, ABA, and JA levels between the embryogenic and non-embryogenic (ET vs. E0, EA vs. E0) and within the embryogenic (ET vs. EA) cultures (Fig. 9C-E). In particular, a high accumulation of two stress hormones SA and ABA, up to 68- and 179-fold relevantly, was found in the explants induced with TSA for five days (Fig. 9C, D). In contrast, JA showed distinctly decreased accumulation in the embryogenic (ET and EA) compared to the control E0 culture (Fig. 9E).

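*ICS1* (AT1G74710) rose from 3.89 ± 0.587 CPM (SD, n = 3) on E0 to 48.1 ± 31 in ET at 5 d, by a log2 fold change of 3.65 (standard error 0.43, adjusted p = 5.35e-06, edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). The mean at 5 d leans on replicate a of ET, with 83.8 CPM against 32.8 in b and 27.8 in c. At 10 d in ET *ICS1* had 0.27 (adjusted p = 0.635), a difference between the days of -3.39 (adjusted p = 0.00104). In EA it had -0.38 (adjusted p = 0.504) at 5 d and -1.87 (adjusted p = 0.000958) at 10 d, and ET exceeded EA by 4.03 and 2.14. Of the 9 SA genes of Additional file 14, 8 were tested, and 5 were lower in ET at 5 d, 7 at 10 d, and 6 and 8 in EA, with the same numbers when adjusted over the list alone. GlmTreat moved the number lower in ET over both days most, from 7 to 5.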

Within the DEGs that might contribute to a high accumulation of SA in TSA-induced explants, we found the *ISOCHORISMATE SYNTHASE 1* (*ICS1*) gene engaged at the critical step of the SA biosynthetic pathway substantially upregulated (11.5 fold) in the early stage (5 d) of the TSA-induced SE (Additional file14–1 A, B). In addition to *de novo* biosynthesis, the increased SA content might also result from the reduced conversion of SA to SA derivatives. 

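The methyl esterase gene *MES1* (AT2G23620) decreased in ET at 5 d from 12.9 ± 2.17 to 0.253 ± 0.15 CPM (SD, n = 3), with a log2 fold change of -5.45 (standard error 0.50, adjusted p = 4.93e-07, edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). *MES2* (AT2G23600) had -2.44 and -3.08 in ET at 5 and 10 d, *MES7* (AT2G23560) -2.65 and -3.79, and *MES9* (AT4G37150) -4.06 and -3.51, all called. In EA the 4 genes were also lower on both days, between -4.51 (*MES1* at 10 d) and -2.68 (*MES7* at 5 d). ET and EA differed in *MES1* at 5 d, by -2.22 (adjusted p = 0.00203), and in *MES2* at 10 d, by 1.23 (adjusted p = 0.0288), the latter lost under library totals (1.06) and without EA 10 d a, EA 10 d c or ET 10 d c.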

In support of such possibility, the genes involved in the production of methyl salicylate (MeSA) derivate from SA, including *METHYL ESTERASEs* (*MES1*, *2*,* 7*, *9*) were significantly downregulated (5.1 to 40.5 fold) in ET culture.

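*NCED6* (AT3G24220) rose in ET at 10 d from 0.0581 ± 0.0542 to 6.21 ± 1.92 CPM (SD, n = 3), a log2 fold change of 6.88 (standard error 0.89, adjusted p = 1.78e-05, edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). At 5 d its increase of 1.87 (adjusted p = 0.0856) was not called, although DESeq2's Wald test called it with or without the beta prior (1.65 and 1.81), and the difference between the days was 5.02 (adjusted p = 0.0161). In EA at 5 d *NCED6* was at the detection floor, and ET was at least 7.71-fold higher than EA at 5 d (adjusted p = 0.00373). All 15 ABA genes of Additional file 14 were tested, and 2 were higher and 3 lower in ET at 5 d, 4 and 3 in ET at 10 d, 2 and 2 in EA at 5 d and 1 and 7 in EA at 10 d, with the same numbers when adjusted over the list alone. The number higher in ET over both days, 5, was 3 under DESeq2's size factors, 3 without E0 5 d replicate b and 2 with glmTreat, which moved it most.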

According to the TSA-increased ABA accumulation, transcription of *NINE-CIS-EPOXYCAROTENOID DIOXYGENASE 6* (*NCDE6*) involved in ABA biosynthetic pathways was elevated (64 fold) in ET vs. E0 culture (Additional file14–2 A). In addition, the *BETA GLUCOSIDASE 1* (*BG1*) gene encoding the esterase that cleaves the ABA glucoside to active ABA was distinctly upregulated (6.2 fold) in ET culture. In addition, the downregulation of the *CYP707A4* gene engaged in ABA catabolism might also contribute to the accumulation of ABA in ET culture. Thus, transcriptomic data suggest that the accumulation of ABA in the TSA-treated explants might result from an increase of *de novo* hormone biosynthesis, the release of active form from storage conjugates, and a decrease in ABA catabolism.

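*BG1* (AT1G52400) rose in ET by log2 fold changes of 1.71 (standard error 0.44, adjusted p = 0.00429) at 5 d and 2.84 (standard error 0.43, adjusted p = 7.62e-05) at 10 d, where it reached 291 ± 66.9 CPM (SD, n = 3) against 40.6 ± 6.02 on E0. In EA it had 0.31 (adjusted p = 0.606) at 5 d and -1.91 (adjusted p = 0.00125) at 10 d (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). ET exceeded EA by 4.75 (adjusted p = 1.69e-06) at 10 d and by 1.40 (adjusted p = 0.0153) at 5 d, the latter lost without EA 5 d a (1.1), EA 5 d b or ET 5 d c.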

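*CYP707A4* (AT3G19270) was at the detection floor in ET on both days, at least 4.36-fold lower than on E0 at 5 d (adjusted p = 0.00428) and at least 16.9-fold lower at 10 d (adjusted p = 0.000103). In EA it was lower with log2 fold changes of -4.09 (adjusted p = 0.00319) and -3.98 (adjusted p = 0.000417), and ET did not differ detectably from EA (adjusted p = 0.985 at 5 d and 0.0864 at 10 d, edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). From the changes of *NCED6*, *BG1* and *CYP707A4*, the paper proposes that ABA accumulates in TSA-treated explants through more biosynthesis, release from conjugates and less catabolism.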

Analysis of DEGs revealed also genes involved in the biosynthesis and catabolism of JA in SE (Additional file14–3 A). Most of the genes related to JA biosynthesis were downregulated in the embryogenic cultures, which may explain the reduction in JA content in the SE process. Accordingly, the genes of significantly decreased expression in SE culture involved *LIPOXYGENASE 2* (*LOX2*), *ALLENE OXIDE SYNTHASE* (*AOS*), *ALLENE OXIDE CYCLASEs* (*AOC1*,* 2*,* 3*), *OXOPHYTODIENOATE-REDUCTASE 3* (*OPR3*), *SULFOTRANSFERASE 2 A* (*AtST2a*), and *ACYL-COA OXIDASE 2* (*ACX2*). 

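Of the 17 JA genes of Additional file 14, 15 were tested. In ET, 6 were higher and 3 lower at 5 d, and 2 and 5 at 10 d, and in EA 1 and 11 at 5 d and 1 and 10 at 10 d. When adjusted over the list alone, 5, 8, 12 and 10 were lower. The split in ET over both days, 6 higher and 6 lower, was 4 and 8 under DESeq2's size factors, 1 and 4 with an absolute log2 fold change of at least 1, and 3 and 6 without E0 5 d replicate c. *LOX2* (AT3G45140) was lower in ET, at -2.4 (standard error 0.54, adjusted p = 0.00183) at 5 d and -3.86 (standard error 0.54, adjusted p = 3.38e-05) at 10 d, and in EA, at -3.43 and -7.26 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). *AOC2* (AT3G25770) was lower at -4.79 and -3.17 in ET and -2.30 and -5.08 in EA. *AOS* (AT5G42650) was lower in EA, at -1.72 and -1.6, and had -0.64 (adjusted p = 0.0624) and -0.66 (adjusted p = 0.0574) in ET, where DESeq2's size factors and library totals called both days (-0.72 and -0.74 under the former). *AOC1* (AT3G25760) was not called in ET at 5 d (0.09, adjusted p = 0.942) and lower at 10 d (-3.02, adjusted p = 0.00124), and in EA it was at least 2.29-fold lower at 5 d (adjusted p = 0.0388, lost without E0 5 d a, E0 5 d b, EA 5 d a or EA 5 d c) and had -5.68 at 10 d. *AOC3* (AT3G25780) had 0.27 (adjusted p = 0.241) and -0.54 (adjusted p = 0.026) in ET, the latter lost without E0 10 d a (-0.53), E0 10 d b or ET 10 d b, and was lower in EA at -1.84 and -1.58. *OPR3* (AT2G06050) was lower in EA on both days and in ET at 10 d (-1.02, -0.69 and -0.73), and in ET at 5 d it had -0.47 (adjusted p = 0.0635), called under DESeq2's size factors (-0.55). *AtST2a* (AT5G07010) was lower in ET at 5 d, at -2.14 (adjusted p = 4.2e-06), and in EA at 5 d, at -0.84, and at 10 d in ET it had -0.55 (adjusted p = 0.076), called under DESeq2's size factors (-0.63). *ACX2* (AT5G65110) was higher in ET at 5 d, by 0.71 (adjusted p = 0.0145), a call lost without E0 5 d c (0.67) or ET 5 d c (0.61), while at 10 d it had -0.53 (adjusted p = 0.0697), called as lower under DESeq2's size factors (-0.61).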

Congruently to a higher JA level in ET than EA culture, the transcription level of genes involved in JA biosynthesis (*LOX2*, *AOS*, *AOC1*,*3*, *OPC-8:0 CoA LIGASE 1*; *OPLC1*) vs. JA metabolism (*JASMONIC ACID CARBOXYL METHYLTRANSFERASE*; *JMT*, *AtST2a*) was higher and reduced, relevantly, in ET vs. EA (Additional file14-3 B).

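Directly compared, 11 of the 15 tested JA genes were higher and 3 lower in ET than in EA at 5 d, and 9 and 1 at 10 d. *OPCL1* (AT1G20510) was higher in ET by 2.04 (adjusted p = 1e-06) and 1.83 (adjusted p = 3.11e-06), *AOC3* by 2.11 (adjusted p = 5.41e-07) and 1.03 (adjusted p = 0.000454), and *AOS* by 1.09 (adjusted p = 0.00483) and 0.94 (adjusted p = 0.0122, edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). *AOC1* was at least 2.45-fold higher at 5 d (adjusted p = 0.0273), a call lost without EA 5 d a, EA 5 d c or ET 5 d c, and *LOX2* was higher by 3.40 (adjusted p = 0.000225) at 10 d but was not called at 5 d (1.03, adjusted p = 0.165). *JMT* (AT1G19640) was lower in ET at -6.08 (adjusted p = 1.08e-06) and -4.20 (adjusted p = 1.87e-05). *AtST2a* was lower in ET at 5 d, at -1.3 (adjusted p = 0.000575), and had -0.21 (adjusted p = 0.526) at 10 d. *AOC2* went the other way at 5 d, by -2.50 (adjusted p = 0.00152).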

### DEGs involved in the specification of the organ polarity

We found that explant orientation on the medium affected the effectivity of somatic embryo production and the explant cotyledons placed adaxial side up on SE induction media (ET and EA) showed a much higher (up to 5 to 2 fold) embryogenic response compared to the explants oriented opposingly, i.e., the adaxial side down ([50]; Additional file15). To get insights into the genetic mechanism of adaxial-abaxial asymmetric SE response, we searched for transcripts related to the polarity of cotyledon and leaf within SE-DEGs. We identified seven TFs-encoding genes related to organ polarity of significantly upregulated (1.5 to 51.3 FC) expression in ET culture (Additional file16-1-3). 

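Of the 24 organ polarity genes of Additional file 16, 21 were tested, and 15 were higher in ET at 5 d and 16 at 10 d. In EA, 7 were higher and 3 lower at 5 d, and 8 and 5 at 10 d. With p-values adjusted over the list alone, 15, 17, 7 and 8 were higher. Over both days 18 were higher in ET, and glmTreat moved this most, to 12. *RGE1* (AT1G49770) was at the detection floor on E0 and at least 2.72-fold higher in ET at 5 d (adjusted p = 0.000955) and at least 49.1-fold at 10 d (adjusted p = 7.08e-06, edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). *ULT2* (AT2G20825) rose in ET by log2 fold changes of 1.76 (adjusted p = 0.00503) at 5 d, lost without ET 5 d a (1.07), and 3.73 (adjusted p = 6.22e-06) at 10 d, and *HB32* (AT1G14687) by 0.82 (adjusted p = 0.00101) and 2.63 (adjusted p = 6.12e-08). The ET effect differed between the days by 1.96 (adjusted p = 0.0428) for *ULT2* and 1.81 (adjusted p = 0.000222) for *HB32*.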

Transcripts of four genes, including *RETARDED GROWTH OF EMBRYO 1* (*RGE1*), *ULTRAPETALA 2* (*ULT2*), *HOMEOBOX PROTEIN 32* (*HB32*), and *C-REPEAT BINDING FACTOR 1* (*CBF1*), showed higher, from 2.3 for *HB32* to 107-fold for *RGE1*, expression in ET vs. EA culture. Two of them, *HB32* and *ULT2*, showed opposed expression profiles in the TSA- vs. 2,4-D-induced explants, the up- vs. downregulation, relevantly. Moreover, auxin treatment inhibited *KANADIs* (*KAN1*,*3*,*4*) and *YABBY3* (*YAB3*) expression (Additional file16–4 A, B).

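*RGE1* was at the detection floor in EA as well, and ET was at least 8.47-fold higher at 5 d and at least 91.5-fold higher at 10 d (adjusted p = 0.000208 and 2.67e-06, edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). *ULT2* was higher in ET than in EA by 2.4 (standard error 0.44, adjusted p = 0.000464) and 6.49 (standard error 0.51, adjusted p = 1.86e-07), and *HB32* by 1.27 (standard error 0.17, adjusted p = 2.86e-05) and 2.10 (standard error 0.17, adjusted p = 3.09e-07). *CBF1* had too few counts to be tested.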

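In EA, *ULT2* had -0.64 (adjusted p = 0.319) at 5 d and -2.76 (standard error 0.48, adjusted p = 0.000162) at 10 d (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). *HB32* was lower in EA at 5 d, at -0.45 (adjusted p = 0.0474), and higher at 10 d, by 0.53 (adjusted p = 0.0172), a difference between the days of 0.98 (adjusted p = 0.0193). The call at 5 d was lost under library totals (-0.24), without the filter on low counts, and in most fits without a single library, E0 5 d b and EA 10 d a being the exceptions, and that at 10 d without E0 10 d replicate c (0.50).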

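*KAN1* (AT5G16560), of whose exons 19.3% are overlapped by genes on the other strand, was lower in EA at -1.3 (standard error 0.27, adjusted p = 0.00105) at 5 d and -1.61 (standard error 0.27, adjusted p = 0.000129) at 10 d, and *KAN4* (AT5G42630) at -1.57 (adjusted p = 3.2e-05) and -1.23 (adjusted p = 0.000245, edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). *KAN3* (AT4G17695) and *YAB3* (AT4G00180) were lower in EA at 10 d, at -2.41 (adjusted p = 0.00019) and -1.12 (adjusted p = 0.000477), and were not called at 5 d (-0.74, adjusted p = 0.209, and -0.20, adjusted p = 0.504), with differences between the days of -1.67 (adjusted p = 0.107) and -0.92 (adjusted p = 0.0736). In ET *KAN3* was higher, by 2.75 (adjusted p = 8.54e-05) at 5 d and 1.27 (adjusted p = 0.0174) at 10 d, the latter lost without E0 10 d a (0.97) or ET 10 d b (1.03). ET exceeded EA in *KAN1*, *KAN3*, *KAN4* and *YAB3* at 10 d, by 1.82, 3.68, 1.41 and 1.39, all called.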

The role of organ polarity-related *TFs*, including *AINTEGUMENTA-LIKE 7/PLETHORA 7* (*AIL7/PLT7*), *RGE1*, *LOB DOMAIN-CONTAINING PROTEINs* (*LBD18*, *LBD41*), *HB32*, *CBF1*, *ULT2* in the SE induction was further explored, and the embryogenic response of the relevant mutants was evaluated (Fig. 10; Additional file17). The majority of the mutants (6/7) were found substantially affected in embryogenic response on ET medium, and most (5) of them, including *ail7*, *rge1*, *lbd18*, *lbd41*, and *hb32* manifested significantly reduced efficiency and/or productivity of SE. In EA culture, three mutants, including *rge1*, *lbd41*, and *cbf1* displayed impaired SE efficiency and/or SE productivity. In contrast to most of the analyzed mutants that were defective in embryogenic response, the *ult2* mutation showed improved SE efficiency in ET culture.

**Fig. 10:**
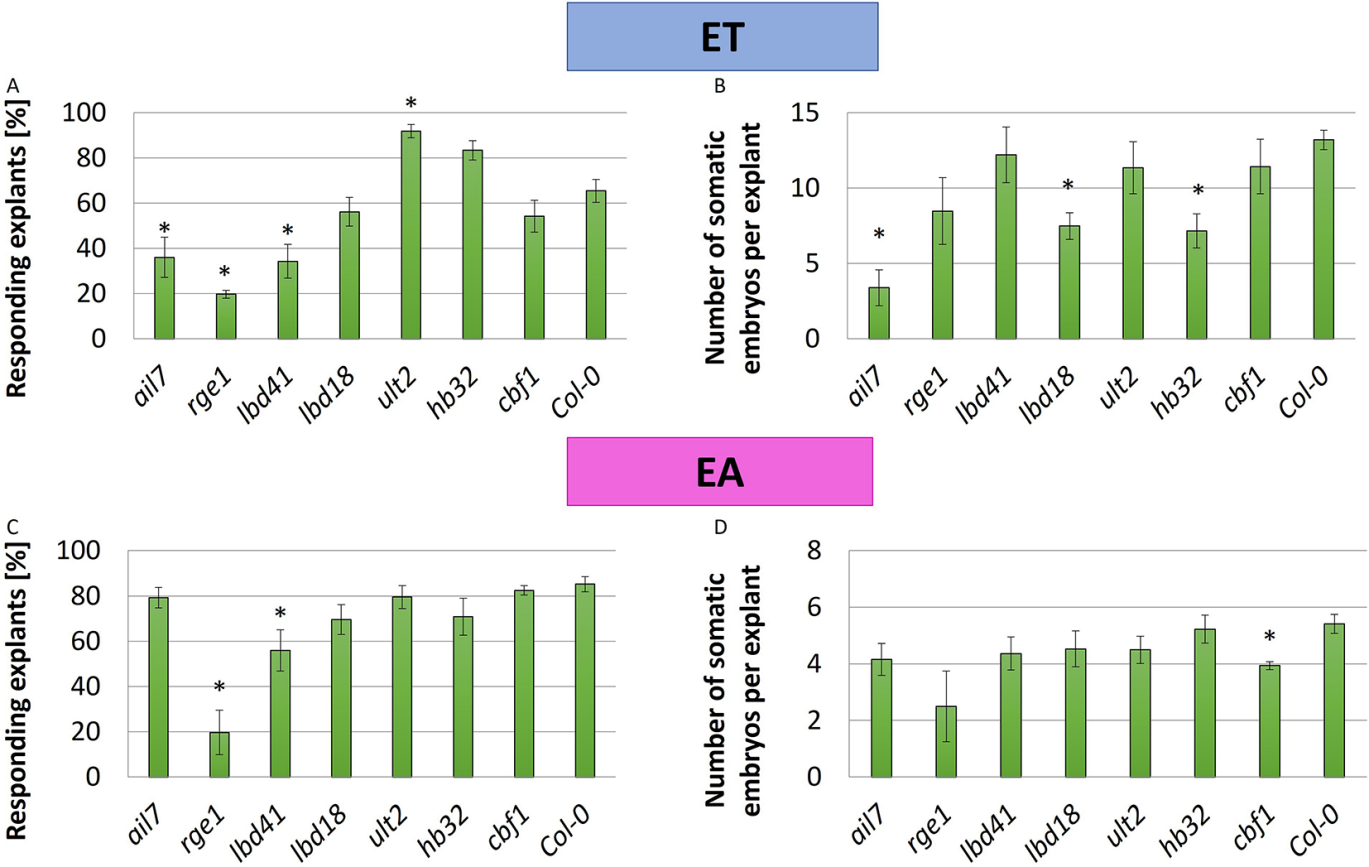
The embryogenic response of the polarity-related mutants (*ail7*, *rge1*, *lbd41*, *lbd18*, *ult2*, *hb32*, *cbf1*). SE efficiency (**A**, **C**) and SE productivity (**B**, **D**) of mutants and WT (Col-0) control cultures induced on the ET (**A**, **B**) and EA (**C**, **D**) medium for 21 days. Values significantly different from the control WT culture are marked with an asterisk (*n* = 3; means ± SD are given) (Student’s t-test, *p* < 0.05)

## Discussion

### Hac globally deregulates cell transcriptome in SE induction

The knowledge of how somatic cells can reprogram, differentiate, and regenerate plants via a plant-specific process of SE remains at the center of developmental biology research [84]. Studies on SE induction in Arabidopsis revealed the complex network of genes controlling embryogenic transition and pointed to the epigenetic mechanisms triggering the SE-involved genes that need to be revealed (reviewed in [10]) [85].

Here, we had insights into the TSA-induced embryogenic transcriptome of Arabidopsis culture to identify candidates of the Hac-regulated expression in SE. In line with the global increase of Hac and chromatin accessibility induced by TSA [35], we indicated the deregulation of a huge number of transcripts (44.4% out of 30,700) in the TSA-treated Arabidopsis explants. TSA-induced global deregulation of cell transcriptome was also associated with in vitro-induced cell reprogramming in plant protoplasts [36] and microspores of Arabidopsis [40]. Meaningfully, the global deregulation of genes was also associated with auxin-induced SE as indicated in present and other studies [86–88]. The similarity of TSA- and auxin-induced effects on plant cell transcriptome suggests that auxin and Hac play a prominent role in SE-related plant cell reprogramming. Moreover, the results imply that extensive changes in explant cell transcriptome might be an essential step of SE induction. In support of this, global transcriptome deregulation and stochastic gene expression have been postulated to play a common role in early events of cell fate reprogramming in plant protoplast culture [36]. In the proposed model, a stochastic gene expression pattern endows cells with heterogeneous fates, and out of these cells, sparse embryogenic cells are selected at a cellular level [36]. Also, in animals, stochasticity of gene deregulation contributed to reprogramming germ cells into somatic cells [89].

We indicated that an over-representation of downregulated transcripts, 56 and 61%, respectively, was the characteristic response of TSA and auxin-induced transcriptomes. Similarly, the excess of downregulated transcripts in response to TSA and auxin was also reported in other studies [56, 88, 90, 91]. In support of the role of gene repression in cell reprogramming including embryogenic transition, the essential function of gene repression in hormone signal transduction and response to stresses, the processes of the central role in SE induction, have been recognized [92]. Further studies on the contribution of global and gene-specific transcriptional repression in embryogenic reprogramming during SE induction are recommended.

### Candidate genes of Hac-regulated expression in SE induction

The RNA-seq results demonstrating the global deregulation of cell transcriptome in response to TSA treatment implied a substantial role of Hac in the reprogramming of cells during SE induction. To identify candidate genes of Hac-regulated expression in SE, we focused on TSA-deregulated transcripts encoding auxin-related genes due to the central role of auxin in embryogenic transition [93] and the involvement of Hac in auxin responses [94–96]. A positive effect of auxin treatment, including 2,4-D, on the Hac level in in vitro-cultured cells and tissue further evidenced the contribution of Hac to auxin-induced responses [97, 98]. In the current model of Hac-mediated regulation of auxin-responsive genes, auxin affects the recruitment of HATs and HDACs to the transcriptional complexes to differentially acetylate histones at the target *loci* (reviewed in [99]) [100]. In line with the model, the role of the HAG1 and HDA19 in controlling auxin-responsive *TFs*, *LEC1*, *LEC2*, and *BBM*, has been reported in SE [49].

Within SE-DEGs, a set of almost 3,400 genes similarly deregulated in response to both TSA and auxin might provide a valuable resource for identifying Hac-regulated genes of essential functions in auxin-induced SE. Genes of different functional groups were identified within the TSA and auxin-induced DEGs, and we get closer insights into transcripts related to auxin and stress of prominent regulatory role in SE induction [101, 102]. Moreover, within the Hac-regulated candidates, we identified a group of organ-polarity-related *TFs* that might have a role in SE induction.

### Genes involved in the signaling, biosynthesis, and polar transport of auxin

The availability of specific components of transcriptional complexes is essential for ensuring the correct regulation of genes, including those auxin-responsive [103, 104]. Accordingly, the accessibility of core components of auxin signaling, including AUX/IAAs and ARFs, might contribute to the regulation of auxin-responsive genes [103]. Thus, epigenetic processes controlling genes of auxin signaling components might control the transcription of auxin-regulated genes [105]. The reports on Hac-controlled expression of specific *ARF*s and *AUX/IAA* genes are limited and include the control of *ARF18* and *ARF22* by HDA710 during callus formation in rice [106] and *IAA3* regulation by HAT1/GCN5 in light response in Arabidopsis [107].

Thus, we searched for candidate *ARF* and *AUX/IAA* transcripts of Hac-regulated expression in SE. The RNA-seq results showed that most *AUX/IAA* and *ARF* genes were significantly deregulated in response to TSA implying the role of Hac in their transcriptional control in SE. TSA upregulated five *AUX/IAA (IAA1*, *20*, *29*, *30*, and *33*) and nine *ARF* (*ARF3*, *4*, *5*, *6*, *8*, *10*, *17*, *18*, *19*) genes, suggesting that HDAC might directly control these genes in SE induction. Within the candidate targets of HDAC, the *ARF5* encoding a central regulator of nuclear auxin signaling in plant development [108] was postulated to regulate different auxin-controlled aspects of SE, involving the tryptophan-dependent TAA1-YUC-mediated pathway of auxin biosynthesis (reviewed in [6]). In control of plant development, ARF5 may interact with IAA30, another candidate for Hac-mediated regulation (present results) of reported involvement in SE [109, 110]. Besides ARF5, also ARF10 and ARF16 might regulate the auxin biosynthesis in SE [111]. Also, *ARF3*, *ARF6*, and *ARF8* seem to control SE induction; however, the targeted processes need to be unveiled [112].

The RNA-seq results provided also other lines of suggestion for the role of Hac in auxin biosynthesis in SE. Accordingly, numerous DEGs encoding the main enzymes of Trp biosynthesis and the IPA pathway, such as aminotransferase TAA1 and YUC monooxygenases (reviewed in [99]), that contribute to auxin biosynthesis in auxin-induced SE [112] were found upregulated by TSA. Moreover, TSA induced an increase in Trp and IAA levels in SE. Together, the results imply the engagement of Hac in activating Trp- and IPA-biosynthetic pathways in SE induction. Relevantly, the role of HDA9 in the transcriptional activation of *YUC8* in the thermomorphogenesis of Arabidopsis was revealed [113]. Similar regulatory interaction might control SE induction since increased *HDA9* and *YUC8* expression was attributed to embryogenic induction (present results; [49, 114]. Other *YUC* genes, *YUC4* and *YUC10*, that were highly upregulated by TSA (present results), might also contribute to the YUC-dependent and LEC2-controlled auxin biosynthesis in SE [114].

In line with the increased expression of the genes encoding the YUC-pathway components in SE, we indicated the accumulation of IAA in the embryogenic cultures. Interestingly, the level of IAA was elevated in the advanced but not in the early stage of SE induced by both TSA and auxin. The result implies that similar to auxin-induced SE, induction of embryonic identity in explant tissue treated with TSA does not require *de novo* IAA biosynthesis in the early SE [115]. Moreover, the results suggest the similarity of auxin biosynthesis-related mechanisms controlling auxin and TSA-induced SE.

The results provide some hints that auxin biosynthesis pathways involved in SE might involve nitrilase-controlled pathways [79, 116, 117], including the significant modulation of *NIT* genes in embryogenic cultures, the distinctly impaired embryogenic response of *nit* mutants, and the downregulation of the *NIT* transcripts in the mutant of defective expression of *LEC1* TF, the main SE-regulator. Since *LEC1*, via controlling *LEC2*, might regulate the YUC-induced auxin biosynthesis in SE [118], we hypothesized that LEC1 might also control auxin biosynthesis in SE via an alternative NIT-involved pathway. Moreover, Hac might play a significant role in the regulation of NIT-dependent IAA biosynthesis in SE due to the highly intensive upregulation of nitrilase genes (*NIT1*, *2*, and *4*) in response to TSA (present results). The knowledge of epigenetic regulation of *NIT* genes is limited; however, changes in the Hac level in the promoter region of *NIT* genes were indicated in the PlantPAN3.0 database [119].

It is worth noting that NIT-mediated auxin biosynthesis has been reported to play roles in SE-related processes (present results), including stress responses and flowering of plants [120–122]. However, the contribution of the NIT pathway to auxin biosynthesis in plant development remains elusive [123]. The possible function of NITs in detoxifying ß-cyano alanine, an aside-product of ethylene biosynthesis, must also be considered while studying the role of NITs in SE induction [124]. In summary, the results raised questions about the involvement of the NIT-involved pathway of IAA biosynthesis in embryogenic induction and the role of Hac in the regulation of this alternative to the YUC-dependent route in SE.

In concert with biosynthesis, the polar transport of auxin and the major efflux and influx auxin carriers, relevantly PINs and AUX/LAXs, control embryonic transition and differentiation of pro-embryonic cells into somatic embryos [115, 125]. Accordingly, the present results showed that similar to auxin, TSA modulated the expression of numerous *PIN*, *AUX/LAX* genes, suggesting the role of Hac in regulating auxin carriers in SE. In support of this, the involvement of Hac and methylation in regulating *PIN1* in plant development was reported [126] (reviewed in [99]).

The candidate genes for Hac-regulated expression involve *PIN1*,*3* and *6* and *LAX1*, *2* of highly upregulated transcripts in ET and EA culture. PIN1 and PIN3 control the auxin gradient in zygotic embryogenesis (reviewed in [127]) and the role of PIN1 in regulating SE was evidenced [115, 125, 128]. The PIN1-mediated auxin movement establishes the *WUSCHEL*-expressing cells involved in somatic embryo formation [125]. In cooperation with PINs, auxin influx carriers such as AUX1 and redundantly acting LAX2 and LAX3, balance auxin levels and maintain embryonic cell identity in SE [115]. Further insights into the role of Hac in regulating the candidate auxin carriers (*PIN* and *AUX/LAX*) in SE are required.

### Stress-related genes

The role of stress factors in cell reprogramming, including the induction of SE in plants, has been widely demonstrated (reviewed in [129]). Particularly intensive upregulation of genes involved in biotic and abiotic stress responses [33, 130] in TSA-induced SE (present results) implies a prominent role of HDACs in regulating stress responses related to embryogenic induction. Consistent with this assumption, the involvement of *HDAC*s in controlling the expression of stress-related genes was reported [131–133].

Within candidate Hac-controlled and stress-related DEGs, we indicated the genes encoding oxidant and antioxidant enzymes. Also, other reports on TSA-induced transcriptomes support our assumption of Hac-mediated regulation of redox-controlling genes [56, 58]. In line with transcriptomic results, the increase of reactive oxygen (ROS) and nitrogen species was associated with SE induction and response to TSA [50, 134, 135]. ROS acting as signaling molecules in gene expression regulation might be accumulated as a result of increased SA production (reviewed in [136]). Consistently, we indicated the accumulation of SA accompanied by extensive deregulation of genes encoding critical enzymes in the metabolism of the stress phytohormones in the TSA-induced SE (present results). Besides ROS-mediated gene regulation, SA might also impact SE by contributing to the production of glutathione (GSH) [137] which promotes auxin biosynthesis in SE [135]. Besides SA, another stress-related phytohormone, ABA, that was accumulated in ET culture (present results) may also positively impact embryogenic induction by affecting gene expression and local auxin biosynthesis [138, 139].

We found that the *ICS1* gene involved in SA biosynthesis was upregulated in *hda19* mutants and response to TSA (present results) [140]. These results imply the HDA-mediated regulation of SA biosynthesis in SE induction. The candidate HDACs controlling SA-mediated stress responses in embryogenic induction involve HDA6 and HDA19 of indicated function in both SA biosynthesis and SE induction [49, 54, 140, 141].

The results pointed to the *NINE-CIS-EPOXYCAROTENOID DIOXYGENASE 6* (*NCED6*) as a candidate ABA biosynthesis gene that might be regulated by Hac in SE induction. The *NCED6* encodes one of the key stress-induced and rate-limiting dioxygenases in ABA biosynthesis (reviewed in [142]), and its transcripts were upregulated in TSA-induced culture. The role of Hac in the regulation of *NCED*-mediated ABA biosynthesis was reported in dehydration stress [143]. The candidate HDACs that might regulate ABA biosynthesis in SE include HDA19 and HDA15 which regulated *NCED* in seed dormancy and response to salt stress [144, 145]. The role of these enzymes in SE implies the differential expression of *HDA19* and *HDA15* genes in embryogenic cultures of Arabidopsis [49].

SA and ABA were accumulated specifically in TSA- but not auxin-induced cultures and that implied some differences in stress hormone-related embryogenic responses induced by auxin and TSA treatments. In contrast to SA and ABA, both treatments similarly modulated levels of JA in SE (present results). Regulatory interactions of JA and auxin in SE might be assumed, and JA positively affected IAA biosynthesis by upregulating *JASMONATE-ZIM-PROTEIN* (*JAZ1*) controlling IAA accumulation and SE induction in Arabidopsis [146].

Altogether, the results provided new evidence that Hac plays a key role in the epigenetic regulation of stress responses, including stress hormone-related metabolic pathways of central position in embryogenic induction (reviewed in [147]) [148]. The function and Hac-mediated regulatory mechanism controlling stress-related candidate genes that were identified in the present study need verification and further functional analysis.

### TFs regulators of organ polarity

The present and previous work showed that mostly the adaxial side of the IZE cotyledons was involved in auxin and TSA-induced SE of Arabidopsis [50]. Similarly, the cotyledon explant polarity affected SE induction in other plant species [86, 149, 150]. However, genetic and epigenetic regulators of polar embryogenic responses of the explants remain unidentified.

The cotyledon polarity is established early in zygotic embryogenesis and the expression of adaxial–abaxial identity genes was observed in globular-stage cotyledons [151, 152]. A higher expression of SE-*TFs*, including *LEC2* [153], *WOX2*, and *AT-HOOK MOTIF NUCLEAR LOCALIZED 15* (*AHL15*) genes [115] in the adaxial side of cotyledons implied the role of dorsoventral gene expression polarity in the mechanism controlling SE induction. Moreover, markers of the leaf adaxial surface, including *ARF5*, *PHB*, *PHV*, *REV*, *WOXs*, *ASYMMETRIC LEAVES* (*AS1*, *2*) genes [154, 155], were upregulated in the embryogenic culture (present results) [156]. Most of these markers, including *ARF5*, *PHB*, *PHV*, *REV*, and *WOXs*, were indicated to control SE [111, 112, 157]. The present SE-DEGs analysis revealed a novel group of organ polarity-related TFs, including *AIL7/PLT7*, *RGE1*, *LBD18*, *41*, *HB32*, *CBF1* and *ULT2* (Additional file16). Supportive for the role of these genes in SE induction, the relevant mutants were affected in SE response (present results). Moreover, TFs that are involved in both organ pattern formation and SE induction have auxin-related functions [158, 159], including the AIL7/PLT7, from the AIL family of PLETHORA (PLT) [160] and CBF1 [161]. CBF1 might contribute to SE by controlling auxin biosynthesis through PIF4 of PHYTOCHROME-INTERACTING FACTOR family of bHLH TFs that play a central role in modulating plant growth and development [161]. In support of this assumption, the regulatory relationship of PIF4 and the SE-involved YUC-mediated auxin biosynthesis pathway was reported [114, 162]. Interestingly, during low-temperature stress, *CBF1 TF* is regulated by a complex of ICE1 (INDUCER OF CBF EXPRESSION 1) and RGE1 TF, another SE-regulatory candidate of organ polarity DEGs [163]. In endosperm, RGE1 in complex with ICE1, represses an important ABA-regulator, the *ABI3* gene of the LAFL TFs group [164], of which members (LEC1, LEC2, ABI3, and FUS3) have master regulatory functions in SE (reviewed in [10]).

The ULT2, another organ-polarity-related TF of TSA-increased expression in SE, has overlapping functions with ULT1, which regulates auxin signaling in the apical root and floral meristem [165, 166]. We assumed that similarly to regulatory relationships in the floral meristem, ULTs may affect auxin signaling in SE by WUS TF of the central position in the SE regulatory network [167, 168]. Together with the increased embryogenic potential of *ult2* mutant (present results), these reports suggest that ULT2 might negatively regulate *WUS* and SE. The hypothesis needs validation.

In contrast to *ULT2*, mutant analysis of the *LBD18* and *LBD41* of the *LATERAL ORGAN BOUNDARIES* (*LOB*) domain *TF* gene family members implied the positive control of SE induction by these TFs (present results). LBD18 and LBD41 are involved in adaxial cell fate specialization [169] and the lateral root primordium developmental pathway [170], relevantly, the processes similar to in vitro-induced dedifferentiation of explant tissue [171, 172]. Moreover, in lateral root formation, LBD18 regulates *ARFs*, including *ARF19* of increased expression in auxin- and TSA-induced SE (present results) [173]. Thus, we assumed that targets of LBD18 may provide candidates in the search for auxin signaling pathway components controlling SE induction.

The particularly extensive upregulation of the organ-polarity *TFs* in response to TSA (present results) implied that Hac might control these genes in SE. The limited reports on the Hac role in the regulation of organ-polarity genes pointed to HDACs, HD2A, and HD2B, in establishing leaf polarity in the mutants in *ASYMMETRIC LEAVES* (*AS1*, *2*) [174]. In addition, acetylation of histone marks has been indicated in the chromatin associated with organ-polarity-related DEGs, including *AIL7/PLT7*, *RGE1*, *LBD18*, *LBD41*, *HB32*, *CBF1*, and *ULT2* (PlantPAN 3.0, [119]). Further studies may help to reveal the Hac-related mechanism controlling the embryogenic response of adaxial cotyledonary cells in Arabidopsis.

## Conclusions

The study indicated that Hac controls the vast majority of the genes in SE induction and evidenced that this epigenetic mark plays a pronounced function in the fine-tuning of plant somatic cell transcriptome during the embryogenic transition. Numerous candidates of Hac-regulated expression were identified, particularly the genes of auxin- and stress-related functions of an essential contribution in embryogenic responses. A novel group of organ-polarity genes was also identified and postulated to play a critical function in SE induction. The results provide a unique database for studies on the role of the Hac-related epigenetic regulation of embryogenic response that is induced in vitro in somatic plant cells.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Additional file 1: Table S1

Additional file 2: Fig. S1

Additional file 3: Fig. S2

Additional file 4: Fig. S3

Additional file 5: Dataset S1

Additional file 6: Dataset S2

Additional file 7: Dataset S3

Additional file 8: Fig. S4

Additional file 9: Dataset S4

Additional file 10: Table S2

Additional file 11: Dataset S5

Additional file 12: Dataset S6

Additional file 13: Table S3

Additional file 14: Table S4

Additional file 15: Fig. S5

Additional file 16: Table S5

Additional file 17: Fig. S6

Additional file 18: Legends

## Data Availability

The RNA-seq data presented in this publication have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE255229. Data generated or analysed during this study are included in this published article. Data is provided within the manuscript or supplementary information files. Any additional information is available from the corresponding author on reasonable request.

## Abbreviations

2,4-D: 2,4-Dichlorophenoxyacetic acid
ABA: Abscisic acid
DEGs: Differentially expressed genes
E0: Auxin and trichostatin A free medium
EA: Embryogenesis induction medium with 5 µM 2,4-D
ET: Embryogenesis induction medium with 1 µM trichostatin A
Hac: Histone acetylation
IAA: Indole-3-acetic acid
IZE: Immature zygotic embryo
JA: Jasmonic acid
SA: Salicylic acid
SE: Somatic embryogenesis
TF: Transcription factor
Trp: Tryptophan
TSA: Trichostatin A
GO: Gene ontology

## References

[1] Garcês HM, Koenig D, Townsley BT, Kim M, Sinha NR. Truncation of LEAFY COTYLEDON1 protein is required for asexual reproduction in *Kalanchoë daigremontiana*. Plant Physiol. 2014;165(1):196–206.24664206 10.1104/pp.114.237222PMC4012580

[2] Elhiti M, Stasolla C. The use of zygotic embryos as explants for in vitro propagation: an overview. Methods Mol Biol. 2011;710:229–55.21207273 10.1007/978-1-61737-988-8_17

[3] Méndez-Hernández HA, Ledezma-Rodríguez M, Avilez-Montalvo RN, Juárez-Gómez YL, Skeete A, Avilez-Montalvo J. De-la-Peña C, Loyola-Vargas VM: signaling overview of plant somatic embryogenesis. Front Plant Sci. 2019;10:77.30792725 10.3389/fpls.2019.00077PMC6375091

[4] Ochoa-Alejo N. The uses of somatic embryogenesis for genetic transformation. In: Somatic Embryogenesis: Fundamental Aspects And Applications Edited by Loyola-Vargas V, Ochoa-Alejo, N. Cham, Switzerland: Springer International Publishing; 2016: 415–434.

[5] Egertsdotter U, Ahmad I, Clapham D. Automation and scale up of somatic embryogenesis for commercial plant production, with emphasis on conifers. Front Plant Sci. 2019;10:109.30833951 10.3389/fpls.2019.00109PMC6388443

[6] Wójcik AM, Wójcikowska B, Gaj MD. Current perspectives on the auxin-mediated genetic network that controls the induction of somatic embryogenesis in plants. Int J Mol Sci. 2020;21(4):1333.32079138 10.3390/ijms21041333PMC7072907

[7] Hofmann F, Schon MA, Nodine MD. The embryonic transcriptome of Arabidopsis thaliana. Plant Reprod. 2019;32(1):77–91.30610360 10.1007/s00497-018-00357-2

[8] Ibáñez S, Carneros E, Testillano PS, Pérez-Pérez JM. Advances in plant regeneration: shake, rattle and roll. Plants (Basel). 2020;9(7):897.32708602 10.3390/plants9070897PMC7412315

[9] Wójcikowska B, Wójcik AM, Gaj MD. Epigenetic regulation of auxin-induced somatic embryogenesis in plants. Int J Mol Sci. 2020;21(7):2307.32225116 10.3390/ijms21072307PMC7177879

[10] Salaün C, Lepiniec L, Dubreucq B. Genetic and molecular control of somatic embryogenesis. Plants (Basel). 2021;10(7):1467.34371670 10.3390/plants10071467PMC8309254

[11] Gulzar B, Mujib A, Malik MQ, Sayeed R, Mamgain J, Ejaz B. Genes, proteins and other networks regulating somatic embryogenesis in plants. J Genet Eng Biotechnol. 2020;18(1):31.32661633 10.1186/s43141-020-00047-5PMC7359197

[12] De-la-Peña C, Nic-Can GI, Galaz-Ávalos RM, Avilez-Montalvo R, Loyola-Vargas VM. The role of chromatin modifications in somatic embryogenesis in plants. Front Plant Sci. 2015;6:635.26347757 10.3389/fpls.2015.00635PMC4539545

[13] Birnbaum KD, Roudier F. Epigenetic memory and cell fate reprogramming in plants. Regeneration (Oxf). 2017;4(1):15–20.28316791 10.1002/reg2.73PMC5350078

[14] Nic-Can GI, López-Torres A, Barredo-Pool F, Wrobel K, Loyola-Vargas VM, Rojas-Herrera R, De-la-Peña C. New insights into somatic embryogenesis: leafy cotyledon1, baby boom1 and WUSCHEL-related homeobox4 are epigenetically regulated in Coffea canephora. PLoS ONE. 2013;8(8):e72160.23977240 10.1371/journal.pone.0072160PMC3748027

[15] Karim R, Tan YS, Singh P, Khalid N, Harikrishna JA. Expression and DNA methylation of SERK, BBM, LEC2 and WUS genes in in vitro cultures of Boesenbergia rotunda (L.) Mansf. Physiol Mol Biol Plants. 2018;24(5):741–51.30150851 10.1007/s12298-018-0566-8PMC6103949

[16] Grzybkowska D, Morończyk J, Wójcikowska B, Gaj MD. Azacitidine (5-AzaC)-treatment and mutations in DNA methylase genes affect embryogenic response and expression of the genes that are involved in somatic embryogenesis in Arabidopsis. Plant Growth Regul. 2018;85(2):243–56.10.1007/s10725-018-0389-1

[17] Grzybkowska D, Nowak K, Gaj MD. Hypermethylation of auxin-responsive motifs in the promoters of the transcription factor genes accompanies the somatic embryogenesis induction in Arabidopsis. Int J Mol Sci. 2020;21(18):6849.32961931 10.3390/ijms21186849PMC7555384

[18] Li J, Wang M, Li Y, Zhang Q, Lindsey K, Daniell H, Jin S, Zhang X. Multi-omics analyses reveal epigenomics basis for cotton somatic embryogenesis through successive regeneration acclimation process. Plant Biotechnol J. 2019;17(2):435–50.29999579 10.1111/pbi.12988PMC6335067

[19] Grafi G, Ben-Meir H, Avivi Y, Moshe M, Dahan Y, Zemach A. Histone methylation controls telomerase-independent telomere lengthening in cells undergoing dedifferentiation. Dev Biol. 2007;306(2):838–46.17448460 10.1016/j.ydbio.2007.03.023

[20] Bouyer D, Roudier F, Heese M, Andersen ED, Gey D, Nowack MK, Goodrich J, Renou JP, Grini PE, Colot V, et al. Polycomb repressive complex 2 controls the embryo-to-seedling phase transition. PLoS Genet. 2011;7(3):e1002014.21423668 10.1371/journal.pgen.1002014PMC3053347

[21] Chen D, Molitor A, Liu C, Shen WH. The Arabidopsis PRC1-like ring-finger proteins are necessary for repression of embryonic traits during vegetative growth. Cell Res. 2010;20(12):1332–44.21060339 10.1038/cr.2010.151

[22] Rose RJ. Somatic embryogenesis in the *Medicago truncatula* model: cellular and molecular mechanisms. Front Plant Sci. 2019;10:267.30984208 10.3389/fpls.2019.00267PMC6447896

[23] Mozgová I, Muñoz-Viana R, Hennig L. PRC2 represses hormone-Induced somatic embryogenesis in vegetative tissue of Arabidopsis thaliana. PLoS Genet. 2017;13(1):e1006562.28095419 10.1371/journal.pgen.1006562PMC5283764

[24] Liang Z, Riaz A, Chachar S, Ding Y, Du H, Gu X. Epigenetic modifications of mRNA and DNA in plants. Mol Plant. 2020;13(1):14–30.31863849 10.1016/j.molp.2019.12.007

[25] Zhao T, Zhan Z, Jiang D. Histone modifications and their regulatory roles in plant development and environmental memory. J Genet Genomics. 2019;46(10):467–76.31813758 10.1016/j.jgg.2019.09.005

[26] Lee CY, Grant PA. Role of histone acetylation and acetyltransferases in gene regulation. In: *Toxicoepigenetics* Edited by McCullough S, Dolinoy, D. Cambridge, MA, USA: Elsevier Academic Press; 2019: 3–30.

[27] Carlberg C, Molnár F. Histone modifications. In: Human epigenetics: How science works Edited by Carlberg C, Molnár F. Cham, Switzerland Springer International Publishing; 2019: 41–50.

[28] Shen Y, Wei W, Zhou DX. Histone acetylation enzymes coordinate metabolism and gene expression. Trends Plant Sci. 2015;20(10):614–21.26440431 10.1016/j.tplants.2015.07.005

[29] Roche J, Bertrand P. Inside HDACs with more selective HDAC inhibitors. Eur J Med Chem. 2016;121:451–83.27318122 10.1016/j.ejmech.2016.05.047

[30] Trisciuoglio D, Rotili D. Histone acetyltransferase enzymes: from biological implications to most relevant inhibitors. In: Chemical Epigenetics Edited by Mai A. Cham, Switzerland: Springer International Publishing; 2019: 93–122.

[31] Elvir L, Duclot F, Wang Z, Kabbaj M. Epigenetic regulation of motivated behaviors by histone deacetylase inhibitors. Neurosci Biobehav Rev. 2019;105:305–17.29020607 10.1016/j.neubiorev.2017.09.030PMC5889966

[32] Finnin MS, Donigian JR, Cohen A, Richon VM, Rifkind RA, Marks PA, Breslow R, Pavletich NP. Structures of a histone deacetylase homologue bound to the TSA and SAHA inhibitors. Nature. 1999;401(6749):188–93.10490031 10.1038/43710

[33] Venturelli S, Belz RG, Kämper A, Berger A, von Horn K, Wegner A, Böcker A, Zabulon G, Langenecker T, Kohlbacher O, et al. Plants release precursors of histone deacetylase inhibitors to suppress growth of competitors. Plant Cell. 2015;27(11):3175–89.26530086 10.1105/tpc.15.00585PMC4682303

[34] Mengel A, Ageeva A, Georgii E, Bernhardt J, Wu K, Durner J, Lindermayr C. Nitric oxide modulates histone acetylation at stress genes by inhibition of histone deacetylases. Plant Physiol. 2017;173(2):1434–52.27980017 10.1104/pp.16.01734PMC5291017

[35] Görisch SM, Wachsmuth M, Tóth KF, Lichter P, Rippe K. Histone acetylation increases chromatin accessibility. J Cell Sci. 2005;118(Pt 24):5825–34.16317046 10.1242/jcs.02689

[36] Xu M, Du Q, Tian C, Wang Y, Jiao Y. Stochastic gene expression drives mesophyll protoplast regeneration. Sci Adv. 2021;7(33):eabg8466.34380624 10.1126/sciadv.abg8466PMC8357238

[37] Qiu X, You H, Xiao X, Li N, Li Y. Effects of Trichostatin A and PXD101 on the in vitro development of mouse somatic cell nuclear transfer embryos. Cell Reprogram. 2017;19(1):1–9.28112984 10.1089/cell.2016.0030

[38] Al-Ghadi MQ, Alhimaidi AR, Iwamoto D, Al-Mutary MG, Ammari AA, Saeki KO, Aleissa MS. The *in vitro* development of cloned sheep embryos treated with scriptaid and trichostatin (A). Saudi J Biol Sci. 2020;27(9):2280–6.32884408 10.1016/j.sjbs.2020.04.039PMC7451688

[39] Liu Z, Cai Y, Wang Y, Nie Y, Zhang C, Xu Y, Zhang X, Lu Y, Wang Z, Poo M, et al. Cloning of macaque monkeys by somatic cell nuclear transfer. Cell. 2018;172(4):881–7.29395327 10.1016/j.cell.2018.01.020

[40] Li H, Soriano M, Cordewener J, Muiño JM, Riksen T, Fukuoka H, Angenent GC, Boutilier K. The histone deacetylase inhibitor trichostatin a promotes totipotency in the male gametophyte. Plant Cell. 2014;26(1):195–209.24464291 10.1105/tpc.113.116491PMC3963568

[41] Boutilier K, Angenent GC, Soriano Castan M. L H: Haploid embryogenesis. In., vol. WO 2015/043621; 2015.

[42] Castillo AM, Valero-Rubira I, Burrell MÁ, Allué S, Costar MA, Vallés MP. Trichostatin A affects developmental reprogramming of bread wheat microspores towards an embryogenic route. Plants (Basel). 2020;9(11):1442.33114625 10.3390/plants9111442PMC7693754

[43] Jiang F, Ryabova D, Diedhiou J, Hucl P, Randhawa H, Marillia EF, Foroud NA, Eudes F, Kathiria P. Trichostatin A increases embryo and green plant regeneration in wheat. Plant Cell Rep. 2017;36(11):1701–6.28752355 10.1007/s00299-017-2183-3

[44] Martínez Ó, Arjones V, González MV, Rey M. Histone deacetylase inhibitors increase the embryogenic potential and alter the expression of embryogenesis-related and HDAC-encoding genes in grapevine (*Vitis vinifera* L., Cv. Mencia). Plants (Basel). 2021;10(6):1164.34201224 10.3390/plants10061164PMC8228518

[45] Uddenberg D, Valladares S, Abrahamsson M, Sundström JF, Sundås-Larsson A, von Arnold S. Embryogenic potential and expression of embryogenesis-related genes in conifers are affected by treatment with a histone deacetylase inhibitor. Planta. 2011;234(3):527–39.21541665 10.1007/s00425-011-1418-8PMC3162143

[46] Abrahamsson M, Valladares S, Merino I, Larsson E, von Arnold S. Degeneration pattern in somatic embryos of *Pinus sylvestris* L. Vitro Cell Dev Biol Plant. 2017;53(2):86–96.10.1007/s11627-016-9797-yPMC542393128553064

[47] Awada R, Verdier D, Froger S, Brulard E, de Faria Maraschin S, Etienne H, Breton D. An innovative automated active compound screening system allows high-throughput optimization of somatic embryogenesis in Coffea arabica. Sci Rep. 2020;10(1):810.31965007 10.1038/s41598-020-57800-6PMC6972844

[48] Rodríguez-Sanz H, Moreno-Romero J, Solís M-T, Köhler C, Risueño MC, Testillano PS. Changes in histone methylation and acetylation during microspore reprogramming to embryogenesis occur concomitantly with Bn*HKMT* and Bn*HAT* expression and are associated with cell totipotency, proliferation, and differentiation in *Brassica napus*. Cytogenet Genome Res. 2014;143(1–3):209–18.25060767 10.1159/000365261

[49] Morończyk J, Brąszewska A, Wójcikowska B, Chwiałkowska K, Nowak K, Wójcik AM, Kwaśniewski M, Gaj MD. Insights into the histone acetylation-mediated regulation of the transcription factor genes that control the embryogenic transition in the somatic cells of Arabidopsis. Cells. 2022;11(5):863.35269485 10.3390/cells11050863PMC8909028

[50] Wójcikowska B, Botor M, Morończyk J, Wójcik AM, Nodzyński T, Karcz J, Gaj MD. Trichostatin a triggers an embryogenic transition in Arabidopsis explants via an auxin-related pathway. Front Plant Sci. 2018;9:1353.30271420 10.3389/fpls.2018.01353PMC6146766

[51] Zhou Y, Tan B, Luo M, Li Y, Liu C, Chen C, Yu C-W, Yang S, Dong S, Ruan J. HISTONE DEACETYLASE19 interacts with HSL1 and participates in the repression of seed maturation genes in Arabidopsis seedlings. Plant Cell. 2013;25(1):134–48.23362207 10.1105/tpc.112.096313PMC3584530

[52] Ryu H, Cho H, Bae W, Hwang I. Control of early seedling development by BES1/TPL/HDA19-mediated epigenetic regulation of *ABI3*. Nat Commun. 2014;5:4138.24938150 10.1038/ncomms5138

[53] Chhun T, Chong SY, Park BS, Wong EC, Yin JL, Kim M, Chua NH. HSI2 repressor recruits MED13 and HDA6 to down-regulate seed maturation gene expression directly during Arabidopsis early seedling growth. Plant Cell Physiol. 2016;57(8):1689–706.27335347 10.1093/pcp/pcw095

[54] Nowak K, Morończyk J, Wójcik A, Gaj MD. AGL15 controls the embryogenic reprogramming of somatic cells in Arabidopsis through the histone acetylation-mediated repression of the miRNA biogenesis genes. Int J Mol Sci. 2020;21(18):6733.32937992 10.3390/ijms21186733PMC7554740

[55] Nowak K, Morończyk J, Grzyb M, Szczygieł-Sommer A, Gaj MD. miR172 regulates WUS during somatic embryogenesis in Arabidopsis via AP2. Cells. 2022;11(4):718.10.3390/cells11040718PMC886982735203367

[56] Ma X, Zhang C, Zhang B, Yang C, Li S. Identification of genes regulated by histone acetylation during root development in *Populus trichocarpa*. BMC Genom. 2016;17:96.10.1186/s12864-016-2407-xPMC474343126847576

[57] Luo M, Tai R, Yu CW, Yang S, Chen CY, Lin WD, Schmidt W, Wu K. Regulation of flowering time by the histone deacetylase HDA5 in Arabidopsis. Plant J. 2015;82(6):925–36.25922987 10.1111/tpj.12868

[58] Song Y, Liu L, Li G, An L, Tian L. Trichostatin A and 5-Aza-2’-Deoxycytidine influence the expression of cold-induced genes in Arabidopsis. Plant Signal Behav. 2017;12(11):e1389828.29027833 10.1080/15592324.2017.1389828PMC5703259

[59] Gaj MD. Direct somatic embryogenesis as a rapid and efficient system for *in vitro* regeneration of *Arabidopsis thaliana*. Plant Cell Tissue Organ Cult. 2001;64(1):39–46.10.1023/A:1010679614721

[60] Gamborg OLc, Miller RA, Ojima K. Nutrient requirements of suspension cultures of soybean root cells. Exp Cell Res. 1968;50(1):151–8.5650857 10.1016/0014-4827(68)90403-5

[61] Andrews S. FastQC: a quality control tool for high throughput sequence data [Online]. Available online at: http://www.bioinformatics.babraham.ac.uk/projects/fastqc/. 2010.

[62] Ewels P, Magnusson M, Lundin S, Kaller M. MultiQC: summarize analysis results for multiple tools and samples in a single report. Bioinformatics. 2016;32(19):3047–8.27312411 10.1093/bioinformatics/btw354PMC5039924

[63] Joshi N, Fass J. Sickle: a sliding-window, adaptive, quality-based trimming tool for FastQ files (Version 1.33)[Software]. In.; 2011.

[64] Kopylova E, Noé L, Touzet H. SortMeRNA: fast and accurate filtering of ribosomal RNAs in metatranscriptomic data. Bioinformatics. 2012;28(24):3211–7.23071270 10.1093/bioinformatics/bts611

[65] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR. STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 2013;29(1):15–21.23104886 10.1093/bioinformatics/bts635PMC3530905

[66] Lassmann T, Hayashizaki Y, Daub CO. SAMStat: monitoring biases in next generation sequencing data. Bioinformatics. 2011;27(1):130–1.21088025 10.1093/bioinformatics/btq614PMC3008642

[67] Okonechnikov K, Conesa A, García-Alcalde F. Qualimap 2: advanced multi-sample quality control for high-throughput sequencing data. Bioinformatics. 2016;32(2):292–4.26428292 10.1093/bioinformatics/btv566PMC4708105

[68] Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N, Marth G, Abecasis G, Durbin R. Genome Project Data Processing S: the sequence alignment/map format and SAMtools. Bioinformatics. 2009;25(16):2078–9.19505943 10.1093/bioinformatics/btp352PMC2723002

[69] Thorvaldsdóttir H, Robinson JT, Mesirov JP. Integrative Genomics Viewer (IGV): high-performance genomics data visualization and exploration. Brief Bioinform. 2013;14(2):178–92.22517427 10.1093/bib/bbs017PMC3603213

[70] Love MI, Huber W, Anders S. Moderated estimation of Fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014;15(12):550.25516281 10.1186/s13059-014-0550-8PMC4302049

[71] Benjamini Y, Hochberg Y. Controlling the false discovery rate: a practical and powerful approach to multiple testing. J R Stat Soc Ser B Stat Methodol. 1995;57(1):289–300.10.1111/j.2517-6161.1995.tb02031.x

[72] Zhou Y, Zhou B, Pache L, Chang M, Khodabakhshi AH, Tanaseichuk O, et al. Metascape provides a biologist-oriented resource for the analysis of systems-level datasets. Nat Commun. 2019;10(1):1523.10.1038/s41467-019-09234-6PMC644762230944313

[73] Ge SX, Jung D, Yao R. ShinyGO: a graphical gene-set enrichment tool for animals and plants. Bioinformatics. 2020;36(8):2628–29.10.1093/bioinformatics/btz931PMC717841531882993

[74] Le Roux C, Del Prete S, Boutet-Mercey S, Perreau F, Balague C, Roby D, Fagard M, Gaudin V. The hnRNP-Q protein LIF2 participates in the plant immune response. PLoS ONE. 2014;9(6):e99343.24914891 10.1371/journal.pone.0099343PMC4051675

[75] Jain A, Jain R, Jain S. Thin layer chromatography of amino acid. In: Basic Techniques in Biochemistry, Microbiology and Molecular Biology: Principles and Techniques Edited by Jain A, Jain R, Jain S. New York, NY: Springer US; 2020: 255–257.

[76] Csupor D, Boros K, Hunyadi A, Veres K, Hohmann J. Validation of a densitometric method for the determination of theanine in tea extracts using CP atlas software. JPC-Journal Planar Chromatography-Modern TLC. 2012;25(6):571–4.10.1556/JPC.25.2012.6.14

[77] Doyle JJ, Doyle JL. A rapid DNA isolation procedure for small quantities of fresh leaf tissue. Phytochem Bull. 1987;19:11–5.

[78] Thellin O, Zorzi W, Lakaye B, De Borman B, Coumans B, Hennen G, Grisar T, Igout A, Heinen E. Housekeeping genes as internal standards: use and limits. J Biotechnol. 1999;75(2–3):291–5.10617337 10.1016/S0168-1656(99)00163-7

[79] Bartling D, Seedorf M, Mithöfer A, Weiler EW. Cloning and expression of an Arabidopsis nitrilase which can convert indole-3-acetonitrile to the plant hormone, indole-3-acetic acid. Eur J Biochem. 1992;205(1):417–24.1555601 10.1111/j.1432-1033.1992.tb16795.x

[80] Vorwerk S, Biernacki S, Hillebrand H, Janzik I, Müller A, Weiler EW, Piotrowski M. Enzymatic characterization of the recombinant *Arabidopsis thaliana* nitrilase subfamily encoded by the *NIT 2*/*NIT 1*/*NIT 3*-gene cluster. Planta. 2001;212:508–16.11525507 10.1007/s004250000420

[81] Pelletier JM, Kwong RW, Park S, Le BH, Baden R, Cagliari A, Hashimoto M, Munoz MD, Fischer RL, Goldberg RB. LEC1 sequentially regulates the transcription of genes involved in diverse developmental processes during seed development. Proc Natl Acad Sci U S A. 2017;114(32):E6710–9.28739919 10.1073/pnas.1707957114PMC5559047

[82] Junker A, Mönke G, Rutten T, Keilwagen J, Seifert M, Thi TMN, Renou JP, Balzergue S, Viehöver P, Hähnel U. Elongation-related functions of LEAFY COTYLEDON1 during the development of *Arabidopsis thaliana*. Plant J. 2012;71(3):427–42.22429691 10.1111/j.1365-313X.2012.04999.x

[83] Fehér A. Somatic embryogenesis - stress-induced remodeling of plant cell fate. Biochim Biophys Acta. 2015;1849(4):385–402.25038583 10.1016/j.bbagrm.2014.07.005

[84] Sivanesan I, Nayeem S, Venkidasamy B, Kuppuraj SP, Rn C, Samynathan R. Genetic and epigenetic modes of the regulation of somatic embryogenesis: a review. Biol Futur. 2022;73(3):259–77.35829936 10.1007/s42977-022-00126-3

[85] Kumar V, Van Staden J. New insights into plant somatic embryogenesis: an epigenetic view. Acta Physiol Plant. 2017;39(9):194.10.1007/s11738-017-2487-5

[86] Thibaud-Nissen F, Shealy RT, Khanna A, Vodkin LO. Clustering of microarray data reveals transcript patterns associated with somatic embryogenesis in soybean. Plant Physiol. 2003;132(1):118–36.12746518 10.1104/pp.103.019968PMC166958

[87] Sharma SK, Millam S, Hedley PE, McNicol J, Bryan GJ. Molecular regulation of somatic embryogenesis in potato: an auxin led perspective. Plant Mol Biol. 2008;68(1–2):185–201.18553172 10.1007/s11103-008-9360-2

[88] Wickramasuriya AM, Dunwell JM. Global scale transcriptome analysis of Arabidopsis embryogenesis *in vitro*. BMC Genom. 2015;16:301.10.1186/s12864-015-1504-6PMC440457325887996

[89] Robert VJ, Garvis S, Palladino F. Repression of somatic cell fate in the germline. Cell Mol Life Sci. 2015;72(19):3599–620.26043973 10.1007/s00018-015-1942-yPMC11113910

[90] Chang S, Pikaard CS. Transcript profiling in Arabidopsis reveals complex responses to global inhibition of DNA methylation and histone deacetylation. J Biol Chem. 2005;280(1):796–804.15516340 10.1074/jbc.M409053200

[91] Ogita S, Nomura T, Kato Y, Uehara-Yamaguchi Y, Inoue K, Yoshida T, Sakurai T, Shinozaki K, Mochida K. Transcriptional alterations during proliferation and lignification in Phyllostachys nigra cells. Sci Rep. 2018;8(1):11347.30054534 10.1038/s41598-018-29645-7PMC6063902

[92] Krogan NT, Long JA. Why so repressed? Turning off transcription during plant growth and development. Curr Opin Plant Biol. 2009;12(5):628–36.19700365 10.1016/j.pbi.2009.07.011PMC2757442

[93] Pierroz G. Making babies: how auxin regulates somatic embryogenesis in Arabidopsis tissue culture. Plant J. 2023;113(1):5–6.36585767 10.1111/tpj.16062

[94] Anzola JM, Sieberer T, Ortbauer M, Butt H, Korbei B, Weinhofer I, Müllner AE, Luschnig C. Putative Arabidopsis transcriptional adaptor protein (PROPORZ1) is required to modulate histone acetylation in response to auxin. Proc Natl Acad Sci U S A. 2010;107(22):10308–13.20479223 10.1073/pnas.0913918107PMC2890463

[95] Weiste C, Dröge-Laser W. The Arabidopsis transcription factor bZIP11 activates auxin-mediated transcription by recruiting the histone acetylation machinery. Nat Commun. 2014;5:3883.24861440 10.1038/ncomms4883

[96] Kuhn A, Ramans Harborough S, McLaughlin HM, Natarajan B, Verstraeten I, Friml J, Kepinski S, Ostergaard L. Direct ETTIN-auxin interaction controls chromatin states in gynoecium development. Elife. 2020;9:e51787.32267233 10.7554/eLife.51787PMC7164952

[97] Law RD, Suttle JC. Chromatin remodeling in plant cell culture: patterns of DNA methylation and histone H3 and H4 acetylation vary during growth of asynchronous potato cell suspensions. Plant Physiol Biochem. 2005;43(6):527–34.15922608 10.1016/j.plaphy.2005.03.014

[98] Rodríguez JL, Valledor L, Hasbún R, Sánchez P, Rodríguez R, Cañal MJ. The effects of hormone treatment on epigenetic marks during organogenesis in *Pinus radiata* D. Don embryos. J Plant Growth Regul. 2016;35(1):97–108.10.1007/s00344-015-9510-0

[99] Mateo-Bonmatí E, Casanova-Sáez R, Ljung K. Epigenetic regulation of auxin homeostasis. Biomolecules. 2019;9:623.31635281 10.3390/biom9100623PMC6843323

[100] Nguyen CT, Tran GB, Nguyen NH. Homeostasis of histone acetylation is critical for auxin signaling and root morphogenesis. Plant Mol Biol. 2020;103(1–2):1–7.32088831 10.1007/s11103-020-00985-1

[101] Salvo SA, Hirsch CN, Buell CR, Kaeppler SM, Kaeppler HF. Whole transcriptome profiling of maize during early somatic embryogenesis reveals altered expression of stress factors and embryogenesis-related genes. PLoS ONE. 2014;9(10):e111407.25356773 10.1371/journal.pone.0111407PMC4214754

[102] Wang Y, Li H-L, Zhou Y-K, Guo D, Zhu J-H, Peng S-Q. Transcriptomes analysis reveals novel insight into the molecular mechanisms of somatic embryogenesis in *Hevea brasiliensis*. BMC Genom. 2021;22(1):1–18.10.1186/s12864-021-07501-9PMC795381233711923

[103] Weijers D, Benkova E, Jäger KE, Schlereth A, Hamann T, Kientz M, Wilmoth JC, Reed JW, Jürgens G. Developmental specificity of auxin response by pairs of ARF and Aux/IAA transcriptional regulators. Embo j. 2005;24(10):1874–85.15889151 10.1038/sj.emboj.7600659PMC1142592

[104] Caumon H, Vernoux T. A matter of time: auxin signaling dynamics and the regulation of auxin responses during plant development. J Exp Bot. 2023;74(14):3887–902.37042516 10.1093/jxb/erad132

[105] Luo J, Zhou JJ, Zhang JZ. *Aux/IAA* gene family in plants: molecular structure, regulation, and function. Int J Mol Sci. 2018;19(1):259.29337875 10.3390/ijms19010259PMC5796205

[106] Zhang H, Guo F, Qi P, Huang Y, Xie Y, Xu L, Han N, Xu L, Bian H. OsHDA710-mediated histone deacetylation regulates callus formation of rice mature embryo. Plant Cell Physiol. 2020;61(9):1646–60.32592489 10.1093/pcp/pcaa086

[107] Benhamed M, Bertrand C, Servet C, Zhou DX, Arabidopsis. *GCN5*, *HD1*, and *TAF1*/*HAF2* interact to regulate histone acetylation required for light-responsive gene expression. *Plant Cell* 2006, 18(11):2893–2903.10.1105/tpc.106.043489PMC169393117085686

[108] Kou X, Zhao X, Wu B, Wang C, Wu C, Yang S, Zhou J, Xue Z. Auxin response factors are ubiquitous in plant growth and development, and involved in crosstalk between plant hormones: a review. Appl Sci. 2022;12(3):1360.10.3390/app12031360

[109] Braybrook SA, Stone SL, Park S, Bui AQ, Le BH, Fischer RL, Goldberg RB, Harada JJ. Genes directly regulated by LEAFY COTYLEDON2 provide insight into the control of embryo maturation and somatic embryogenesis. Proc Natl Acad Sci U S A. 2006;103(9):3468–73.16492731 10.1073/pnas.0511331103PMC1413938

[110] Krogan NT, Yin X, Ckurshumova W, Berleth T. Distinct subclades of Aux/IAA genes are direct targets of ARF5/MP transcriptional regulation. New Phytol. 2014;204(3):474–83.25145395 10.1111/nph.12994

[111] Wójcik AM, Nodine MD, Gaj MD. miR160 and miR166/165 contribute to the *LEC2*-mediated auxin response involved in the somatic embryogenesis induction in Arabidopsis. *Front Plant Sci* 2017, 8:2024.10.3389/fpls.2017.02024PMC573218529321785

[112] Wójcikowska B, Gaj MD. Expression profiling of *AUXIN RESPONSE FACTOR* genes during somatic embryogenesis induction in Arabidopsis. Plant Cell Rep. 2017;36(6):843–58.28255787 10.1007/s00299-017-2114-3PMC5486788

[113] van der Woude LC, Perrella G, Snoek BL, van Hoogdalem M, Novák O, van Verk MC, van Kooten HN, Zorn LE, Tonckens R, Dongus JA, et al. HISTONE DEACETYLASE 9 stimulates auxin-dependent thermomorphogenesis in Arabidopsis thaliana by mediating H2A.Z depletion. Proc Natl Acad Sci U S A. 2019;116(50):25343–54.31767749 10.1073/pnas.1911694116PMC6911240

[114] Wójcikowska B, Jaskóła K, Gąsiorek P, Meus M, Nowak K, Gaj MD. *LEAFY COTYLEDON2* (*LEC2*) promotes embryogenic induction in somatic tissues of Arabidopsis, via *YUCCA*-mediated auxin biosynthesis. Planta. 2013;238(3):425–40.23722561 10.1007/s00425-013-1892-2PMC3751287

[115] Karami O, Philipsen C, Rahimi A, Nurillah AR, Boutilier K, Offringa R. Endogenous auxin maintains embryonic cell identity and promotes somatic embryo development in Arabidopsis. Plant J. 2023;113(1):7–22.36345646 10.1111/tpj.16024PMC10098609

[116] Normanly J, Grisafi P, Fink GR, Bartel B. Arabidopsis mutants resistant to the auxin effects of indole-3-acetonitrile are defective in the nitrilase encoded by the *NIT1* gene. Plant Cell. 1997;9(10):1781–90.9368415 10.1105/tpc.9.10.1781PMC157021

[117] Park WJ, Kriechbaumer V, Müller A, Piotrowski M, Meeley RB, Gierl A, Glawischnig E. The nitrilase ZmNIT2 converts indole-3-acetonitrile to indole-3-acetic acid. Plant Physiol. 2003;133(2):794–802.12972653 10.1104/pp.103.026609PMC219053

[118] Braybrook SA, Harada JJ. LECs go crazy in embryo development. Trends Plant Sci. 2008;13(12):624–30.19010711 10.1016/j.tplants.2008.09.008

[119] Chow CN, Lee TY, Hung YC, Li GZ, Tseng KC, Liu YH, Kuo PL, Zheng HQ, Chang WC. PlantPAN3.0: a new and updated resource for reconstructing transcriptional regulatory networks from ChIP-seq experiments in plants. Nucleic Acids Res. 2019;47(D1):D1155–63.30395277 10.1093/nar/gky1081PMC6323957

[120] Kutz A, Müller A, Hennig P, Kaiser WM, Piotrowski M, Weiler EW. A role for nitrilase 3 in the regulation of root morphology in sulphur-starving *Arabidopsis thaliana*. Plant J. 2002;30(1):95–106.11967096 10.1046/j.1365-313X.2002.01271.x

[121] van der Woude L, Piotrowski M, Klaasse G, Paulus JK, Krahn D, Ninck S, Kaschani F, Kaiser M, Novák O, Ljung K. The chemical compound ‘Heatin’stimulates hypocotyl elongation and interferes with the Arabidopsis NIT1-subfamily of nitrilases. Plant J. 2021;106(6):1523–40.33768644 10.1111/tpj.15250PMC8360157

[122] Zavattieri MA, Frederico AM, Lima M, Sabino R, Arnholdt-Schmitt B. Induction of somatic embryogenesis as an example of stress-related plant reactions. Electron J Biotechnol. 2010;13(1):12–3.10.2225/vol13-issue1-fulltext-4

[123] Kasahara H. Current aspects of auxin biosynthesis in plants. Biosci Biotechnol Biochem. 2016;80(1):34–42.26364770 10.1080/09168451.2015.1086259

[124] Machingura M, Salomon E, Jez JM, Ebbs SD. The beta-cyanoalanine synthase pathway: beyond cyanide detoxification. Plant Cell Environ. 2016;39(10):2329–41.27116378 10.1111/pce.12755

[125] Su YH, Zhao XY, Liu YB, Zhang CL, O’Neill SD, Zhang XS. Auxin-induced *WUS* expression is essential for embryonic stem cell renewal during somatic embryogenesis in Arabidopsis. Plant J. 2009;59(3):448–60.19453451 10.1111/j.1365-313X.2009.03880.xPMC2788036

[126] Jia Y, Tian H, Li H, Yu Q, Wang L, Friml J, Ding Z. The Arabidopsis thaliana Elongator complex subunit 2 epigenetically affects root development. J Exp Bot. 2015;66(15):4631–42.25998905 10.1093/jxb/erv230PMC4507768

[127] Tanaka H, Dhonukshe P, Brewer PB, Friml J. Spatiotemporal asymmetric auxin distribution: a means to coordinate plant development. Cell Mol Life Sci. 2006;63(23):2738–54.17013565 10.1007/s00018-006-6116-5PMC11136431

[128] Song S, Wang Z, Ren Y, Sun H. Full-length transcriptome analysis of the *ABCB*, *PIN/PIN-LIKE*S, and *AUX/LAX* families involved in somatic embryogenesis of *Lilium pumilum* DC. Fisch. Int J Mol Sci. 2020;21(2):453.31936841 10.3390/ijms21020453PMC7014436

[129] Elhiti M, Stasolla C. Transduction of signals during somatic embryogenesis. Plants (Basel). 2022;11(2):178.35050066 10.3390/plants11020178PMC8779037

[130] Dai L, He G, Zhang K, Guan X, Wang Y, Zhang B. Trichostatin A induces p53-dependent endoplasmic reticulum stress in human colon cancer cells. Oncol Lett. 2019;17(1):660–7.30655814 10.3892/ol.2018.9641PMC6313176

[131] Chen LT, Luo M, Wang YY, Wu K. Involvement of Arabidopsis histone deacetylase HDA6 in ABA and salt stress response. J Exp Bot. 2010;61(12):3345–53.20519338 10.1093/jxb/erq154PMC2905197

[132] Zheng Y, Ding Y, Sun X, Xie S, Wang D, Liu X, Su L, Wei W, Pan L, Zhou DX. Histone deacetylase HDA9 negatively regulates salt and drought stress responsiveness in Arabidopsis. J Exp Bot. 2016;67(6):1703–13.26733691 10.1093/jxb/erv562

[133] Feng C, Cai XW, Su YN, Li L, Chen S, He XJ. Arabidopsis RPD3-like histone deacetylases form multiple complexes involved in stress response. J Genet Genomics. 2021;48(5):369–83.34144927 10.1016/j.jgg.2021.04.004

[134] Jadko S. Histone deacetylase activity and reactive oxygen species content in the tissue culture of *Arabidopsis thaliana* under normal conditions and development of acute osmotic stress. Ukr Biochem J 2015(87,№ 3):57–62.26502700

[135] Kudełko K, Gaj MD. Glutathione (GSH) induces embryogenic response in *in vitro* cultured explants of *Arabidopsis thaliana* via auxin-related mechanism. Plant Growth Regul. 2019;89(1):25–36.10.1007/s10725-019-00514-1

[136] Herrera-Vásquez A, Salinas P, Holuigue L. Salicylic acid and reactive oxygen species interplay in the transcriptional control of defense genes expression. Front Plant Sci. 2015;6:171.25852720 10.3389/fpls.2015.00171PMC4365548

[137] Nazar R, Umar S, Khan NA. Exogenous salicylic acid improves photosynthesis and growth through increase in ascorbate-glutathione metabolism and S assimilation in mustard under salt stress. Plant Signal Behav. 2015;10(3):e1003751.25730495 10.1080/15592324.2014.1003751PMC4622964

[138] Su YH, Su YX, Liu YG, Zhang XS. Abscisic acid is required for somatic embryo initiation through mediating spatial auxin response in Arabidopsis. Plant Growth Regul. 2012;69(2):167–76.10.1007/s10725-012-9759-2

[139] Chen Y, Yu H, Wang Y, Li F, Xing Y, Ge X. Uniconazole augments Abscisic Acid in promoting somatic embryogenesis in cotton (Gossypium hirsutum L). Front Plant Sci. 2022;13:865778.35444669 10.3389/fpls.2022.865778PMC9014122

[140] Choi SM, Song HR, Han SK, Han M, Kim CY, Park J, Lee YH, Jeon JS, Noh YS, Noh B. HDA19 is required for the repression of salicylic acid biosynthesis and salicylic acid-mediated defense responses in Arabidopsis. Plant J. 2012;71(1):135–46.22381007 10.1111/j.1365-313X.2012.04977.x

[141] Wu Z, He L, Jin Y, Chen J, Shi H, Wang Y, Yang W. HISTONE DEACETYLASE 6 suppresses salicylic acid biosynthesis to repress autoimmunity. Plant Physiol. 2021;187(4):2592–607.34618093 10.1093/plphys/kiab408PMC8644357

[142] Chen J, Clinton M, Qi G, Wang D, Liu F, Fu ZQ. Reprogramming and remodeling: transcriptional and epigenetic regulation of salicylic acid-mediated plant defense. J Exp Bot. 2020;71(17):5256–68.32060527 10.1093/jxb/eraa072

[143] Gu D, Yang J, Wu S, Liao Y, Zeng L, Yang Z. Epigenetic regulation of the phytohormone abscisic acid accumulation under dehydration stress during postharvest processing of tea (*Camellia sinensis*). J Agric Food Chem. 2021;69(3):1039–48.33464046 10.1021/acs.jafc.0c07220

[144] Wang Z, Cao H, Sun Y, Li X, Chen F, Carles A, Li Y, Ding M, Zhang C, Deng X, et al. Arabidopsis paired amphipathic helix proteins SNL1 and SNL2 redundantly regulate primary seed dormancy via abscisic acid-ethylene antagonism mediated by histone deacetylation. Plant Cell. 2013;25(1):149–66.23371947 10.1105/tpc.112.108191PMC3584531

[145] Truong HA, Lee S, Trinh CS, Lee WJ, Chung EH, Hong SW, Lee H. Overexpression of the *HDA15* gene confers resistance to salt stress by the induction of NCED3, an ABA biosynthesis enzyme. Front Plant Sci. 2021;12:640443.33995439 10.3389/fpls.2021.640443PMC8120240

[146] Mira MM, Wally OS, Elhiti M, El-Shanshory A, Reddy DS, Hill RD, Stasolla C. Jasmonic acid is a downstream component in the modulation of somatic embryogenesis by Arabidopsis Class 2 phytoglobin. J Exp Bot. 2016;67(8):2231–46.26962208 10.1093/jxb/erw022PMC4809281

[147] Karami O, Saidi A. The molecular basis for stress-induced acquisition of somatic embryogenesis. Mol Biol Rep. 2010;37(5):2493–507.19705297 10.1007/s11033-009-9764-3

[148] Lai C, Zhou X, Zhang S, Zhang X, Liu M, Zhang C, Xu X, Xu X, Chen X, Chen Y, et al. PAs regulate early somatic embryo development by changing the gene expression level and the hormonal balance in *Dimocarpus longan* lour. Genes (Basel). 2022;13(2):317.35205362 10.3390/genes13020317PMC8872317

[149] Wu YJ, Huang XL, Chen QZ, Li XJ, Engelmann F. Induction and cryopreservation of embryogenic cultures from nucelli and immature cotyledon cuts of mango (Mangifera indica L. var Zihua). Plant Cell Rep. 2007;26(2):161–8.16972094 10.1007/s00299-006-0232-4

[150] Chiappetta A, Fambrini M, Petrarulo M, Rapparini F, Michelotti V, Bruno L, Greco M, Baraldi R, Salvini M, Pugliesi C, et al. Ectopic expression of LEAFY COTYLEDON1-LIKE gene and localized auxin accumulation mark embryogenic competence in epiphyllous plants of Helianthus annuus x H. tuberosus. Ann Bot. 2009;103(5):735–47.19151043 10.1093/aob/mcn266PMC2707873

[151] Eshed Y, Baum SF, Perea JV, Bowman JL. Establishment of polarity in lateral organs of plants. Curr Biol. 2001;11(16):1251–60.11525739 10.1016/S0960-9822(01)00392-X

[152] Emery JF, Floyd SK, Alvarez J, Eshed Y, Hawker NP, Izhaki A, Baum SF, Bowman JL. Radial patterning of Arabidopsis shoots by class III HD-ZIP and KANADI genes. Curr Biol. 2003;13(20):1768–74.14561401 10.1016/j.cub.2003.09.035

[153] Kurczyńska EU, Gaj MD, Ujczak A, Mazur E. Histological analysis of direct somatic embryogenesis in Arabidopsis thaliana (L.) Heynh. Planta. 2007;226(3):619–28.17406890 10.1007/s00425-007-0510-6

[154] Burian A, Paszkiewicz G, Nguyen KT, Meda S, Raczyńska-Szajgin M, Timmermans MCP. Specification of leaf dorsiventrality via a prepatterned binary readout of a uniform auxin input. Nat Plants. 2022;8(3):269–80.35318449 10.1038/s41477-022-01111-3

[155] Du F, Guan C, Jiao Y. Molecular mechanisms of leaf morphogenesis. Mol Plant. 2018;11(9):1117–34.29960106 10.1016/j.molp.2018.06.006

[156] Magnani E, Jiménez-Gómez JM, Soubigou-Taconnat L, Lepiniec L, Fiume E. Profiling the onset of somatic embryogenesis in Arabidopsis. BMC Genom. 2017;18(1):998.10.1186/s12864-017-4391-1PMC574708929284399

[157] Wang FX, Shang GD, Wu LY, Xu ZG, Zhao XY, Wang JW. Chromatin accessibility dynamics and a hierarchical transcriptional regulatory network structure for plant somatic embryogenesis. Dev Cell. 2020;54(6):742–57.32755547 10.1016/j.devcel.2020.07.003

[158] Guan C, Wu B, Yu T, Wang Q, Krogan NT, Liu X, Jiao Y. Spatial auxin signaling controls leaf flattening in Arabidopsis. Curr Biol. 2017;27(19):2940–50.28943086 10.1016/j.cub.2017.08.042PMC6419953

[159] Heisler MG, Byrne ME. Progress in understanding the role of auxin in lateral organ development in plants. Curr Opin Plant Biol. 2020;53:73–9.31785585 10.1016/j.pbi.2019.10.007

[160] Horstman A, Willemsen V, Boutilier K, Heidstra R. AINTEGUMENTA-LIKE proteins: hubs in a plethora of networks. Trends Plant Sci. 2014;19(3):146–57.24280109 10.1016/j.tplants.2013.10.010

[161] Dong X, Yan Y, Jiang B, Shi Y, Jia Y, Cheng J, Shi Y, Kang J, Li H, Zhang D, et al. The cold response regulator CBF1 promotes Arabidopsis hypocotyl growth at ambient temperatures. EMBO J. 2020;39(13):e103630.32449547 10.15252/embj.2019103630PMC7327500

[162] Sun J, Qi L, Li Y, Chu J, Li C. PIF4-mediated activation of *YUCCA8* expression integrates temperature into the auxin pathway in regulating Arabidopsis hypocotyl growth. PLoS Genet. 2012;8(3):e1002594.22479194 10.1371/journal.pgen.1002594PMC3315464

[163] Chinnusamy V, Ohta M, Kanrar S, Lee BH, Hong X, Agarwal M, Zhu JK. ICE1: a regulator of cold-induced transcriptome and freezing tolerance in Arabidopsis. Genes Dev. 2003;17(8):1043–54.12672693 10.1101/gad.1077503PMC196034

[164] Le BH, Cheng C, Bui AQ, Wagmaister JA, Henry KF, Pelletier J, Kwong L, Belmonte M, Kirkbride R, Horvath S, et al. Global analysis of gene activity during Arabidopsis seed development and identification of seed-specific transcription factors. Proc Natl Acad Sci U S A. 2010;107(18):8063–70.20385809 10.1073/pnas.1003530107PMC2889569

[165] Carles CC, Choffnes-Inada D, Reville K, Lertpiriyapong K, Fletcher JC. *ULTRAPETALA1* encodes a SAND domain putative transcriptional regulator that controls shoot and floral meristem activity in Arabidopsis. Development. 2005;132(5):897–911.15673576 10.1242/dev.01642

[166] Ornelas-Ayala D, Vega-León R, Petrone-Mendoza E, Garay-Arroyo A, García-Ponce B, Álvarez-Buylla ER, Sanchez MP. *ULTRAPETALA1* maintains Arabidopsis root stem cell niche independently of *ARABIDOPSIS TRITHORAX1*. New Phytol. 2020;225(3):1261–72.31545512 10.1111/nph.16213

[167] Zuo J, Niu QW, Frugis G, Chua NH. The *WUSCHEL* gene promotes vegetative-to‐embryonic transition in Arabidopsis. Plant J. 2002;30(3):349–59.12000682 10.1046/j.1365-313X.2002.01289.x

[168] Carles CC, Lertpiriyapong K, Reville K, Fletcher JC. The *ULTRAPETALA1* gene functions early in Arabidopsis development to restrict shoot apical meristem activity and acts through *WUSCHEL* to regulate floral meristem determinacy. Genetics. 2004;167(4):1893–903.15342527 10.1534/genetics.104.028787PMC1471006

[169] Wang Y-B, Song J-P, Wang Z-B. *ASYMMETRIC LEAVES2-LIKE38*, one member of AS2/LOB gene family, involves in regulating ab-adaxial patterning in Arabidopsis lateral organs. *Acta Physiol Plant* 2015, 37(9):185.

[170] Kang NY, Lee HW, Kim J. The AP2/EREBP gene PUCHI co-acts with LBD16/ASL18 and LBD18/ASL20 downstream of ARF7 and ARF19 to regulate lateral root development in Arabidopsis. Plant Cell Physiol. 2013;54(8):1326–34.23749813 10.1093/pcp/pct081

[171] Sugimoto K, Jiao Y, Meyerowitz EM. Arabidopsis regeneration from multiple tissues occurs via a root development pathway. Dev Cell. 2010;18(3):463–71.20230752 10.1016/j.devcel.2010.02.004

[172] Tang LP, Zhou C, Wang SS, Yuan J, Zhang XS, Su YH. FUSCA3 interacting with LEAFY COTYLEDON2 controls lateral root formation through regulating *YUCCA4* gene expression in *Arabidopsis thaliana*. New Phytol. 2017;213(4):1740–54.27878992 10.1111/nph.14313

[173] Pandey SK, Lee HW, Kim MJ, Cho C, Oh E, Kim J. LBD18 uses a dual mode of a positive feedback loop to regulate ARF expression and transcriptional activity in Arabidopsis. Plant J. 2018;95(2):233–51.29681137 10.1111/tpj.13945

[174] Ueno Y, Ishikawa T, Watanabe K, Terakura S, Iwakawa H, Okada K, Machida C, Machida Y. Histone deacetylases and ASYMMETRIC LEAVES2 are involved in the establishment of polarity in leaves of Arabidopsis. Plant Cell. 2007;19(2):445–57.17293570 10.1105/tpc.106.042325PMC1867339

# Supplementary material for: Transcriptomic profiling reveals histone acetylation-regulated genes involved in somatic embryogenesis in Arabidopsis thaliana
**Source:** BMC Genomics. 2024 Aug 15;25:788. doi: 10.1186/s12864-024-10623-5
**Supplement:** Supplementary file 18 — Additional file 18: Legends

**Additional files:**

**Additional file1** Table S1. The insertional mutants and the primers used in experiments.

**
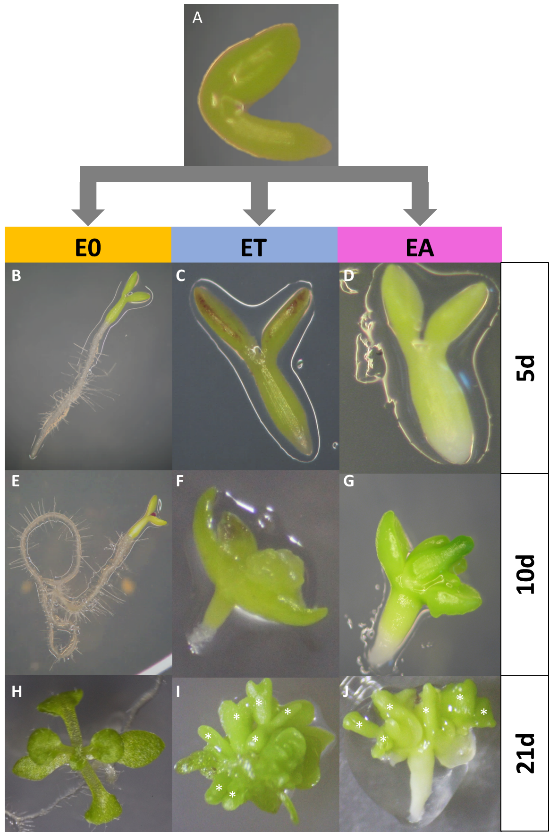
**

**Additional file2** Figure S1. *In vitro* induced embryogenic response of Arabidopsis (Col-0) explants, immature zygotic embryo explants (IZEs), to HDAC inhibitor (TSA) and auxin (2,4-D); E0 control medium free of TSA and auxin (B, E, H); ET medium with TSA (C, F, I), EA medium with auxin (D, G, J). Explants at 0 (A), 5^th^ (B, C, D), 10^th^ (E, F, G), and 21^st^ day (H, I, J) of *in vitro* culture. Seedling development (B, E, H). Embryogenic responses: explant enlargement (C, D); tissue proliferation and somatic embryo-like protuberances at the adaxial side of IZE cotyledons (F, G); somatic embryos (I, J) marked with asterisks.

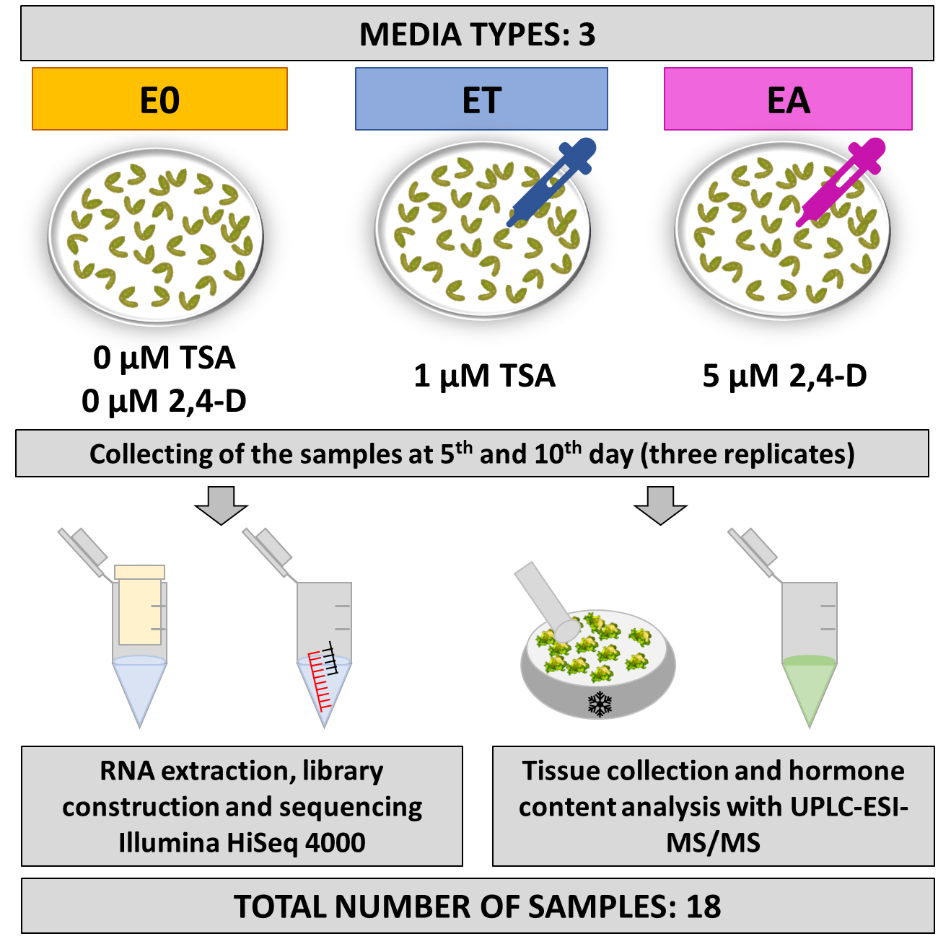

**Additional file3** Figure S2. Graphical illustration of the experimental design for RNA-seq analysis. IZE explants of Arabidopsis (Col-0) were cultured on three media – non-embryogenic E0 and SE-inducing supplemented with 1 µM TSA (ET) and 5 µM 2,4-D (EA). Explants on the 5^th^ and 10^th^ day of *in vitro* culture were collected for transcriptome sequencing and analysis of hormone content.

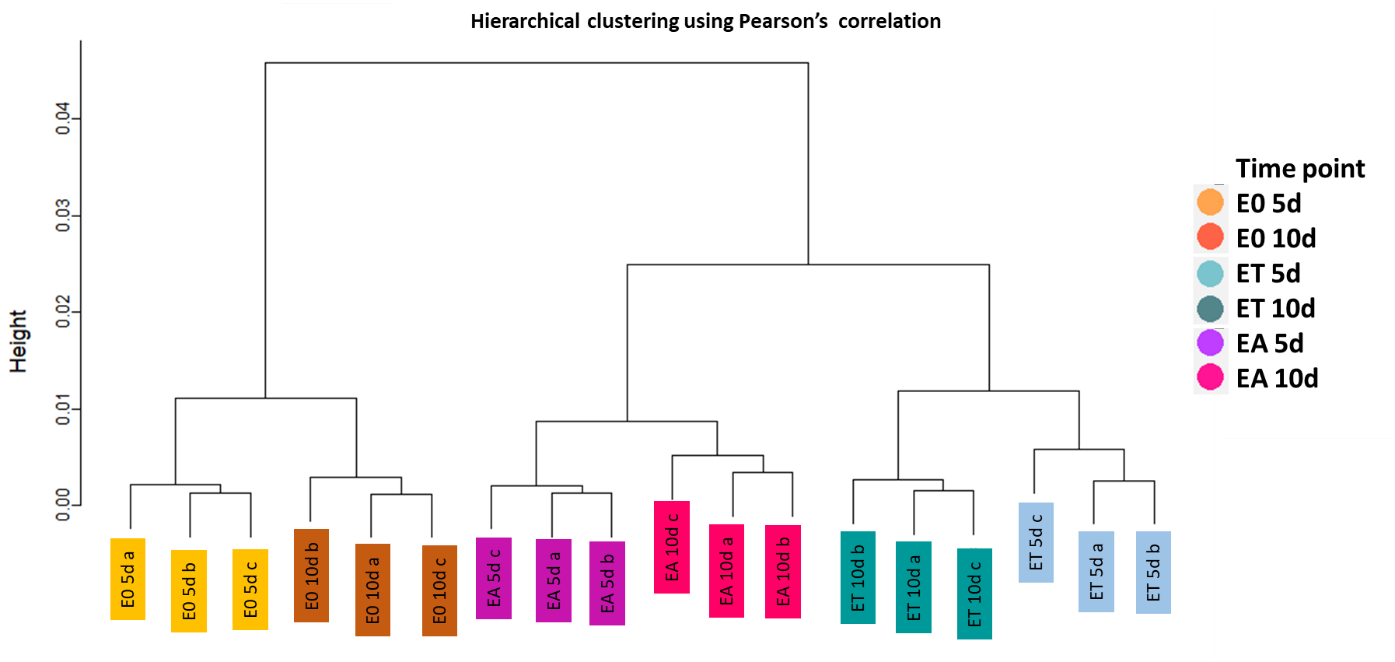

**Additional file4** Figure S3. Hierarchical clustering of mRNA-seq libraries of explants cultured *in vitro* for 5 and 10 days on control (E0) and SE-induced media with TSA (ET) and auxin (EA). The dendrogram was produced by clustering Pearson’s correlation of log_2_ (TPM + 1) using Ward’s criterion; a, b, c - biological replicates.

**Additional file5** Dataset S1. DEGs in the embryogenic culture of explants induced on TSA (ET) and auxin (EA) medium in relevance to non-embryogenic E0 culture. Values represent the relative expression level (log fold change, logFC) in the ET vs. E0 and EA vs. E0 media on the 5^th^ and 10^th^ day of explant culture. Wald's exact test was used to identify any differentially expressed genes (DEGs) under a p-value adjustment (p < 0.05) for multiple comparisons with the Benjamini-Hochberg False Discovery Rate (FDR) correction.

**Additional file6** Dataset S2. GO analysis of DEGs of ET (TSA)- and auxin (EA)-specific expression.

**Additional file7** Dataset S3. GO analysis of up- and down-regulated DEGs in TSA (ET) and EA (auxin)-induced SE at 5^th^ and 10^th^ day of culture.

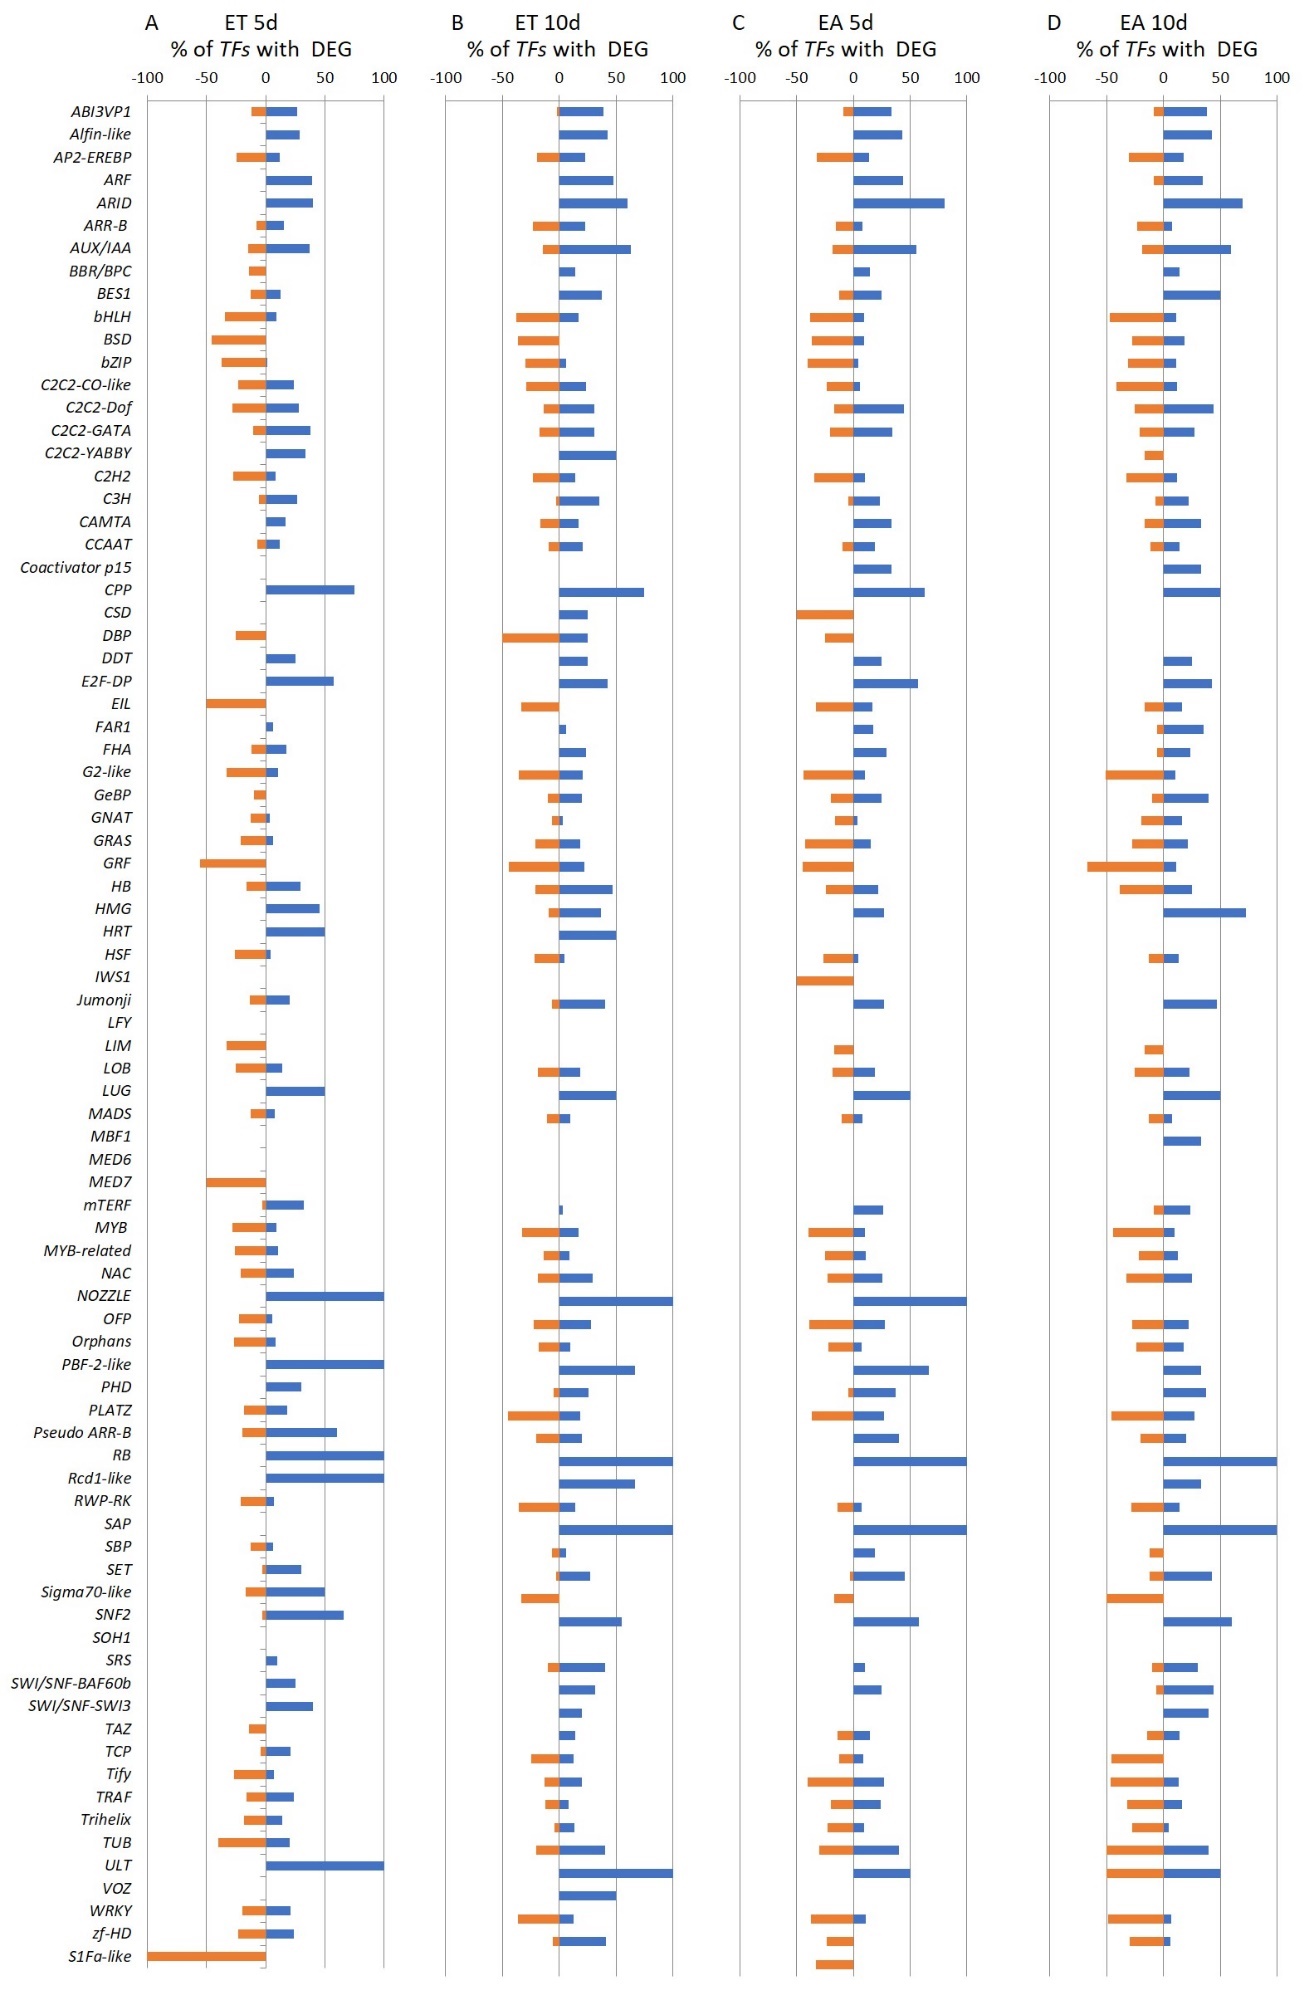

**Additional file8** Figure S4. Percentage of differentially expressed (DEGs) *TFs* from different gene families during SE induction on ET (A, B) or EA (C, D) medium at 5^th^ (A, C) and 10^th^ (B, D) day, respectively.

**Additional file9** Dataset S4. Differentially expressed *TF* genes in TSA (ET)- and auxin (EA)-induced embryogenic cultures

**Additional file10** Table S2. Expression levels of the SE-regulator genes in EA- and ET-induced explant cultures. Values represent the relative expression level (fold change, FC) in the ET vs. E0 and EA vs. E0 cultures on the 5^th^ and 10^th^ day. Wald's exact test was used to identify any differentially expressed genes (DEGs) under a p-value adjustment (p < 0.05) for multiple comparisons with the Benjamini-Hochberg False Discovery Rate (FDR) correction.

**Additional file11** Dataset S5. Differentially expressed genes in TSA-induced explants in relevance to auxin-induced culture, DEGs-ET/EA. Values represent the relative expression level (log fold change, logFC) in the ET vs. EA culture on the 5^th^ and 10^th^ day. Wald's exact test was used to identify any differentially expressed genes (DEGs) under a p-value adjustment (p < 0.05) for multiple comparisons with the Benjamini-Hochberg False Discovery Rate (FDR) correction.

**Additional file12** Dataset S6. GO analysis of genes differentially expressed in ET compared to EA culture (DEGs-ET/EA) on the 5^th^ and 10^th^ day of SE induction.

**Additional file13** Table S3. DEGs related to auxin metabolism, transport, and signaling. Values represent the relative gene expression level (log2FC) in the ET vs. E0, EA vs. E0, and ET vs. EA culture on the 5^th^ and 10^th^ day. Wald's exact test was used to identify any differentially expressed genes (DEGs) under a p-value adjustment (p < 0.05) for multiple comparisons with the Benjamini-Hochberg False Discovery Rate (FDR) correction.

**Additional file14** Table S4. The expression level of genes related to SA, ABA, and JA biosynthesis in the embryogenic culture of explants induced on TSA (ET) and auxin (EA) medium in relevance to non-embryogenic E0 culture on 5^th^ and 10^th^ day. Values represent the relative expression level (log2FC) in the ET vs. E0, EA vs. E0, and ET vs. EA medium on 5^th^ and 10^th^ day of culture. Wald's exact test was used to identify any differentially expressed genes (DEGs) under a p-value adjustment (p < 0.05) for multiple comparisons with the Benjamini-Hochberg False Discovery Rate (FDR) correction.

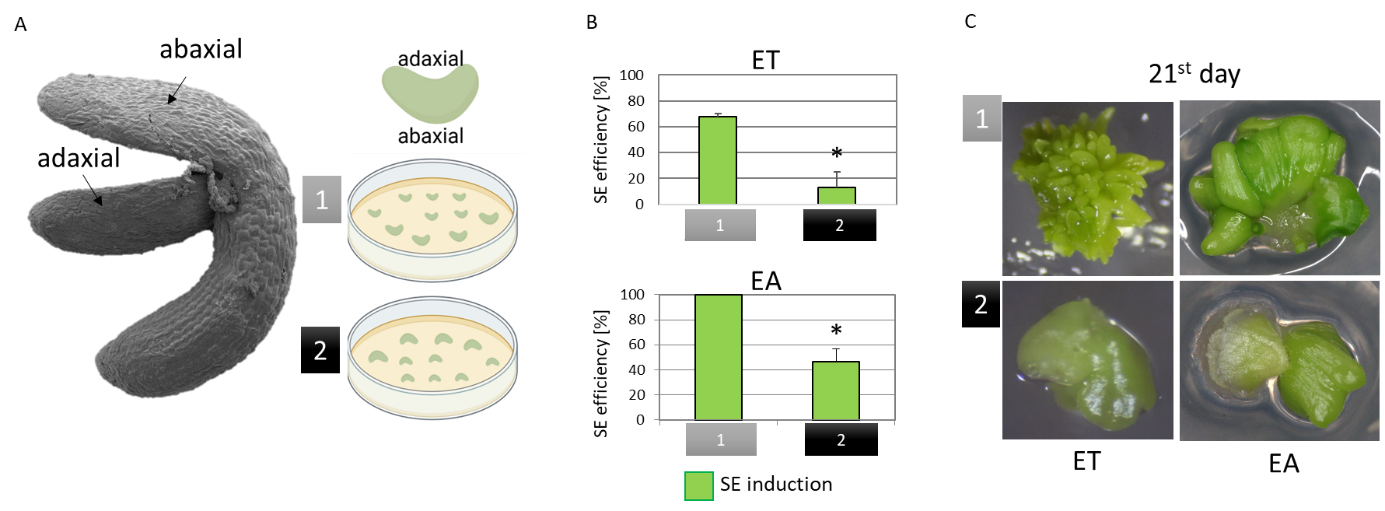

**Additional file15** Figure S5. The impact of explant polarity on somatic embryogenesis induction. The graphical illustration of the experiment: cotyledons isolated from Col-0 immature zygotic embryos were oriented with the adaxial (1) or abaxial (2) side up to the SE-induction medium (A). SE efficiency (B) of the adaxial- and abaxial side-oriented on the ET and EA medium explants. Values significantly different from the abaxial-side-oriented explants are marked with an asterisk (n = 3; means ± SD are given) (Student’s t-test, p < 0.05). The high SE induction from the adaxial side of cotyledon explants (C).

**Additional file16** Table S5. The expression level of the organ polarity-related in the embryogenic culture of explants induced on TSA (ET) and auxin (EA) medium in relevance to non-embryogenic E0 culture on 5^th^ and 10^th^ day. Data from the RNA-seq analysis are given. Wald's exact test was used to identify any differentially expressed genes (DEGs) under a p-value adjustment (p < 0.05) for multiple comparisons with the Benjamini-Hochberg False Discovery Rate (FDR) correction.

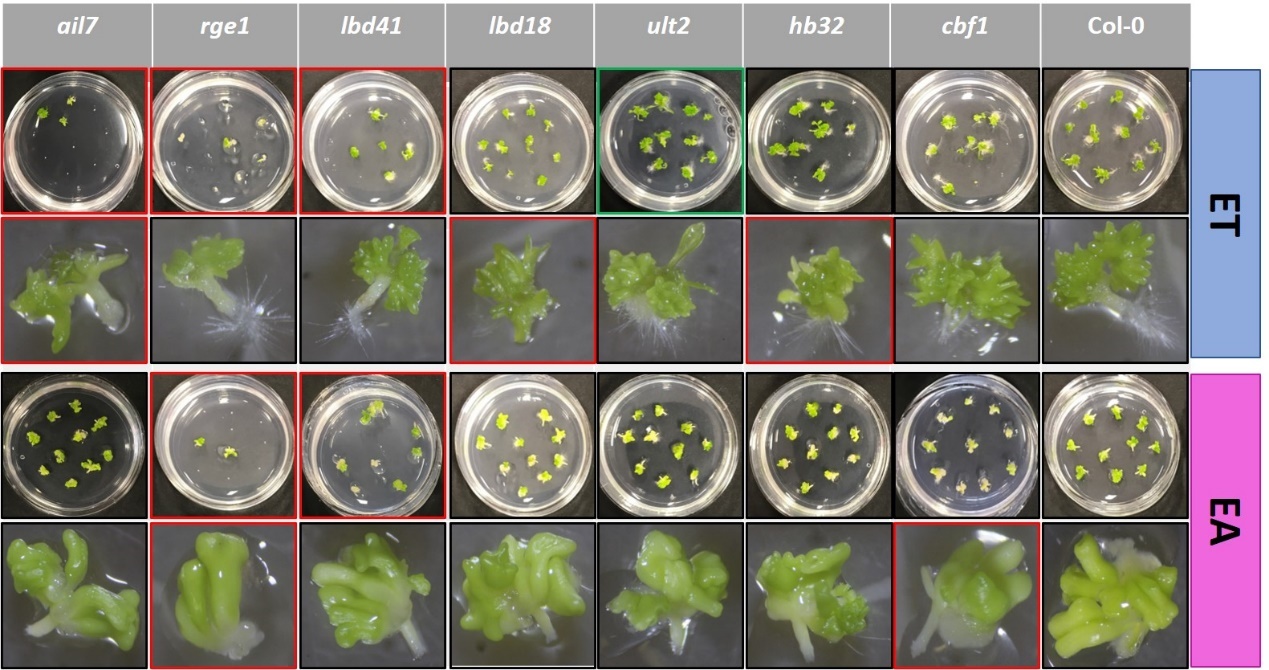

**Additional file17** Figure S6. The embryogenic response of the polarity-related mutants (*ail7, rge1, lbd41, lbd18, ult2, hb32, cbf1*) and WT (Col-0) genotype on the ET and EA media on 21^st^ day.

How the deposited data were processed for this re-analysis (not part of the article)

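The study sequenced RNA from immature zygotic embryo explants cultured on E0, ET or EA medium for 5 or 10 days, with 3 libraries in each of the 6 groups. The authors demultiplexed the reads with bcl2fastq, trimmed them with Sickle, removed ribosomal RNA reads with SortMeRNA and aligned the rest to TAIR10 with STAR. They deposited whole-number counts of uniquely aligned reads per gene for the 18 libraries, without normalization, and these counts are the only values analysed here. The file lists 34218 genes, 32833 with Arabidopsis locus codes and 1385 structural RNA genes with other identifiers, 32548 of the codes were matched to the reference annotation, and 10804 had a symbol there. It was checked that no identifier occurs more than once, that 3927 genes had no count in any library, and that every value was a whole number. Library totals ranged from 9098758 to 58364735 counts, so that 3 counts, taken as the detection floor, correspond to 0.0487 to 0.329 CPM.

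Tests were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were filtered with edgeR's filterByExpr on the 6 groups, which left 23539, scaled with TMM and fitted in 1 quasi-likelihood model with a mean per group over all 18 libraries. Contrasts compared ET and EA with E0 and with each other on each day, the days within each medium, and the differences between days of each of the 3 effects. The p-values were adjusted by the Benjamini-Hochberg method within each contrast, genes with an adjusted p under 0.05 were called DEGs, and standard errors were derived from the test statistic. List counts were also adjusted over the genes of the list alone. The CPM values use TMM-scaled library sizes, and log2 CPM a prior count of 2. Folds against a group with at most 3 counts in every library were computed against that floor. PCA and clustering used DESeq2's blind rlog values, Ward's D2 method and 1 minus Pearson's r. Gene families were tested with limma's camera at its preset correlation, with fry beside it, and shares of counts with exact permutation tests.

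The genes named in the passages are those the paper names and members of the selected families. Genes outside these could be named by a rule, the 2 with the largest log2 fold change in each direction of each of the 6 comparisons of the paper, among DEGs with at least 10 CPM in the group with the higher mean and no overlap between the libraries of both groups. For each difference between days the 2 genes with the smallest p in each direction were selected as well, and only these are given, in the closing section. For every gene named, exon sequence that occurs elsewhere in the genome and exon overlap with genes on the other strand were computed from the reference, and these limits are given where they are above 0 and bear on a value. The paper's text does not name the strand setting or the annotation release of the counts. Histone deacetylase and acetyltransferase genes and 8 families were selected by symbol, and the endosperm, seed coat, and pollen and tapetum lists were written from general knowledge of marker genes.

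The choices of test, filter, scaling, groups and alternatives were made before the data were examined. The alternatives were a threshold of 1 on the absolute log2 fold change, glmTreat against it, DESeq2's size factors, library totals, DESeq2's Wald test with and without the beta prior, no filter, fits of the 6 libraries of a comparison, a block for the replicate letters, removal of organelle genes, and each library left out in turn. The procedure was tested on simulated data with 200 changed genes, of which edgeR recovered 148 among 23130 tested, with 3.27% of its calls false. Simulated differences between days were recovered for 108 of 200 genes, DESeq2 recovered 168 among 23537 with 19.2% false calls, and fits of 6 libraries recovered 126 among 21736 with 4.55%. A simulated set of 30 changed genes was called by limma's camera, and a set of 30 unchanged genes was not. Libraries were also simulated with shared E0 libraries and no change, or with independent changes in the 2 treatments, to measure what shared controls, or chance overlap beside them, give by themselves. Other splits of the libraries were fitted for every comparison, all 10 for 2 groups and 100 draws of 200 for the differences between days. Other experiments of the paper, the additional libraries listed in its supplement, hormone measurements, RT-qPCR and mutant phenotypes were not analysed here. The values of 1 gene are not reported here.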

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

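No test reported in this part was chosen only after its result was seen.

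The effect of ET on transcript levels differed between the 2 culture times for 3356 genes by the contrast of both differences in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1798 with a higher and 1558 with a lower log2 fold change at 10 d than at 5 d. For EA there were 2074 such genes (999 and 1075), and for ET relative to EA 3493 (1812 and 1681). The paper compares the days only through the lists of each day, without a test of this difference. When the days were exchanged within each medium, 1 of 100 draws for ET, the real assignment with 3479 genes, gave as many calls, and the next highest gave 971. For EA it was again 1 of 100, with 2219 genes against 1225 in the next. For ET relative to EA it was 2 of 100, since a draw that exchanges the days of 1 medium completely gave 3219 genes against 2064, while each of the others gave at most 595. Such a complete exchange was not among the draws for ET or EA. The remaining draws mixed both days within a group, which adds the change with time to the spread and lowers the calls. These shares therefore do not decide whether the differences exceed those of a random assignment of the days. A difference in library size would remove most calls when every library is thinned to the smallest total of 9098758 counts, but 74.6%, 65.4% and 68.5% of the genes kept their call, which argues against depth as the whole cause. The EA count moved most when 1 library was left out, to 636 higher genes without EA 5 d a and 667 lower genes without E0 5 d c, and the ET-to-EA count to 1031 lower genes without ET 10 d c. A change of the treatments' effects with culture time is a biological hypothesis that was not tested further. Against E0, such a difference can come from a change on E0 as well as from one in the treated cultures. A difference in handling between the days that shifts all media alike cancels in this contrast, and one confined to single groups was not tested.

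Genes of this difference to be named were fixed by a rule, the 2 with the smallest p in each direction. For the ET effect, *CYP78A5* (AT1G13710) differed between the days by 4.12 (standard error 0.31, adjusted p = 4.29e-06) and AT1G08340 by 3.12 (standard error 0.24, adjusted p = 4.29e-06). In the other direction *GBSS1* (AT1G32900) had -2.31 (standard error 0.20, adjusted p = 7.2e-06) and *ESM1* (AT3G14210) -7.73 (standard error 0.69, adjusted p = 9.54e-06), and 25.3% of the exon words of *ESM1* occur elsewhere in the genome. For the EA effect, *IAA28* (AT5G25890) differed by 2.59 (standard error 0.20, adjusted p = 1.69e-05) and AT4G32480 by 6.89 (standard error 0.57, adjusted p = 1.97e-05), while AT5G63180 had -3.75 (standard error 0.35, adjusted p = 6.37e-05) and AT5G22460 -4.55 (standard error 0.47, adjusted p = 9.7e-05). For ET relative to EA, AT1G08340 differed by 3.69 (standard error 0.24, adjusted p = 5.38e-07) and *ABCG38* (AT3G30842) by 5.42 (standard error 0.35, adjusted p = 5.38e-07), while *GSTF10* (AT2G30870) had -2.60 (standard error 0.24, adjusted p = 1.13e-05) and AT3G23600 -2.24 (standard error 0.21, adjusted p = 1.31e-05). All p-values are those of the same edgeR test, and the sizes belong to genes selected for their small p.

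Between 5 d and 10 d within a medium, which the paper does not compare, 4126 genes were called on E0, 4831 in ET and 3072 in EA by edgeR's quasi-likelihood test. Higher at 10 d were 2454, 2824 and 1847 of them. With only the 6 libraries of each medium in the fit, the real split gave 6034, 2183 and 1409 genes, and in each medium 1 of the 10 splits of the 6 libraries, the real one, gave as many, while each of the other 9 gave 0 (66 to 1947 genes at an unadjusted p under 0.05). A share of 1 in 10 is the smallest this design allows. Without E0 10 d c the genes lower on E0 at 10 d numbered 959 instead of 1672, without E0 5 d a the higher ones 1579, without ET 10 d c the lower ones in ET 1053 instead of 2007, and without EA 5 d a those of EA 1087 higher and 620 lower. Culture time is the biological explanation the design names and stays untested beside a difference in the handling of the 2 days.

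Of 29 histone deacetylase and acetyltransferase genes, selected by symbol because TSA inhibits histone deacetylases, 26 were tested. The paper's discussion mentions, without values, a higher level of *HDA9* and, from earlier work, changes of *HDA15* and *HDA19* (*HD1* in the annotation) in embryogenic cultures. Called higher than on E0 were 13 in ET at 5 d, 10 in ET at 10 d, 12 in EA at 5 d and 11 in EA at 10 d (median log2 fold changes 0.51, 0.34, 0.50 and 0.45), and 1 was lower, in ET at 10 d. Adjusted over the list alone, 13, 10, 13 and 10 were higher. ET and EA differed from each other in 5 higher and 2 lower genes at 5 d, and in 2 and 3 at 10 d. The scaling between libraries is argued against as the cause at 5 d in ET, since 12 of the 13 genes were also called with library totals and 13 with DESeq2's size factors. A rise of dividing cells cannot be told apart from a response of these genes. Across the 18 libraries 11 of the 13 correlated with the core histone and DNA replication genes with r over 0.5. The other 2 were *HAF2* with r of 0.467 and *HDT4* with 0.495. These correlations include the differences between the media, in which both groups of genes were higher than on E0, so they do not decide between the 2 explanations. A feedback of the inhibitor on these genes is a hypothesis that the EA cultures, without TSA, do not single out, and it was not tested.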

How the results depend on the processing

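No alternative of this part was chosen only after its result was seen, and the tests are those named under the processing. Each alternative changed 1 choice and kept the rest, and the cause of a change was not tested unless the next sentences say that it follows from the setting itself.

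Of 498 values of a named gene in a comparison, 340 had the same call under every alternative, 81 changed only with a fold change threshold or glmTreat, 77 changed under another one, and none of the alternatives reversed a call. Calls gained and lost numbered 5 and 6 under DESeq2's size factors, 12 and 15 under library totals, 7 and 7 under DESeq2's Wald test with the beta prior and equally without it, and 5 and 8 without organelle genes. The filter's removal lost 9, fits of 6 libraries gained 7 and lost 26 of 459, and the 18 fits that each left out 1 library gained 35 and lost 193 of 8964. In all comparisons of 2 media or 2 days, the genes called in an alternative and in the reported fit had the same direction.

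An additional absolute log2 fold change of at least 1 can by construction only remove calls. Higher genes numbered 3004 and 2172 in ET and 1958 and 2462 in EA against E0 at 5 d and 10 d. ET against EA had 3113 higher and 2278 lower genes at 5 d and 1578 lower at 10 d, and the lower genes at 10 d against 5 d numbered 766 on E0, 790 in ET and 719 in EA. Over both days there were 8951 DEGs in ET, 54.6% lower, and 8791 in EA, 64.2% lower, so that the ET share changed sides of 50%. Specific to EA were 1492 higher genes and to ET 1136 lower genes, and common higher genes numbered 875 at 5 d, 1069 at 10 d, 434 at both and 872 as Fig. 4 adds them. ET and EA differed over both days in 7611 genes and at both in 2408, and the specific genes that also differed were 1493 higher and 774 lower for ET and 868 higher for EA. Tryptophan genes higher were 6 in ET and 2 in EA, with 0 lower in EA (0 at an unadjusted p under 0.05). *ARF* genes higher were 5 in ET and 6 in EA, ABA genes 2 and 1, JA genes 1 higher in ET and 7 lower in EA, and TF-DEGs higher in EA 343. Histone deacetylase and acetyltransferase genes were 9 higher and 0 lower in ET (0 at an unadjusted p under 0.05) and 2 higher in EA.

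The glmTreat test against an absolute log2 fold change of 1 is stricter by construction. Higher and lower genes against E0 were 1308 and 2631 in ET at 5 d, 1022 and 2333 in ET at 10 d, 934 and 2645 in EA at 5 d, and 1225 and 3572 in EA at 10 d. ET against EA gave 1467 and 1150 at 5 d and 1552 and 708 at 10 d. At 10 d against 5 d there were 581 and 111 on E0, 913 and 160 in ET, and 404 and 79 in EA. The differences between the days fell to 512 and 342 genes for ET, 229 and 268 for EA, and 511 and 235 for ET relative to EA. Over both days 5232 genes were called in ET, 63.9% of them lower, and 5726 in EA, 72.7% lower. Specific genes were 1332 higher and 744 lower in ET, and 1009 and 1561 in EA, of which 734, 407, 492 and 788 also differed between ET and EA. Common genes were 234 higher and 1762 lower at 5 d, 367 and 1914 at 10 d, 94 and 1202 at both, and 275 and 1716 as Fig. 4 adds them. ET and EA differed in 3776 genes over both days and 1101 at both. SE regulators lower in ET numbered 1, IPA pathway genes 3 higher in ET and 4 lower in EA, and tryptophan genes 2 higher in ET, 1 higher in EA and 0 lower in EA (0 at an unadjusted p under 0.05). *NIT* genes lower were 0 in ET (1 at an unadjusted p under 0.05) and 1 in EA, *AUX/IAA* genes 11 higher in ET and 11 higher and 3 lower in EA, *ARF* genes 4 higher in ET and 3 in EA, and auxin transport genes 3 higher in ET. ABA genes were 2 higher and 2 lower in ET and 0 higher in EA (1 at an unadjusted p under 0.05), and JA genes 0 higher in ET (0 at an unadjusted p under 0.05) and 6 lower in EA. TF-DEGs were 243 higher and 282 lower in ET and 201 and 386 in EA, and histone deacetylase and acetyltransferase genes 4 higher and 0 lower in ET (0 at an unadjusted p under 0.05) and 1 higher in EA.

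Among the scalings, DESeq2's size factors gave 52.5% lower DEGs in ET over both days instead of 47.2%, 1 tryptophan gene lower in ET instead of 0 (1 at an unadjusted p under 0.05), 3 ABA genes higher in ET instead of 5, and 2 histone deacetylase and acetyltransferase genes lower in ET instead of 1. Removal of organelle genes before scaling gave 52.1%, 1, 3 and 2 for these results, and 50% of the DEGs between ET and EA were higher in ET instead of 54.2%. Library totals gave 37% for the latter and 40.6% lower DEGs in EA instead of 50.6%, both on the other side of 50%. They also gave 5312 genes lower in ET than in EA at 10 d, 4512 higher genes specific to EA, of which 3089 differed from ET, 1 tryptophan gene lower in EA, 1 *NIT* gene higher in EA where the reported fit has 0 (1 at an unadjusted p under 0.05), and 3 ABA genes higher in ET.

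DESeq2's Wald test with the beta prior gave 1725 lower genes in the difference of the EA effect between the days, 52.4% lower DEGs in ET, 221 genes at least 10-fold higher in ET at 5 d, 1 tryptophan gene lower, 3 ABA genes higher and 2 histone deacetylase and acetyltransferase genes lower in ET. Without the prior these were 1636 genes, 52.3%, and again 1, 3 and 2. Without the filter on low counts, 3 ABA genes were higher and 0 histone deacetylase and acetyltransferase genes lower in ET (2 at an unadjusted p under 0.05). A block for the replicate letters, which pair the libraries only if a, b and c were prepared together, gave 1 tryptophan gene and 2 histone deacetylase and acetyltransferase genes lower in ET, and of the gene values it gained 3 calls and lost 1.

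Fits of only the 6 libraries of a comparison leave results that need more groups without a value. They gave 3560 higher genes in EA at 10 d, 2765 higher and 1782 lower genes in ET against EA at 10 d, 2450 genes that differed between ET and EA at both days, and 2749 genes lower on E0 at 10 d than at 5 d. Between the days 1403 genes were higher and 780 lower in ET, and 918 and 491 in EA. Of the DEGs in ET 50.3% were lower, 1 tryptophan gene was lower in ET and 1 in EA, and 0 *ARF* genes were lower in ET (0 at an unadjusted p under 0.05) instead of 1.

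Across the 18 fits that each left out 1 library, the genes on E0 at 10 d against 5 d ranged from 1579 without E0 5 d a to 2716 without ET 5 d c (higher) and from 959 without E0 10 d c to 1927 without ET 5 d c (lower). In ET the lower ones ranged from 1053 without ET 10 d c to 2390 without EA 10 d c, and in EA the higher ones from 1087 without EA 5 d a to 2116 without ET 5 d c and the lower ones from 620 without EA 5 d a to 1419 without ET 5 d c. The EA effect differed between the days in 636 without EA 5 d a to 1222 without EA 10 d a higher genes and in 667 without E0 5 d c to 1246 without ET 5 d c lower genes, and the ET-to-EA effect in 1031 without ET 10 d c to 2146 without EA 10 d a lower genes. The percentage of lower DEGs ranged from 46.7 without EA 10 d c to 52.3 without ET 10 d c in ET and from 49.7 without ET 5 d c to 53.4 without ET 10 d c in EA, and so crossed 50% in both. Tryptophan genes lower in ET ranged from 0 without E0 5 d a to 1 without ET 10 d b (1 at an unadjusted p under 0.05 for the former) and lower in EA from 1 without E0 10 d b to 2 without E0 5 d a. *NIT* genes higher in EA ranged from 0 without E0 5 d a to 1 without E0 10 d a (0 at an unadjusted p under 0.05 for the former), and *ARF* genes lower in ET from 0 without E0 5 d a to 1 without E0 5 d b (1 unadjusted for the former). ABA genes ranged in ET from 3 without E0 5 d b to 6 without EA 5 d c (higher) and from 2 without E0 5 d a to 4 without EA 5 d a (lower), and JA genes higher in ET from 3 without E0 5 d c to 6 without EA 5 d a. Histone deacetylase and acetyltransferase genes lower in ET ranged from 0 without E0 10 d a to 3 without ET 10 d c (1 unadjusted for the former).

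PC1 explained 67.1% of the variance with the 500 genes of highest variance. With Spearman's correlation of CPM, the lowest value within a group was 0.964 and the highest between groups 0.974, and all 18 libraries still clustered with their group. The correlation of ET and EA effects over genes called in either treatment was 0.709 at 5 d. Mitochondrial genes alone gave differences in their share of the counts of 0.725, 0.118 and 0.589 percentage points for ET at 5 d, EA at 5 d and EA at 10 d, the last 2 of the opposite sign to chloroplast and mitochondrial genes together (-0.0291 and -1.11). Among 48 tests of 8 families, camera called 28 with the preset correlation and 4 with an estimated one, and fry called 26, of which 23 were among those of camera.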

Differences from the paper's values

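No test behind these values was chosen only after its result was seen.

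Of the DEGs higher in ET at 5 d, 339 had a fold change of at least 10, against the paper's 221. The paper's text names no day for its numbers of such DEGs, and the days compared here are those of the bars in Fig. 3C. Among the alternatives set before the data were examined, DESeq2's Wald test with the beta prior gave 221, and the values also came within 1.5 times the paper's with glmTreat (316), DESeq2's size factors (318), library totals (327), fits of 6 libraries (257), the replicate block (325), organelle genes removed (314) and without ET 5 d c (325). The gap stayed open with DESeq2 without the prior (334), without the filter (374), with the threshold of 1 on the log2 fold change (339) and in the other fits that left out 1 library (up to 388). In EA at 10 d the number was 341, against the paper's 222. DESeq2's Wald test with the beta prior gave 247, and glmTreat (326), DESeq2's size factors (322), fits of 6 libraries (299), the block (325), organelle genes removed (326) and the fit without EA 10 d c (307) also came within 1.5 times the paper's value. Library totals (372), DESeq2 without the prior (341), no filter (422), the threshold of 1 (341) and the other fits without 1 library (up to 377) did not.

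Higher in ET were 18 *AUX/IAA* genes, against the paper's 8, and glmTreat (11) was the only one of the alternatives set before the data were examined that came within 1.5 times that number, while the threshold of 1 on the log2 fold change gave 14 and the others 16 to 18. Of the auxin transport genes 8 were higher in EA, against the paper's 5, and glmTreat (7) alone closed the gap, with 8 under each of the others. *YUC10* was 84.8-fold higher in ET at 10 d, against the paper's 46.6. DESeq2's Wald test with the beta prior gave 47.3 and leaving out E0 10 d b 68.9, and the others set before the data were examined gave between 78.6 (replicate block) and 116 (without E0 10 d c).

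The log2 fold change of *NIT1* in ET at 5 d was 1.46, against the paper's about 1.1 in Fig. 8, read by eye, and of the alternatives set before the data were examined only the fit without ET 5 d c (1.17) closed the gap, the others giving at least 1.37. For *NIT2* in ET at 5 d it was 2.04, against the paper's about 1.8 in Fig. 8, read by eye. DESeq2 with (1.93) and without the beta prior (1.95), its size factors in edgeR (1.95), library totals (1.99), fits of 6 libraries (2.00), organelle genes removed (1.98) and the fits without ET 5 d c (1.95), E0 5 d b (1.96) or ET 10 d c (1.97) came within the error, unlike the 2 stricter thresholds, no filter, the block and the other fits without 1 library. *NIT1* in EA at 10 d had -0.57, against the paper's about -0.92 in Fig. 8, read by eye, and only the fit without EA 10 d c (-0.71) closed the gap, while DESeq2's size factors gave -0.67 and library totals -0.44.

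The paper states that most DEGs of ET are lower, while here 47.2% were, and DESeq2's size factors (52.5%), DESeq2's Wald test with (52.4%) and without the prior (52.3%), organelle genes removed (52.1%), fits of 6 libraries (50.3%), the threshold of 1 (54.6%), glmTreat (63.9%) and the fit without ET 10 d c (52.3%) put it above 50%. The paper counts more auxin transport genes higher in ET than in EA, and here there were 6 and 8. The paper names 2 *YUC* genes raised by TSA, *YUC4* and *YUC10*, and here *YUC3* was also higher in ET at 10 d (0.62, adjusted p = 0.016), a call lost under the threshold of 1, glmTreat, fits of 6 libraries and without E0 10 d a, ET 10 d a or ET 10 d c (0.33 without the last).

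The paper counts *AOC1*, *AOS* and *ACX2* among JA genes with decreased expression in SE culture. It names neither medium nor day for them, so values of ET at 5 d differ from it only if its statement covers that group. In ET at 5 d *AOC1* had 0.09 (adjusted p = 0.942) and was called under none of the alternatives, *ACX2* was higher, by 0.71 (adjusted p = 0.0145), and *AOS* was not called (-0.64, adjusted p = 0.0624). *AOS* was called lower in ET on both days with DESeq2's size factors (-0.72 at 5 d), library totals (-0.72), DESeq2 without (-0.72) and with the prior (-0.71), organelle genes removed (-0.69), and without EA 10 d c (-0.63) or ET 5 d c (-1.06), at 5 d also without ET 10 d c (-0.70), and at 10 d also with 6 libraries (-0.71) and without EA 10 d a or ET 5 d a. *AtST2a* is described as lower in ET than in EA, without a day, and at 10 d it was not called (-0.21, adjusted p = 0.526) here or under any alternative.

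For the genes that follow, the paper's text names no day, so 1 day without a call limits its statement to the other day and does not contradict it. Of the *ARF* genes the paper describes as raised by TSA, *ARF17* in ET at 10 d (0.27, adjusted p = 0.26) and *ARF19* in ET at 5 d (0.05, adjusted p = 0.882) were not called under any alternative, nor was *ARF19* in EA at 5 d (0.08, adjusted p = 0.829). *NCED6* in ET at 5 d (1.87, adjusted p = 0.0856) was called by DESeq2 with (1.65) and without the prior (1.81) and with 6 libraries (1.83). *PIN2* is described as lower in both cultures, and in EA at 10 d (-0.52, adjusted p = 0.18) it was called only without EA 10 d a (-0.84). *HB32* and *ULT2* are described as lower in EA, and *HB32* was higher in EA at 10 d (0.53, adjusted p = 0.0172) while *ULT2* in EA at 5 d (-0.64, adjusted p = 0.319) was called under none of the alternatives. *KAN3* (-0.74, adjusted p = 0.209) and *YAB3* (-0.20, adjusted p = 0.504), described as inhibited by auxin, were not called in EA at 5 d under any alternative, and *CBF1* was not tested because of its low counts. All adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.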

Other observations

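The tests of structural RNA genes and of a batch behind the 2 libraries that deviate together, and that of the threshold on the fold change, were chosen only after the result was seen, unlike the other tests of this part.

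Libraries EA 10 d c and ET 5 d c deviated from the means of their groups in the same genes, with r of 0.728 over the tested genes, and the other pairs of these 2 groups with the same letter, a and b, had 0.499 and 0.258. Deviations from a group mean add up to 0, so these 3 values are not independent, and between libraries of any other 2 groups the highest was 0.31. EA 10 d c and ET 5 d c also had a larger share of counts on structural RNA genes, 4.09% and 3.37%, against at most 0.645% in the other 16 libraries. These RNAs are argued against as the whole cause, since the correlation over protein-coding nuclear genes rescaled without them was 0.691. Gene length and GC content are argued against as well, with 0.675 left after a smooth fit on both, which explained 6.28% and 5.06% of the deviations. A preparation or sequencing batch that these 2 libraries share, or the letters of both groups, cannot be told apart from other shared influences, because neither the labels nor the paper's text give batches. No biological explanation was tested, as the 2 libraries share neither medium nor culture time.

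The replicate letters were compared across groups. Among 45 pairs of libraries of different groups with the same letter, the deviations correlated with a median r of 0.0185 (-0.302 to 0.728), and 15 pairs exceeded 0.1, among them all 3 of EA at 10 d with ET at 5 d and all 3 of E0 at 10 d with ET at 5 d. The median of 90 pairs with different letters was -0.00376.

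For each of the 6 comparisons of the paper, 1 of the 10 splits of its 6 libraries into 3 and 3, the real one, gave as many DEGs, and each of the other 9 gave 0 (37 to 953 genes at an unadjusted p under 0.05). The real splits gave 8480 and 9442 DEGs for ET/E0 at 5 d and 10 d, 11033 and 8840 for EA/E0, and 6786 and 4547 for ET/EA in fits of these libraries alone. The smallest share this design gives is 1 in 10.

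Of the DEGs of ET at 5 d, 47.5% were lower than on E0, a smaller share than the paper shows. With DESeq2's size factors it was 53.1%, with DESeq2's Wald test and the beta prior 52.9%, and without ET 5 d c 48.5%. Removal of organelle genes gave 52.1%, and leaving out ET 10 d c 52.5%. None of these came within 2 percentage points of the paper's share, which argues against each of them as the whole cause. An additional absolute log2 fold change of at least 1 gave 55.8%, within 2 points of the paper's share, but 242 of the 802 TF genes that the paper lists for ET at 5 d in Additional file 9 have an absolute log2 fold change under 1 there, which argues against this threshold too. No biological explanation applies if both analyses rest on the same libraries. Of 172 listed genes with values in the paper, 52 differed from it by more than the standard error in ET/E0 at 5 d. In EA/E0 at 10 d 56 did, against 2 in ET/E0 at 10 d and 0 in EA/E0 at 5 d. The first 2 of these comparisons use ET 5 d c and EA 10 d c, the libraries that deviate together. Their part in the gap was not tested further. Whether the paper's fit also used the additional libraries listed in its supplement was not tested.

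Of 49 light harvesting and photosystem genes, a set that also holds RBCS genes, 39 were higher in ET than in EA at 5 d (median log2 change 1.37). At 10 d 28 were higher (1.06). Against E0, 35 were higher in ET at 5 d. Of 22 genes with seed storage, oil body, LEA and EM symbols, 18 were higher and 1 lower in ET than in EA at 10 d (median 1.93). The medians had the same sign under DESeq2's size factors (1.35, 1.08 and 1.95) and library totals (1.12, 0.88 and 1.75). By limma's camera with an estimated correlation between the genes the adjusted p was 0.525, 0.542 and 0.348, and fry gave 0.00554, 0.0103 and 9.86e-05. With a preset correlation, 40 of the 60 splits over the 6 comparisons, the 6 real ones included, called at least as many of the 8 families as the real split, 20 of them in the 2 comparisons of ET with EA, where the real split called 2. As each other split puts 2 libraries of one group with 1 of the other and so keeps part of the difference between the groups, this number decides nothing, and a grouping of the libraries at random cannot be told apart from a treatment effect by it. Earlier greening of ET cultures and a loss of seed reserves in EA cultures might explain these differences as hypotheses, and neither was tested. The 22 genes were not split, so they do not show whether storage and oil body genes or the LEA and EM genes differ. At 5 d their median in ET against EA was 0.262, and 0.0345 under library totals. Against E0 at 5 d it was -0.801 in ET and -1.16 in EA, and at 10 d 0.0666 and -1.64. The median of the light harvesting and photosystem genes against E0 was 1.13 in ET and -0.0994 in EA at 5 d. At 10 d it was 0.647 and -0.422, so that part of the difference at 10 d lay in a decrease in EA.

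Chloroplast and mitochondrial genes took 10.6 ± 2.37% (SD, n = 3) of the counts in ET at 5 d and 6.72 ± 0.724% on E0 (exact two-sided permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). The ET 5 d libraries a, b and c had 9.34%, 9.1% and 13.3%, so that the mean leans on c. At 10 d the shares were 8.14 ± 1.06% in ET and 7.43 ± 1.65% on E0 (p = 0.6 by the same permutation test). Removal of chloroplast and mitochondrial genes before scaling moved the percentage of lower DEGs in ET over both days to 52.1%. Whether the share reflects plastid content or the removal of ribosomal RNA was not tested.

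Lists of endosperm, seed coat and pollen or tapetum genes, written before their values were seen, were compared between ET and E0. Of 23 endosperm genes 8 were tested in ET against E0 at 10 d, 2 higher and 2 lower. *ALE1* (AT1G62340) had 1.97 ± 0.807 CPM in ET against 0.0203 ± 0.018 on E0, and *SUC5* (AT1G71890) 37.3 ± 13.5 CPM in ET against 0.641 ± 0.327 on E0, while *MEA* (AT1G02580) and *IKU2* (AT3G19700) were lower. At least 1 CPM was reached by 4 of the genes in ET and 3 on E0. The median of the list was 0, as was that of 82.62% of 10000 lists matched on their level on E0, because most of these genes have almost no counts, so this comparison decides nothing and an activation of genes with low counts in general cannot be told apart from one of endosperm genes. Of 14 seed coat genes 10 were tested, 2 higher and 6 lower, with a median log2 fold change of -0.276, and as their members also moved both ways, seed tissue carried over with the explants cannot be told apart either. Of 15 pollen and tapetum genes 5 were tested, and 1, *GRP19* (AT5G07550), was higher. In ET against E0 at 5 d, 1 of the 8 tested endosperm genes was higher and 3 were lower. The numbers were 1 and 4 for the seed coat list and 0 and 3 for the pollen and tapetum list. In ET at 5 d *SUC5* had 145 ± 113 CPM against 3.75 ± 1.05 on E0, a higher mean than at 10 d. *ALE1* had 0.0536 ± 0.0535 CPM in ET at 5 d against 0.00793 ± 0.0137 on E0. An endosperm-like program in ET cultures may be a hypothesis for the 2 genes higher at 10 d, which the paper's text does not name, and it was not tested. The levels of *SUC5* do not set 10 d apart from 5 d.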
